# Follistatin promotes LIN28B-mediated supporting cell reprogramming and hair cell regeneration in the murine cochlea

**DOI:** 10.1126/sciadv.abj7651

**Published:** 2022-02-11

**Authors:** Xiao-Jun Li, Charles Morgan, Loyal A. Goff, Angelika Doetzlhofer

## Abstract

Hair cell (HC) loss within the inner ear cochlea is a leading cause for deafness in humans. Before the onset of hearing, immature supporting cells (SCs) in neonatal mice have some limited capacity for HC regeneration. Here, we show that in organoid culture, transient activation of the progenitor-specific RNA binding protein LIN28B and Activin antagonist follistatin (FST) enhances regenerative competence of maturing/mature cochlear SCs by reprogramming them into progenitor-like cells. Transcriptome profiling and mechanistic studies reveal that LIN28B drives SC reprogramming, while FST is required to counterbalance hyperactivation of transforming growth factor–β–type signaling by LIN28B. Last, we show that LIN28B and FST coactivation enhances spontaneous cochlear HC regeneration in neonatal mice and that LIN28B may be part of an endogenous repair mechanism that primes SCs for HC regeneration. These findings indicate that SC dedifferentiation is critical for HC regeneration and identify LIN28B and FST as main regulators.

## INTRODUCTION

Proper function of the auditory sensory organ is essential for our ability to hear. Dysfunction or the loss of its mechanoreceptors, termed hair cells (HCs) due to genetic or environmental causes, is permanent and is a leading cause of hearing impairments and deafness in humans. Nonmammalian vertebrate species, such as birds and fish, regenerate HCs through mitotic and nonmitotic mechanisms [reviewed in (*1*)]. New HCs originate from neighboring glia-like supporting cells (SCs), with which HCs have a close lineage relationship. While cochlear SCs in adult mammals fail to regenerate HCs, recent studies revealed that cochlear SCs in perinatal mice have some limited capacity for HC regeneration (*2*, *3*). HC regeneration engages many of the same gene programs that have been previously found to be critical for the generation of HCs during development. Cochlear HCs and SCs originate from a common pool of progenitor cells, termed prosensory cells. Specification and proliferation of cochlear prosensory cells depend on the complex interplay of Notch, fibroblast growth factor receptor 1 (FGFR1), bone morphogenetic protein (BMP), and Wnt/β-catenin signaling [reviewed in (*4*)]. Following terminal mitosis, prosensory cells fated to differentiate into HCs up-regulate ATOH1, a basic helix-loop-helix transcription factor essential for HC fate specification and differentiation (*5*). The remaining prosensory cells acquire a SC fate, a choice reinforced by Notch signaling (*6*). Consistent with their developmental roles, overactivation of Wnt/β-catenin signaling (*7*, *8*) or ectopic activation of *Atoh1* expression stimulates cochlear SCs in neonatal mice/tissue to reenter the cell cycle and to form new HCs (*9*, *10*). Moreover, inhibition of Notch signaling induces direct conversion of SCs into HCs (transdifferentiation) (*11*, *12*). However, cochlear HCs and SCs in mice are not functional (mature) until the onset of hearing at postnatal day 12 (P12) (*13*), and little to no HC production is observed in response to ectopic expression of *Atoh1* (*9*, *10*), Wnt activation (*14*), and/or Notch inhibition (*15*, *16*) starting at P5.

The failure of later stage SCs to respond to HC fate–inducing cues has been recently linked to diminished LIN28B expression and rising *let-7* microRNA (miRNA) expression (*16*, *17*). LIN28B and its paralog LIN28A are RNA binding proteins that promote stemness, cell proliferation, and reprogramming through enhancing transcript stability and translation of pro-growth mRNA targets, as well as through blocking the biogenesis of the growth-inhibitory *let-7* family of miRNAs. In turn, *let-7* miRNAs bind to the 3′ untranslated region of *Lin28a* and *Lin28b* mRNAs and prevent their translation [reviewed in (*18*)]. We recently showed that immature cochlear SCs that overexpress *let-7* miRNAs, or that are deficient for *Lin28b* and *Lin28a*, fail to produce HCs in response to HC fate–inducing cues. Moreover, we found that overexpression of human *LIN28B* enables stage P5 cochlear SCs to form new HCs in response to regenerative cues and showed that such LIN28B-enabled HC production requires the activation of mammalian target of rapamycin (mTOR) signaling (*16*). In addition, our recent study uncovered that *LIN28B* activation up-regulates the expression of follistatin (*Fst*). FST is a secreted protein that functions as an antagonist of Activin-type ligands, which are members of the transforming growth factor–β (TGF-β) superfamily (*19*). In the developing murine cochlea, *Fst* is highly expressed in prosensory cells and functions in keeping prosensory cells in a proliferative, undifferentiated state through antagonizing Activin A–mediated signaling (*20*). However, the role of FST in HC regeneration remains to be addressed.

Here, we establish FST as an essential cofactor for LIN28B-mediated SC reprogramming and HC regeneration in the murine cochlea. We show that coactivation of FST and LIN28B enables cochlear SCs, isolated from hearing juvenile mice, to proliferate and form new HCs in vitro. Gene expression and mechanistic studies reveal that LIN28B is the main driver of the reprogramming of SCs into progenitor-like cells, while FST is required to counterbalance aberrant activation of TGF-β signaling by LIN28B. In particular, we show that *Fst* knockdown diminishes LIN28B’s ability to promote HC production, while knockdown of the TGF-β ligand *Tgfb2* enhances it. Last, we provide evidence that *Lin28a* and *Lin28b* induction and suppression of TGF-β signaling are part of an endogenous repair mechanism that supports spontaneous HC regeneration in neonatal mice.

## RESULTS

### Coactivation of FST and LIN28B boosts the HC-forming capacity of cochlear SCs

To address whether FST promotes SC plasticity, we transiently overexpressed FST by itself or in combination with LIN28B in stage P5 cochlear tissue/cells and exposed the tissue/cells to mitotic and HC fate–inducing signals. To overexpress FST and/or LIN28B, we made use of doxycycline (dox)–inducible *iFST* and *iLIN28B* transgenic (tg) mouse models, which allow for robust overexpression of human *FST* and human *LIN28B* in cochlear cells/tissue (*16*, *17*, *20*).

First, we analyzed whether reactivation of FST by itself or in combination with LIN28B enables stage P5 SCs to convert into HCs in response to Wnt activation and Notch inhibition. Recent studies found that combined Wnt activation and Notch inhibition is highly effective in stimulating HC formation in stage P0 to P2 cochlear explants (*14*). However, at later stages (P4/P5 and later), such treatment is ineffective, but responsiveness to these HC fate–inducing cues can be restored by LIN28B reactivation (*16*). We isolated cochlear sensory epithelia including its surrounding mesenchymal and neuronal tissue from five-day-old control, *iFST*, *iLIN28B*, and *iFST;iLIN28B* tg mice and cultured these “cochlear explants” in the presence of the glycogen synthase kinase 3β inhibitor CHIR99021 (activates Wnt signaling), the γ-secretase inhibitor LY411575 (blocks Notch signaling), and dox for 4 days (fig. S1A). To detect new HCs, we stained cochlear explants for myosin VIIa (MYO7A), a HC-specific protein, and the transcription factor SOX2. Cochlear HCs at stages P5 and later lack SOX2 expression, while newly formed HCs highly express SOX2, which allows one to distinguish between new HCs (MYO7A^+^SOX2^+^) and preexisting HCs (MYO7A^+^ only) (*21*). As anticipated, we found that control cochlear explants produced only few new HCs (MYO7A^+^SOX2^+^) within the cochlear apex, while LIN28B (*iLIN28B*) overexpression substantially increased HC formation in the cochlear apex (~fourfold) compared to control and broadened the region that formed new HCs to include the midportion of the cochlea. FST (*iFST*) overexpression had a similar positive effect on HC formation, yielding close to fourfold more new HCs compared to control, an effect that was further enhanced by FST and LIN28B coactivation (*iFST;iLIN28B*), which further extended the region that produced new HCs to the basal portion of cochlear explants (fig. S1, B and C). Combined activation of FST and LIN28B resulted also in a mild increase in the number of HCs that incorporated the thymidine analog EdU (5-ethynyl-2′-deoxyuridine), compared to LIN28B only (fig. S1, B and D). However, the vast majority of newly formed HCs (~90%) lacked EdU labeling. Collectively, these results indicate that FST enhances, similar to LIN28B, the capacity of SCs to transdifferentiate into HCs in response to HC fate–inducing cues, an effect that is further enhanced by coactivation of FST and LIN28B.

We next analyzed whether FST by itself or in combination with LIN28B enhances the capacity of stage P5 cochlear epithelial cells (SCs) to form HCs through a mitotic mechanism using a modified version of a recently developed organoid culture platform (*22*). To enable the formation of organoids, we cultured dissociated cochlear epithelial cells (includes SCs) at high density in a drop of Matrigel matrix in an expansion medium containing epidermal growth factor (EGF) and fibroblast growth factor 2 (FGF2), as well as the Wnt agonist CHIR99021 and histone deacetylase inhibitor valproic acid (VPA) (Fig. 1A). We found that similar to LIN28B, FST-overexpressing cultures (*iFST*) formed more organoids (1.5-fold) that were, on average, twofold larger than control, an effect that was further enhanced by combined FST and LIN28B overexpression (*iFST;iLIN28B*) (Fig. 1, B to D). The observed increase in the number and size of FST- and/or LIN28B-overexpressing organoids was, in large part, due to an increase in cell proliferation. Two-hour EdU pulse experiments revealed that the percentage of cells in S phase (percentage of EdU^+^ cells) was about 1.5-fold higher in FST- or LIN28B-overexpressing organoids compared to control organoids and twofold higher in FST + LIN28B–overexpressing organoids (Fig. 1, E and F). Moreover, immunostaining against phospho–histone 3 (pH3) revealed that the percentage of cells undergoing mitosis was about threefold higher in FST-, LIN28B-, and FST + LIN28B–overexpressing organoids than in control (Fig. 1, G and H).

**Fig. 1.**
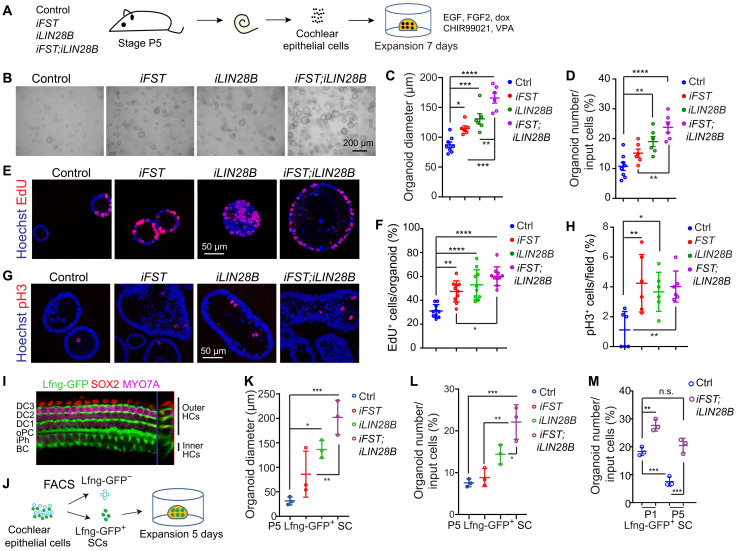
Coactivation of FST and LIN28B greatly enhances the progenitor potential of stage P5 cochlear SCs. Cochlear epithelial cells (B to H) or FACS-purified Lfng-GFP^+^ cochlear SCs (K to L) from P5 control, *iFST*, *iLIN28B*, and *iFST*;*iLIN28B* tg mice were used to establish organoid cultures. (**A**) Experimental scheme (B to H). (**B**) Low-power bright-field (BF) images of organoid cultures. (**C**) Organoid diameters in (B) (*n* = 8, control; *n* = 6, other groups; three independent experiments). (**D**) Organoid-forming efficiency in (B) (*n* = 8, control; *n* = 6, other groups; three independent experiments). (**E**) Organoids stained for EdU (red) incorporations. (**F**) Percentage of EdU^+^ cells per organoid in (E) (*n* = 10, three independent experiments). (**G**) Organoids immunostained for phospho–histone 3 (pH3). (**H**) Percentage of pH3^+^ cells per field in (G) (*n* = 6, two independent experiments). (**I**) *Lfng-GFP* transgene expression in P5 cochlear tissue. MYO7A (magenta) marks HCs. SOX2 (red) and Lfng-GFP (green) labels SCs. DC1-3, Deiter cells; 1-3; oPC, outer pillar cell; iPh, inner phalangeal cell; BC, border cell. (**J**) Experimental scheme (K to M). (**K** and **L**) Organoid diameter (K) and organoid formation efficiency (L) (*n* = 3, two independent experiments). (**M**) Organoid-forming efficiency of control and FST + LIN28B–overexpressing SCs, stages P1 and P5 (*n* = 3, two independent experiments). One-way analysis of variance (ANOVA) (C to L) or two-way ANOVA (M) with Tukey’s correction was used to calculate *P* values. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. n.s., not significant.

We obtained qualitative similar results when we used fluorescence-activated cell sorting (FACS)–purified cochlear SCs from 5-day-old control, *iFST*, *iLIN28B*, and *iFST;iLIN28B* tg mice as starting material. To enable FACS purification of cochlear SCs, we used Lfng–green fluorescent protein (GFP) tg mice, which express GFP in the majority of cochlear SC subtypes including Deiters’ cells, outer pillar cells, inner phalangeal cells, and border cells (Fig. 1, I and J, and fig. S2G) (*11*). We found that SCs that coexpressed FST and LIN28B formed 1.5 times more organoids than LIN28B-overexpressing SCs and formed three times more organoids than control SCs, which, on average, were 1.5 times larger than LIN28B-overexpressing organoids and eight times larger than control organoids (Fig. 1, K and L). To address whether combined overexpression of FST and LIN28B in stage P5 SCs restores organoid formation efficiency to a level similar to that observed at neonatal stages, we established organoid cultures with stage P1 and stage P5 control and FST + LIN28B–overexpressing SCs. As anticipated, we found that stage P1 control SCs had a significantly higher organoid formation efficiency (percentage of plated SCs that form organoids) than their stage P5 counterparts (Fig. 1M). Moreover, we found that the colony-forming efficiency (~20%) of stage P5 FST + LIN28B–overexpressing SCs was similar to that of stage P1 control SCs (Fig. 1M).

We next analyzed whether FST overexpression by itself or in combination with LIN28B enhances HC production. Newly formed HCs were identified by Atoh1-nuclear GFP (nGFP) reporter expression (*23*). To stimulate HC differentiation, we switched the dox-containing expansion medium to a differentiation medium containing Wnt agonist CHIR99021 and Notch inhibitor LY411575 (Fig. 2A). We found that after four days of differentiation, *iFST* and control cultures failed to produce Atoh1-nGFP^+^ organoids, while 20% of organoids in *iLIN28B* cultures and close to 40% of organoids in *iFST;iLIN28B* cultures contained Atoh1-nGFP^+^ cell clusters (Fig. 2, B and C). Consistent with the twofold increase in Atoh1-nGFP^+^ organoids, HC-specific transcripts (*Atoh1* and *Pou4f3*) were increased by 10-fold in *iFST;iLIN28B* cultures compared with *iLIN28B* cultures (Fig. 2D). Furthermore, we found that in *iFST;iLIN28B* cultures, the percentage of MYO7A^+^ HCs was fourfold higher than in *iLIN28B* cultures, and we detected little to no MYO7A^+^ HCs in control or *iFST* cultures (Fig. 2, E and F).

**Fig. 2.**
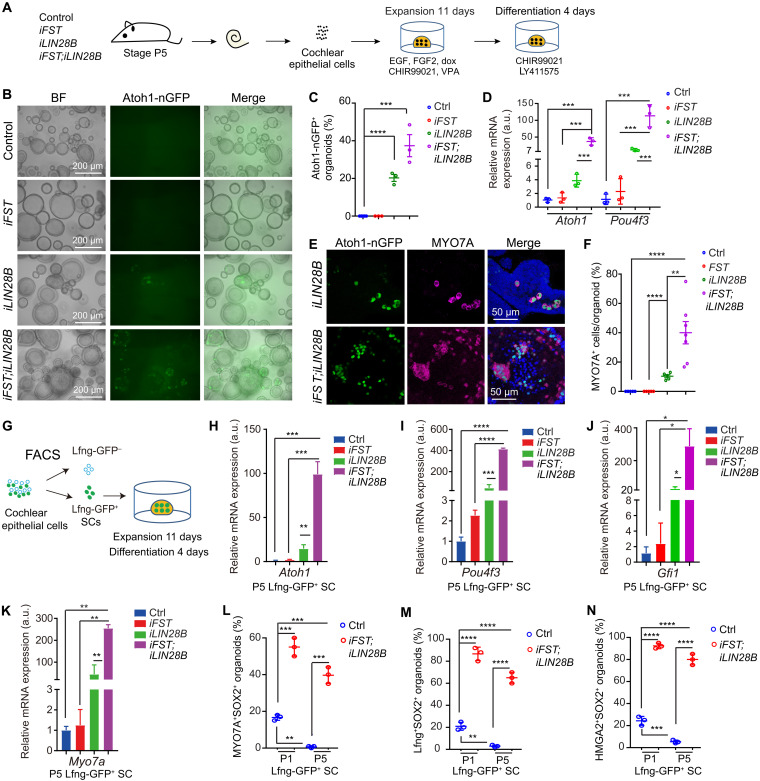
Coactivation of FST and LIN28B greatly enhances the HC-forming capacity of stage P5 cochlear SCs. Cochlear epithelial cells (B to F) or FACS-purified cochlear SCs (G to N) from P5 control, *iFST*, *iLIN28B*, and *iFST*;*iLIN28B* tg mice were used to establish organoid cultures. Cultures were analyzed after 4 days of differentiation. (**A**) Experimental scheme (B to F). Atoh1-nGFP marks nascent HCs. (**B**) Low-power bright-field and green fluorescent (Atoh1-nGFP) images of organoid cultures. (**C**) Percentage of Atoh1-nGFP^+^ organoids in (B) (*n* = 5, control; *n* = 3, all other groups; two independent experiments). (**D**) Reverse transcription polymerase chain reaction (RT-PCR) of HC-specific (*Atoh1* and *Pou4f3*) mRNA expression in organoids (*n* = 3, from one representative experiment and two independent experiments). a.u., arbitrary units. (**E**) Atoh1-GFP^+^ (green) organoids immunostained for HC-specific protein MYO7A (magenta). (**F**) Percentage of MYO7A^+^ HCs per organoid in (E) (*n* = 7, *iFST*;*iLIN28B*; *n* = 5, other groups; two independent experiments). (**G**) Experimental scheme (G to N). (**H** to **K**) RT-PCR of HC-specific *Atoh1* (H), *Pou4f3* (I), *Gfi1* (J), and *Myo7a* (K) mRNA expression (*n* = 3). (**L** to **N**) MYO7A, SOX2, and HMGA2 immunostaining and Lfng-GFP reporter expression was used to analyze the percentage of organoids that contained HCs (MYO7A^+^SOX2^+^) (L), Lfng^+^SOX2^+^ cells (M), and HMGA2^+^SOX2^+^ cells (N) in SC-derived control and FST + LIN28B–overexpressing cultures stages P1 and P5 (*n* = 3, two independent experiments). One-way ANOVA (C to K) or two-way ANOVA (L to N) with Tukey’s correction was used to calculate *P* values. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Similar results were obtained when we used FACS-purified cochlear Lfng-GFP^+^ SCs from stage P5 mice as starting material (Fig. 2G and fig. S2G). We found that coactivation of FST and LIN28B significantly boosted HC formation compared to LIN28B alone, with *iFST;iLIN28B* organoids expressing HC fate–inducing transcription factors (*Atoh1*, *Pou4f3*, and *Gfi1*) and the HC marker gene *Myo7a* at a three- to fivefold higher level than *iLIN28B* organoids (Fig. 2, H to K). The capacity of SCs to form HCs correlated with their ability to transiently down-regulate Lfng-GFP expression during expansion. We found that after 11 days of expansion, only 6% of organoids in *iFST;iLIN28B* cultures and 16% of organoids in *iLIN28B* cultures contained cells that highly expressed Lfng-GFP, suggesting that the majority of SCs in these cultures may have dedifferentiated into progenitor-like cells. By contrast, 51% of organoids in control and 39% of organoids in *iFST* cultures contained cells that highly expressed Lfng-GFP (fig. S2, A to D). We next tested whether overexpression of FST + LIN28B in stage P5 cochlear SCs boosts the capacity for HC formation to a level similar to that observed at neonatal stages. To do so, we established organoid cultures with control and *iFST;iLIN28B* tg Lfng-GFP^+^ SCs, stages P1 and P5, and after 4 days of differentiation stained for MYO7A, SOX2, and the progenitor marker HMGA2 (fig. S2, E and F). The architectural transcription factor HMGA2 is a *let-7* target and is essential for self-renewal of neural stem cell in the peripheral and central nervous system (*24*, *25*). In the murine cochlea, *Hmga2* is highly expressed in prosensory cells, and in differentiating SCs, but is close to undetectable in SCs and HCs after the onset of maturation (*17*, *26*). Our analysis revealed that the percentage of organoids that contained clusters of newly formed HCs (MYO7A^+^SOX2^+^) was two times higher in cultures that were established with P5 FST + LIN28B–overexpressing SCs than P1 control SCs (Fig. 2L). Consistent with the higher rate of HC formation, the percentage of organoids that contained clusters of Lfng-GFP^+^SOX2^+^ cells, representing SCs (Lfng-GFP^+^SOX2^+^MYO7A^−^) and inner HCs-like cells (Lfng-GFP^+^SOX2^+^MYO7A^+^) (*27*) (fig. S2F), was three times higher in cultures established with stage P5 FST + LIN28B–overexpressing SCs than P1 control SCs (Fig. 2M). Furthermore, the percentage of organoids that contained clusters of HMGA2^+^SOX2^+^ cells, representing progenitor-like cells (fig. S2E), was four times higher in cultures established with P5 FST + LIN28B–overexpressing SCs than P1 control SCs (Fig. 2N). Collectively, these results indicate that while FST overexpression by itself fails to enhance the HC-forming capacity of stage P5 cochlear SCs, its coactivation with LIN28B greatly enhances LIN28B’s positive effect on HC formation and boosts the HC-forming capacity of stage P5 cochlear SCs to a level that is significantly higher than that observed for stage P1 control cochlear SCs.

At about 12 days old (P12), mice start to hear, and cochlear HCs and SCs are considered functional mature (*13*). To determine whether transient activation of *FST* and *LIN28B* would enable functional mature cochlear SCs to reenter the cell cycle and form HC-containing organoids, we established organoid culture with FACS-purified Lfng-GFP^+^ SCs isolated from stage P13 *iFST;iLIN28B* tg mice and their control littermates (Fig. 3A and fig. S2H). Our analysis revealed that the organoid formation efficiency (percentage of plated SCs that form organoids) of P13 FST + LIN28B–overexpressing SCs was approximately 4%, which was five times lower than that observed for P1 control SCs or stage P5 FST + LIN28B–overexpressing SCs (Fig. 3, B and C). While control organoids failed to expand, FST + LIN28B–overexpressing organoids slowly increased in size and down-regulated Lfng-GFP expression during the 30-day expansion phase (Fig. 3D). Upon differentiation, about 5 to 10% of organoids reactivated Lfng-GFP expression, and after 10 days of differentiation, organoids were harvested and immunostained for MYO7A, SOX2, and HMGA2 and SOX2 to detect newly differentiated HCs (MYO7A^+^SOX2^+^), SCs (Lfng-GFP^+^SOX2^+^MYO7A^−^) (Fig. 3E), and progenitor-like-cells (HMGA2^+^SOX2^+^) (Fig. 3F). Our analysis revealed that about 4% of organoids contained newly formed HCs (MYO7A^+^SOX2^+^) (Fig. 3G) and 6% of organoids contained SCs (Lfng-GFP^+^SOX2^+^MYO7A^−^) and inner HC–like cells (Lfng-GFP^+^SOX2^+^MYO7A^+^) (Fig. 3H). Furthermore, we found that 10% of organoids contained clusters of progenitor-like cells (HMGA2^+^SOX2^+^) (Fig. 3, F and I). In summary, our data indicate that combined FST and LIN28B overexpression partially restores the regenerative competence of stage P13 cochlear SCs, with organoid formation efficiency and HC formation efficiency being about one-fifth of the rate observed with stage P1 cochlear control SCs.

**Fig. 3.**
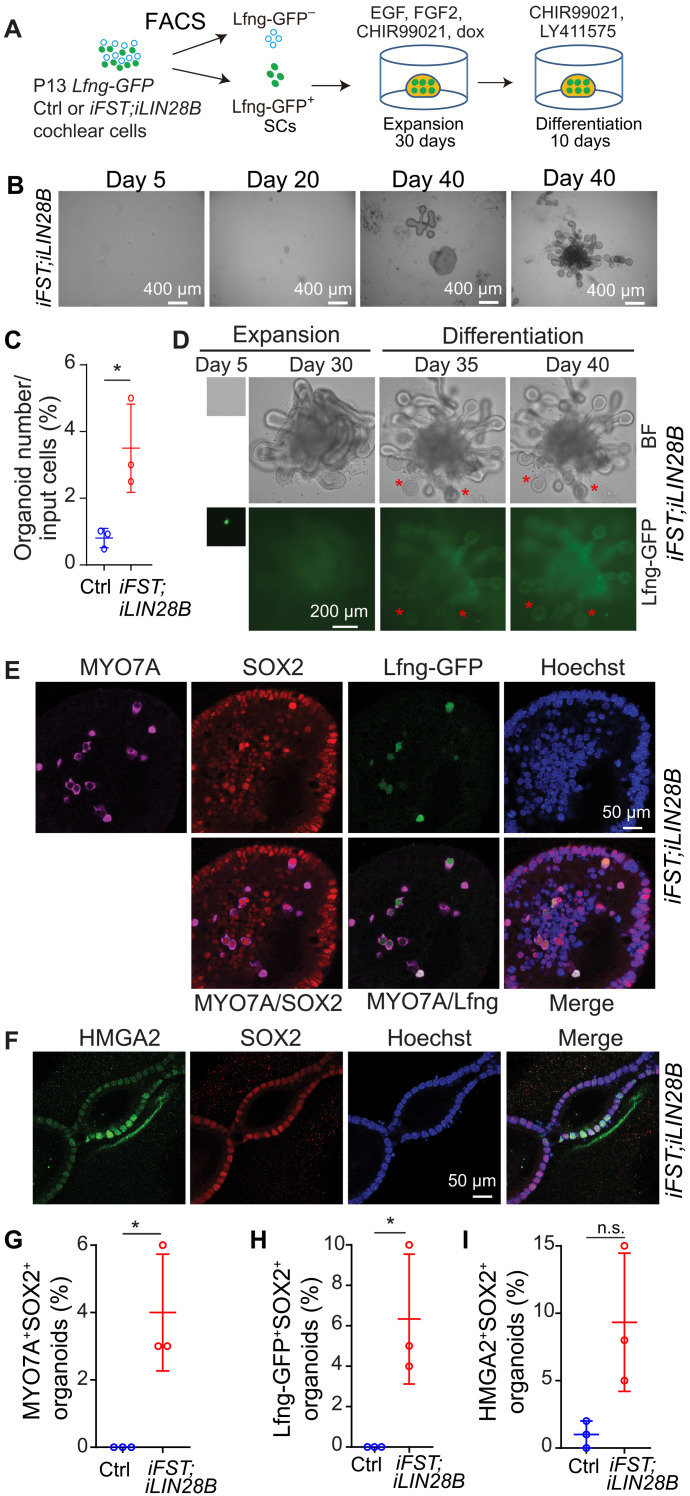
Coactivation of FST and LIN28B enables stage P13 cochlear SCs to form HCs. (**A**) Experimental scheme. Organoid cultures were established with FACS-purified Lfng-GFP^+^ cochlear SCs from stage P13 control and *iFST;iLIN28B* tg mice. (**B**) Low-power bright-field images of *iFST;iLIN28B* tg organoid culture. (**C**) Organoid formation efficiency of control (Ctrl) and FST + LIN28B (*iFST;iLIN28B*)–overexpressing SCs analyzed at 30 days of expansion (*n* = 3, two independent experiments). (**D**) Bright-field and green fluorescent (Lfng-GFP) images of *iFST;LIN28B* organoid culture. Red asterisks label organoids that induced Lfng-GFP expression after 5 days of differentiation (day 35). (**E** to **I**) Control and *iFST;iLIN28B* tg organoids were harvested after 10 days of differentiation and screened for Lfng-GFP expression. Lfng-GFP^+^ organoids were immunostained for MYO7A (magenta) and SOX2 (red) to identify new HCs. Lfng-GFP^−^ organoids were immunostained for progenitor cell marker HMGA2 (green) and SOX2 (red) to identify progenitor-like cells. Hoechst staining (blue) marks cell nuclei. (E) High-power images of HC cluster (MYO7A^+^SOX2^+^) in *iFST;iLIN28B* tg organoid. Note that some HCs coexpressed Lfng-GFP (green). (F) High-power images of SOX2^+^HMGA2^+^ cell cluster in *iFST;LIN28B* tg organoid. (G to I) Percentage of MYO7A^+^SOX2^+^ (G), Lfng-GFP^+^SOX2^+^ (H), and HMGA2^+^SOX2^+^ (I) organoids (*n* = 3, two independent experiments). Two-tailed, unpaired *t* test was used to calculate *P* values. *P < 0.05.

### FST and LIN28B reprogram SCs into progenitor-like cells primed for HC fate induction

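Fst, which encodes the secreted antagonist of Activins that the FST transgene supplies, and Lin28b, which encodes the RNA binding protein that blocks let-7 maturation, were read first in every library. Levels are in CPM, which are counts scaled to the TMM-normalized library size. Fst was at 13.1, 7.96 and 7.72 CPM in control replicates 1, 2 and 3, and 445, 116 and 326 in FST. It was at 22.5, 19.9 and 17.3 in LIN28B and 817, 334 and 719 in FST+LIN28B. Lin28b CPM were 22.0, 21.3 and 24.5 in control, 18.9, 22.1 and 16.9 in FST, 480, 473 and 193 in LIN28B, and 256, 187 and 306 in FST+LIN28B. Every library labelled with a transgene was above every library labelled without it. The transgenes are human, and the counts of the mouse genes may combine endogenous reads with transgene reads. In log2 fold change (SE), Fst was 4.94 (0.54) above control in FST (edgeR adjusted p = 0.011) and 6.02 (0.57) in FST+LIN28B (0.00055). Lin28b was 4.08 (0.33) above control in LIN28B (9.6e-05) and 3.47 (0.32) in FST+LIN28B (0.00037). Fst was 4.97 (0.54) above LIN28B in FST+LIN28B (0.0015; 0.0147 at most, and past 0.01, without LIN28B replicate 1 or 2), and Lin28b −0.61 (0.29; 0.53).
Each of the 4 conditions had 3 libraries, which the paper's methods take from 3 different animals. Cochlear epithelial cells of stage P5 were expanded as organoids for 7 days with doxycycline at 0.5 μg/ml. Stranded total RNA libraries were sequenced in pairs of 50 bases. The files hold 42.7 to 65.3 M estimated counts per library, with a median of 58.2 M in control, 63.0 M in FST, 58.8 M in LIN28B and 59.0 M in FST+LIN28B. Mitochondrial transcripts made up 0.70% to 1.21% of the counts. FST replicate 2 had the lowest depth, the lowest share of ribosomal protein transcripts (3.24%, the others 3.99% to 4.62%) and a mean correlation of log2 CPM with the other FST libraries of 0.955, against 0.983 between those.

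**Figure D1:**
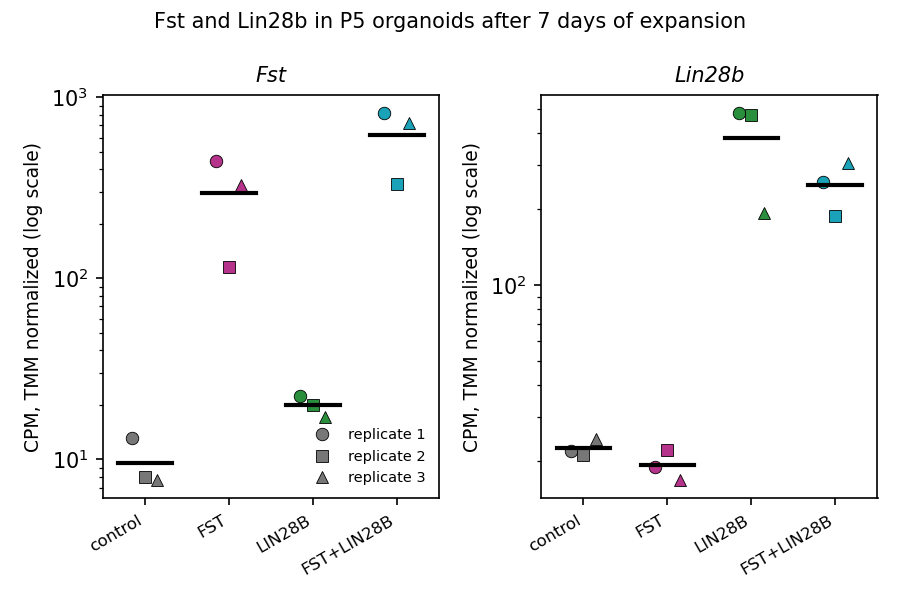
CPM of Fst and Lin28b (logarithmic vertical axis) in each of the 12 libraries, grouped as control, FST, LIN28B and FST+LIN28B. Each point is 1 library and each line the mean of 3. Fst means were 9.60, 296, 19.9 and 623 CPM, and Lin28b means 22.6, 19.3, 382 and 250 CPM.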

To identify how FST and LIN28B coactivation boosts regenerative competence, we analyzed the transcriptome of P5 control, FST-, LIN28B-, and FST + LIN28B–overexpressing organoids after 7 days of expansion using RNA sequencing (Fig. 4A). The seven-day time point was chosen as it correlates with the peak of SC proliferation and presumed SC reprogramming (dedifferentiation into progenitor-like cells) (*16*). 

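The authors' deposited values are kallisto estimated counts for 118489 transcripts per library. Of these, 116816 were matched by name to a transcript of the GENCODE M21 annotation (GRCm38, the gene set of Ensembl v96). The other 1673 held 0.543% to 0.598% of the counts and were not used. Counts were summed over the transcripts of each gene and rounded, which gave 36047 genes, of which 27085 had a count in any library. Eef1a1, which encodes a translation elongation factor, was the most abundant gene of the libraries at 0.77% to 1.03% of counts, and the 10 most abundant genes together held 3.27% to 4.06%. No library was a copy of another, and the correlation of log2 CPM between libraries of the same condition was 0.951 to 0.987.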

We used kallisto (v0.46.1) (*28*) to pseudo-align reads to the reference mouse transcriptome (Ensembl *Mus musculus* v96) and to quantify transcript abundance. 

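Genes were tested here with edgeR (quasi-likelihood, robust) on the gene counts, in 1 fit of all 12 libraries with trimmed mean of M-values (TMM) normalization. A filter on low counts by condition left 18780 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.01. The comparisons were FST+LIN28B, LIN28B and FST each against control, FST+LIN28B against LIN28B, and the interaction, which is the part of the FST+LIN28B response not given by the sum of the single responses. Groups of genes were tested as lists with camera (limma) at an inter-gene correlation of 0.01, with adjusted p under 0.05. Adjusted p with an estimated correlation is given where that call is lost. Values are log2 fold changes with standard error (SE) or mean CPM with standard deviation (SD) of n = 3 libraries.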

The companion tool sleuth was used to determine differentially expressed genes (DEGs) comparing control to LIN28B-and/or FST-overexpressing conditions (*29*). Applying Wald tests, we identified 423 DEGs for FST + LIN28B (*q* < 0.01) (table S1), 764 DEGs for LIN28B (*q* < 0.01) (table S2), and 37 DEGs for FST (*q* < 0.01) (table S3) with control functioning as baseline. 

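Relative to control, FST+LIN28B changed 236 of the 18780 genes (149 higher and 87 lower), LIN28B changed 644 (395 higher and 249 lower) and FST changed 4, all lower. The 4 were Mfap2 and Col2a1, which encode a microfibril protein and the type II collagen chain, Pmepa1, an inhibitor of TGF-β signaling that TGF-β induces, and AC117239.2, a transcript named after its value had been seen. The largest rise in FST+LIN28B by rank was that of Cbln2, which encodes a secreted synapse organizer (log2 fold change 6.62, SE 0.71, edgeR adjusted p = 0.0013). Its mean CPM was 0.719 (SD 0.196) in control, 7.39 (3.45) in FST, 13.0 (4.57) in LIN28B and 71.0 (47.1) in FST+LIN28B. Lrrc55, a modulator of potassium channels, rose by 4.26 (SE 0.62). The largest falls were those of Wscd2 (−3.36, SE 0.39), the peroxisomal oxidase gene Acox2 (−2.89, SE 0.33) and the proton pump gene Atp6v1b1 (−2.88, SE 0.34). In LIN28B, the Wnt ligand gene Wnt10a rose by 4.94 (SE 0.56), from 0.0754 (SD 0.0227) to 2.38 (SD 1.37) CPM. Otoa, whose product attaches acellular gels to the inner ear epithelium, fell by 4.15 (SE 0.41), from 47.3 (SD 18.6) to 2.66 (SD 0.553) CPM.
At an unadjusted p under 0.05 (edgeR) there were 2964, 3973 and 702 genes. Without any response a share of 0.05 of the 18780 genes would be reached. The 702 of FST lie below that share, and the other 2 counts above it. DESeq2 called 919, 1585 and 68 at the same threshold, limma on log2(TPM + 1) 182, 479 and 5. Of the 182 in FST+LIN28B, 85 were higher and 97 lower. Left-out libraries moved the counts. For FST+LIN28B there were 90, 52 and 48 genes without control replicate 1, 2 or 3, 70 and 83 without FST+LIN28B replicate 1 or 3 and 582 without FST replicate 2. For LIN28B there were 315, 177 and 169 without control replicate 1, 2 or 3, 217 and 218 without LIN28B replicate 1 or 2, 416 without FST+LIN28B replicate 1 and 1362 without FST replicate 2. For FST there were 2, 1 and 1 without control replicate 1, 2 or 3, and 2 without LIN28B or FST+LIN28B replicate 1 or 3. Lrrc55 lost its call without control replicate 1, 2 or 3 or FST+LIN28B replicate 1, and Cbln2 without control replicate 2 or 3 (adjusted p to 0.0243 and 0.0131).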

Unsupervised hierarchical clustering grouped FST + LIN28B DEGs into LIN28B-regulated (green), FST-regulated (magenta), and FST + LIN28B–coregulated (cyan) gene clusters (Fig. 4B). 

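Of the 236 genes that FST+LIN28B changed, 153 (64.8%) also passed the test with the same sign in LIN28B and not in FST, 102 of them higher and 51 lower. Mfap2 and Pmepa1 passed with the same sign in FST and not in LIN28B, Col2a1 in both, and 80 genes (33.9%) in neither, 1 of which, the serine protease gene Htra1, passed with opposite signs in FST+LIN28B (log2 fold change −1.80, SE 0.27, edgeR adjusted p = 0.0039) and LIN28B (1.89, SE 0.27, 0.0014). Among the 149 higher genes the median log2 fold change was 1.34 in FST+LIN28B, 1.02 in LIN28B and 0.18 in FST. Among the 87 lower genes it was −1.22, −0.95 and −0.20. Tested directly against LIN28B, 18 of the 236 genes differed. Hierarchical clustering of the 12 libraries on the 236 genes gave a first branch of control and FST libraries. The second branch held the LIN28B and FST+LIN28B libraries, and 4 branches were the 4 conditions. The 236 genes were chosen as different between FST+LIN28B and control in these same libraries. The parting of FST+LIN28B from control follows from that choice, which also favours large FST+LIN28B medians.
Over all genes, the responses of FST+LIN28B and LIN28B had a correlation of 0.736 and a covariance of 0.348. With the shared control libraries and no response, 20 simulations gave means of 0.490 and 0.113 and highest values of 0.554 and 0.134. The responses of FST+LIN28B and FST had 0.362 and 0.108 (simulated means 0.507 and 0.118). Those of LIN28B and FST had 0.214 and 0.0683 (simulated means 0.499 and 0.115). The simulations gave every library the same spread per gene, estimated over all 12 libraries. Control libraries correlated at 0.986 to 0.987 with each other in log2 CPM, and FST libraries at 0.951 to 0.983. The simulated control spread may therefore be too large. Values under the simulated means do not show that FST shares less than unchanged groups would. FST+LIN28B and LIN28B both called 102 genes higher (3.13 by independent draws) and 52 lower (1.15). No simulation had an overlap of the same sign. Without a response almost no gene is called, so the simulations give no scale for these counts. Of opposite sign, 0 genes were higher in FST+LIN28B and lower in LIN28B (1.98 by independent draws) and 1 was the reverse (1.83). The 3 control libraries cannot be split into 2 sets of 2, so part of this excess may come from the shared controls. The 154 genes shared with LIN28B in sign were 59, 29 and 24 without control replicate 1, 2 or 3, 371 without FST replicate 2, 67 and 86 without LIN28B replicate 1 or 2, and 46 and 61 without FST+LIN28B replicate 1 or 3.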

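Tecta, which encodes the tectorial membrane protein α-tectorin, fell in FST+LIN28B (log2 fold change −2.38, SE 0.33, edgeR adjusted p = 0.0024), from 1631 (SD 116) to 314 (SD 74.9) CPM. Of the collagen genes of cartilage and tectorial membrane, 3 fell and Col9a1, Col9a2 and Col11a1 did not pass. Col11a2 changed by −2.07 (SE 0.22, 0.00049), Col2a1 by −1.85 (SE 0.19, 0.00040) and Col9a3 by −1.57 (SE 0.17, 0.00049). Their means in control and FST+LIN28B were 240 (SD 34.6) and 57.2 (SD 8.28), 1162 (SD 210) and 323 (SD 11.9), and 214 (SD 16.7) and 72.0 (SD 2.65) CPM. Thrb, the thyroid hormone receptor gene linked to cochlear maturation, fell from 53.4 (SD 8.67) to 19.1 (SD 0.391) CPM (−1.48, SE 0.20, 0.0020). The glial differentiation factor genes Zbtb20, Nfix and Nfic had log2 fold changes of −1.51 (SE 0.45, 0.11), −1.25 (SE 0.26, 0.023) and −0.92 (SE 0.23, 0.053), above the threshold.
Of 22 cartilage and tectorial membrane genes, 5 fell (the 4 named above and Chadl, a chondroadherin-like matrix gene, −1.12, SE 0.16) and none rose, with a list median of −0.42 (camera adjusted p = 4.27e-04). Adjusted over the list alone, 6 fell and 1 rose. The paper names Tecta, Col2a1, Col11a2 and Col9a3 as lowered in these samples, and Chadl is in table S5. The called members are therefore not independent evidence of the direction of this list. Of 11 glial differentiation factors, Thrb alone fell (3 over the list alone, median −0.49, camera adjusted p = 8.98e-05). That list includes Thrb, Zbtb20, Nfix and Nfic, which the paper names as lowered in these samples, so it is not independent evidence of its direction. Of 31 supporting cell genes, Tecta alone fell, and over the list alone 2 fell and 1 rose (median −0.20, camera adjusted p = 0.0155, adjusted p = 0.129 with an estimated correlation). Tecta lost its call without control replicate 1, 2 or 3 or FST+LIN28B replicate 1 or 3 (adjusted p to 0.0147), Chadl without the same libraries (to 0.0239), and Thrb without control replicate 2 or 3 or FST+LIN28B replicate 1 or 3 (to 0.0137).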

The list of down-regulated genes included SC-specific genes involved in tectorial membrane and extracellular matrix formation [*Tecta* (*30*), *Col2a1*, *Col11a2*, and *Col9a3*], as well as transcription factors known to promote glial cell differentiation [*Zbtb20* (*31*) and *Nfix* and *Nfic* (*32*)] and cochlear maturation (*Thrb*) (*33*). The list of up-regulated genes was dominated by LIN28B-regulated genes, including *let-7* target genes that promote stemness [e.g., *Hmga2* (*25*) and *Trim71* (*34*)], as well as genes involved in cell cycle regulation (e.g., *E2f1*, *Ccnd2*, and *Cdkn1a*) (*35*) and prosensory cell fate specification [e.g., *Sox11* (*36*)] (Fig. 4B). 

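Hmga2, a chromatin factor gene that let-7 represses, had the largest rise of the let-7 target list in FST+LIN28B (log2 fold change 3.40, SE 0.16, edgeR adjusted p = 1.3e-06), from 16.7 (SD 1.47) CPM in control to 177 (SD 14.7). Trim71, a let-7 target that encodes an RNA binding ubiquitin ligase of early embryos, rose from 9.61 (SD 1.28) to 41.9 (SD 8.27) CPM (2.12, SE 0.20, 3.0e-04). Hic2, a let-7 target that encodes a zinc finger transcriptional repressor, rose by 1.19 (SE 0.12, 4.0e-04). Of 32 let-7 targets, 11 rose and none fell, and 22 rose with adjustment over the list alone. Of the 32, 31 had a positive value (median 0.72, camera adjusted p = 6.77e-29). The list includes Hmga2 and Trim71, which the paper names as raised in these samples, so it is not wholly independent evidence of its direction.
The cell cycle regulators E2f1 (0.63, SE 0.12, 0.016), Ccnd2 (2.09, SE 0.37, 0.011), which encodes cyclin D2, and Cdkn1a (0.63, SE 0.16, 0.056), which encodes the inhibitor p21, were above the threshold, as was the otic progenitor gene Sox11 (0.66, SE 0.13, 0.016). Ccnd2 averaged 116 (SD 31.4) CPM in control and 493 (SD 111) in FST+LIN28B, E2f1 33.5 (SD 1.24) and 51.9 (SD 7.66), Sox11 208 (SD 14.3) and 328 (SD 56.6). None of 41 cell cycle genes passed, with or without adjustment over the list alone (median −0.06, camera adjusted p = 0.242). Among 7 cyclin-dependent kinase (CDK) inhibitor genes, Cdkn1c, which encodes p57, rose by 2.50 (SE 0.21, 1.7e-04), from 23.0 (SD 2.75) to 131 (SD 4.87) CPM. Over the list alone 4 rose (median 0.63, camera adjusted p = 0.0088, adjusted p = 0.14 with an estimated correlation). Of 23 otic progenitor genes, Hmga2, Tbx1 (3.30, SE 0.53) and Eya2 (2.51, SE 0.42), transcription regulators of inner ear development, rose (6 over the list alone, median 0.42, camera adjusted p = 8.17e-07). Tbx1 lost its call without control replicate 1, 2 or 3 or FST+LIN28B replicate 1 or 3 (adjusted p to 0.0348), and Eya2 without those, FST+LIN28B replicate 2 or LIN28B replicate 1 (to 0.0420).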

Although Atoh1-GFP reporter–positive cells (HCs) are not detected in FST- and LIN28B-overexpressing organoid cultures before 10 to 11 days of expansion, early HC-specific transcripts including transcript for *Atoh1*, *Pou4f3*, and *Gfi1* were significantly up-regulated in FST + LIN28B samples but close to undetectable in FST or LIN28B samples. 

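Pou4f3, a hair cell transcription factor gene, rose in FST+LIN28B (log2 fold change 5.95, SE 0.81, edgeR adjusted p = 0.0020) and in LIN28B (4.56, SE 0.79, 0.0042). Its mean CPM was 0.0688 (SD 0.0599) in control, 0.123 (SD 0.107) in FST, 1.68 (SD 1.20) in LIN28B and 4.39 (SD 1.63) in FST+LIN28B. Atoh1, the transcription factor gene that starts hair cell differentiation, averaged 0.250 (SD 0.116), 0.390 (SD 0.157), 0.997 (SD 0.842) and 3.25 (SD 0.468) CPM. Its log2 fold change was 3.69 (SE 0.68, 0.011) in FST+LIN28B and 1.98 (SE 0.66, 0.089) in LIN28B. Gfi1, a transcriptional repressor gene of early hair cells, averaged 0.0791 (SD 0.0403), 0.0997 (SD 0.0127), 0.276 (SD 0.196) and 0.498 (SD 0.191) CPM, with 2.61 (SE 0.59, 0.029) and 1.75 (SE 0.60, 0.099). In the LIN28B libraries Atoh1 had 94, 54 and 13 counts and Pou4f3 152, 74 and 48.
Of 32 hair cell genes that could be tested, 5 rose in FST+LIN28B and none fell, and 11 rose with adjustment over the list alone (median 0.64, camera adjusted p = 6.82e-09). The 5 were Rbm24 (6.45, SE 0.88), an RNA splicing factor, Pou4f3, the Notch ligand gene Dll1 (3.45, SE 0.50), the stereocilia protein gene Espn (1.51, SE 0.25) and Rasd2 (1.24, SE 0.15). Of the same genes 4 rose in LIN28B, Pou4f3, Rbm24 (4.40, SE 0.90), Espn (1.40, SE 0.25) and the hair cell myosin Myo7a (1.10, SE 0.20), and Pcdh15, a tip link protein gene, fell by 1.91 (SE 0.23). The list median was 0.39 (camera adjusted p = 0.003, adjusted p = 0.167 with an estimated correlation). None passed in FST (median 0.31, camera adjusted p = 0.00444, adjusted p = 0.344 with an estimated correlation, and 0.0998 without FST replicate 2). Neuron markers moved in the same libraries. Of 10, the neurofilament genes Nefl (2.87, SE 0.49) in FST+LIN28B and Nefl (2.46, SE 0.49) and Nefm (1.22, SE 0.24) in LIN28B rose (camera adjusted p = 0.0117 and 0.0355, adjusted p = 0.0686 and 0.112 with an estimated correlation). In FST+LIN28B, Pou4f3 and Rbm24 lost their calls without control replicate 2 or 3 (adjusted p to 0.0179 and 0.0164), Dll1 without control replicate 1, 2 or 3 (to 0.0228), Espn without those, LIN28B replicate 1 or FST+LIN28B replicate 1 or 3 (to 0.0440), and Rasd2 without control replicate 2 or FST+LIN28B replicate 1 (to 0.0116). In LIN28B, Pou4f3 lost its call without control replicate 2 or 3 or LIN28B replicate 1 or 2 (to 0.0289), Espn and Myo7a without those or control replicate 1 (to 0.0345 and 0.0373), and Rbm24 without any of these, FST replicate 3 or FST+LIN28B replicate 1, 2 or 3 (to 0.0509). Nefl lost its FST+LIN28B call without any control or LIN28B library, FST replicate 1 or FST+LIN28B replicate 1 or 3 (to 0.0536). In LIN28B, Nefl lost its call without any control or LIN28B library, FST replicate 1 or FST+LIN28B replicate 3 (to 0.0555), and Nefm without any control or LIN28B library, FST replicate 1 or 3 or FST+LIN28B replicate 2 (to 0.0467). The neuron list lost its camera call in LIN28B without control replicate 1, FST replicate 2 or LIN28B replicate 2 or 3 (to 0.0817).

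**Figure D2:**
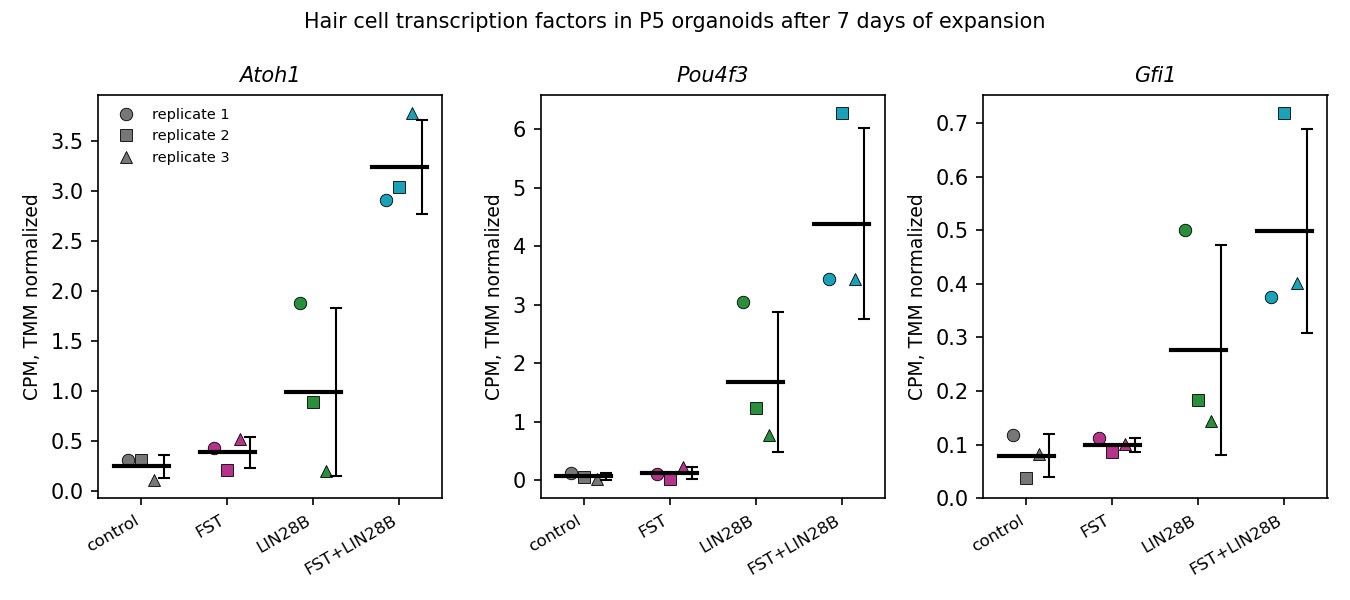
CPM of Atoh1, Pou4f3 and Gfi1 (vertical axes) in control, FST, LIN28B and FST+LIN28B. Points are the 3 libraries, lines the mean and bars the SD. The FST+LIN28B means of 3.25, 4.39 and 0.498 CPM are the highest of each gene, and the LIN28B means of 0.997, 1.68 and 0.276 CPM lie between them and control.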

*Atoh1*, *Pou4f3*, and *Gfi1* encode for HC-specific transcription factors, which are sufficient to reprogram mouse embryonic stem cells or fibroblasts into inner ear HCs (*37*, *38*), suggesting that coactivation of LIN28B and FST may prime progenitor-like cells for HC fate induction. 

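In the direct comparison of FST+LIN28B with LIN28B, Atoh1 had a log2 fold change of 1.71 (SE 0.61, edgeR adjusted p = 0.27), Pou4f3 1.39 (SE 0.61, 0.45) and Gfi1 0.86 (0.75). In the interaction they had 1.06 (SE 0.89), 0.53 (SE 1.08) and 0.54 (SE 0.84), all with an adjusted p of 1. Of the hair cell list, Pcdh15 (1.82, SE 0.23, 0.0019) and Rasd2 (1.37, SE 0.15, 0.0011) were higher in FST+LIN28B than in LIN28B. The list median was 0.14 (camera adjusted p = 2.08e-04, adjusted p = 0.158 with an estimated correlation). Pcdh15 lost this call without LIN28B replicate 1 (adjusted p = 0.0127). The paper takes the 3 transcripts as raised when FST and LIN28B are active together, recalls that their products turn embryonic stem cells or fibroblasts into hair cells, and proposes that coactivation may prime progenitor-like cells for a hair cell fate.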

To identify pathways and biological processes that may be altered by coactivation of FST and LIN28B, we performed a gene ontology enrichment analysis using Metascape, a web-based portal (*39*). 

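Collagen chain genes were over-represented among the genes that FST+LIN28B lowered. Of 41 collagen chains tested, 5 were among the 87 lower genes, where 0.190 were expected, and none was among the higher genes (Fisher's exact p = 1.25e-06, odds ratio 31.6, 95% interval 9.43 to 83.5). The 5 were Col11a2, Col2a1 and Col9a3, chains of cartilage fibrils, Col16a1 (log2 fold change −1.38, SE 0.15), which encodes a fibril-associated chain, and Col27a1 (−0.99, SE 0.12), a fibrillar chain of cartilage. With the lower genes taken at edgeR adjusted p under 0.05, 6 of 258 lower genes were collagen chains (0.563 expected, odds ratio 12.6, Fisher's exact p = 1.91e-05), and 3 collagen chains were higher. As a list, the collagen chains had a median of −0.33 (camera adjusted p = 0.0288, adjusted p = 0.106 with an estimated correlation), and over the list alone 7 fell and 4 rose. The camera call was lost without control replicate 3 or FST+LIN28B replicate 2 (adjusted p to 0.0946), and that of Col27a1 without control replicate 2 or 3 or FST+LIN28B replicate 1 or 3 (to 0.0133). The paper states that genes of extracellular structure and matrix organization were enriched among the lowered genes. The 5 lower chains are also extracellular structure genes of table S5, which the study drew from the same libraries. The collagen test is therefore not independent evidence for that statement.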

Genes that function in extracellular structure and extracellular matrix organization were significantly enriched in the list of genes down-regulated in FST + LIN28B samples (fig. S3, C and D, and table S5). By contrast, the list of up-regulated genes was significantly enriched for genes that function in pathways and biological processes associated with self-renewal and growth, with the top pathways being pathways regulating pluripotency of stem cells and cancer (Fig. 4C) and the top biological processes being embryonic morphogenesis and embryonic development (fig. S3, A and B, and table S4).

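Dusp9, which encodes a phosphatase of the ERK pathway, rose from 7.01 (SD 0.611) CPM in control to 24.2 (SD 3.68) in FST+LIN28B (log2 fold change 1.79, SE 0.17, edgeR adjusted p = 3.0e-04). The Wnt ligand gene Wnt6 rose from 15.7 (SD 2.33) to 52.2 (SD 13.1) CPM (1.74, SE 0.19, 7.0e-04). Fgfr2, an FGF receptor gene, rose from 0.495 (SD 0.220) to 6.18 (SD 1.29) CPM (3.64, SE 0.50, 0.0022). The Wnt receptor genes Fzd9 (1.48, SE 0.16) and Fzd10 (0.96, SE 0.17) and the PI3K subunit gene Pik3r1 (0.91, SE 0.12) rose as well. They belong to 14 genes of stem cell pluripotency pathways in table S4, 7 of which rose. Adjusted over the list alone, all 14 rose (median 0.99, camera adjusted p = 2.31e-21). The study chose this list on these samples, so it is not independent evidence of its direction. In LIN28B 10 of the 14 rose (13 over the list alone, median 1.14, camera adjusted p = 2.22e-13), among them the cytokine gene Lif (1.75). None did in FST (median 0.17, camera adjusted p = 1.10e-04, adjusted p = 0.167 with an estimated correlation). In FST+LIN28B, Fgfr2 lost its call without control replicate 2 or 3 (adjusted p to 0.0180), Pik3r1 without those or FST+LIN28B replicate 1 or 3 (to 0.0150), and Fzd10 without each library but FST replicate 2 or 3 and FST+LIN28B replicate 2 (to 0.0716). Lif lost its LIN28B call without control replicate 1, 2 or 3 or LIN28B replicate 1 or 2 (to 0.0345).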

**Fig. 4.**
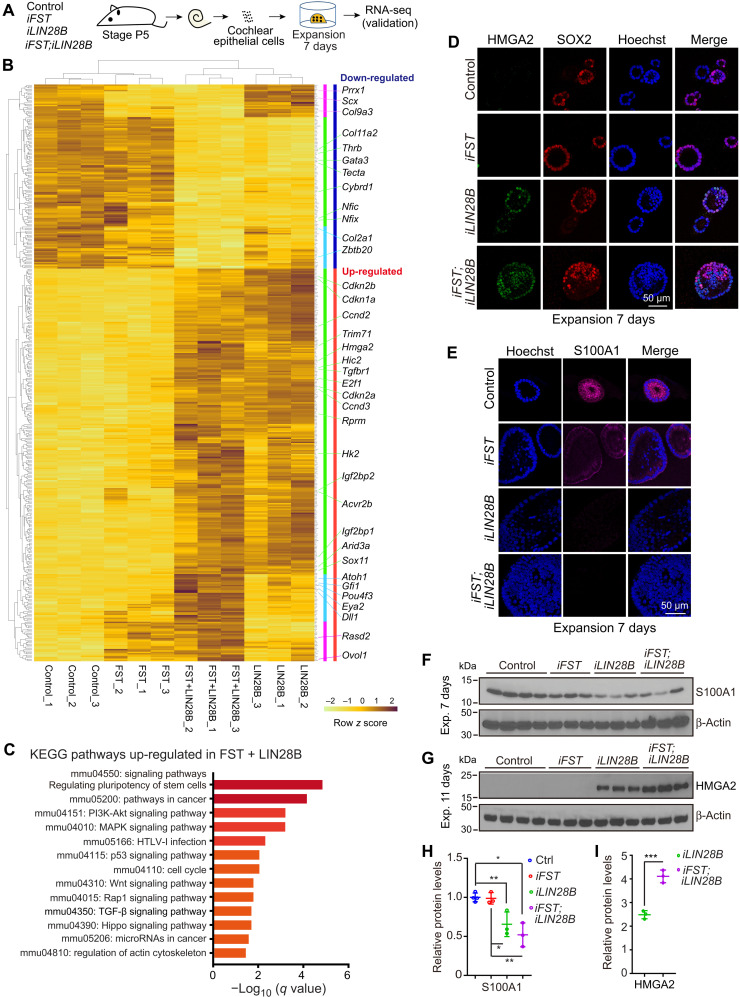
Coactivation of FST and LIN28B reprograms stage P5 cochlear SCs into HC progenitor-like cells. (**A**) Experimental scheme. Organoid cultures were established with cochlear epithelial cells from stage P5 control, *iFST*, *iLIN28B*, and *iFST*;*iLIN28B* tg mice. After 7 days of expansion, gene expression in control, LIN28B, FST, and FST + LIN28B organoids was analyzed using RNA sequencing (RNA-seq). (**B**) Heatmap of row *z* scores computed for DEGs between LIN28B + FST and control condition. Row *z* scores ranging from brown to yellow (up- to down-regulated). Red-colored vertical bar marks genes up-regulated, and blue-colored vertical bar marks genes down-regulated compared to control. Magenta-colored bars mark FST-regulated genes, green-colored bars mark LIN28B-regulated genes, and cyan-colored bars mark FST + LIN28B–regulated genes. (**C**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways associated with LIN28B + FST up-regulated genes ranked by adjusted *P* value (*q* value). (**D**) High-power images of organoids immunostained for SOX2 (red) and progenitor marker HMGA2 (green). (**E**) High-power images of organoids immunostained for SC marker S100A1. (**F**) Immunoblots of S100A1 and β-actin proteins in organoids. (**G**) Immunoblots of HMGA2 and β-actin protein in organoids. (**H**) Quantification of S100A1 protein in (F) (*n* = 4, control; *n* = 3, other groups; from one representative experiment and two independent experiments). (**I**) Quantification of HMGA2 protein in (G) (*n* = 4, control; *n* = 3, other groups; from one representative experiment and two independent experiments). One-way ANOVA with Tukey’s correction was used to calculate *P* values. *P < 0.05, **P < 0.01, and ***P < 0.001.

Reverse transcription quantitative polymerase chain reaction (RT-qPCR) experiments confirmed that the expression of progenitor-specific genes *Hmga2* and *Trim71* was increased in response to LIN28B or FST + LIN28B overexpression (fig. S3E). Similarly, immunostaining and Western blot analysis of HMGA2 protein expression revealed robust induction of HMGA2 in LIN28B and to an even greater extent in FST + LIN28B–overexpressing organoids and little to no induction of HMGA2 protein expression in control and FST-overexpressing organoids (Fig. 4, D, G, and I). Conversely, the SC-specific protein S100A1, which is abundant in Deiter’s cells and pillar cells, was reduced nearly twofold in LIN28B- and FST + LIN28B–overexpressing organoids compared to control but remained unchanged in FST-overexpressing organoids (Fig. 4, E, F, and H). LIN28B-induced down-regulation of S100A1 protein expression and ectopic induction of HMGA2 protein expression in SCs were independently confirmed by permanently labeling Deiters’ cells and pillar cells before culture by making use of *Fgfr3-CreER^T2^* and *ROSA26 ^tdTomato^* transgenes (fig. S4A) (*6*). After 7 days of expansion, tdTomato^+^ Deiters’ cells and pillar cells in control organoid cultures highly expressed S100A1 and lacked HMGA2 expression (fig. S4, B and C). By contrast, tdTomato^+^ Deiters’ cells and pillar cells in LIN28B- or FST + LIN28B–overexpressing organoid cultures lacked S100A1 expression and highly expressed HMGA2 (fig. S4, B and C). Furthermore, we found that tdTomato^+^ Deiters’ cells/pillar cells that overexpressed both FST and LIN28B during expansion produced large clusters of MYO7A^+^Atoh1-nGFP^+^ HCs, while tdTomato^+^ Deiters’ cells/pillar cells that only overexpressed LIN28B formed only few small clusters of HCs (fig. S4D), further validating the importance of FST as an important cofactor for LIN28B-mediated HC production.

### FST counterbalances increase in TGF-β–type signaling induced by LIN28B

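Tgfbr1, the gene of the type I TGF-β receptor, rose in LIN28B from 75.0 (SD 5.87) to 120 (SD 9.67) CPM (log2 fold change 0.67, SE 0.11, edgeR adjusted p = 0.0041). Smad3, a signal transducer of TGF-β and Activin, rose by 0.55 (SE 0.08, 0.0018). Acvr2b, the type II Activin and BMP receptor gene, averaged 10.8 (SD 1.25) CPM in control and 18.0 (SD 1.47) in LIN28B (0.74, SE 0.17, 0.020). Inhba, which encodes the Activin A subunit, averaged 34.8 (SD 1.59) and 54.2 (SD 5.70) CPM (0.64, SE 0.17, 0.0345). Of 19 TGF-β superfamily receptors and SMADs, Tgfbr1 and Smad3 rose and none fell (3 rose over the list alone, median 0.28, camera adjusted p = 0.00243, adjusted p = 0.0921 with an estimated correlation).
Of 20 SMAD2/3 response genes, 7 rose in LIN28B and none fell (10 rose over the list alone, median 0.72, camera adjusted p = 4.54e-09). They were Cdkn2b, which encodes the CDK inhibitor p15, the matrix protein genes Fn1 (1.64, SE 0.32) and Thbs1 (1.37, SE 0.13), the matricellular protein genes Ccn1 (1.09, SE 0.20) and Ccn2 (0.94, SE 0.14), and the feedback regulators Skil (0.93, SE 0.15) and Smad7 (0.63, SE 0.12). In FST+LIN28B 2 of the list fell against control and none rose (4 fell and 2 rose over the list alone, median 0.07, mean −0.03, camera adjusted p = 0.41). They were Scx and Pmepa1 (−1.18, SE 0.14). In LIN28B, the calls of Tgfbr1, Ccn2 and Skil were lost without control replicate 1, 2 or 3 or LIN28B replicate 1 or 2 (adjusted p to 0.0272, 0.0207 and 0.0178), that of Smad3 without control replicate 2 or 3 or LIN28B replicate 2 (to 0.0210), that of Ccn1 without any control or LIN28B library or FST+LIN28B replicate 1 or 3 (to 0.0436), that of Smad7 without control replicate 2 or 3, FST replicate 1 or 3, any LIN28B library or FST+LIN28B replicate 1 (to 0.0393), and that of Fn1 without control replicate 2 or 3, LIN28B replicate 1 or 2 or any FST+LIN28B library (to 0.0426). From the 3 raised transcripts the paper proposes that LIN28B reactivation may augment TGF-β-type signaling.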

LIN28B-overexpressing organoids showed increased expression of *Tgfbr1*, *Acvr2b*, and *Inhba*, which encode for the type I TGF-β receptor, type II Activin/BMP receptor, and Activin ligand Activin A, suggesting that LIN28B reactivation may augment TGF-β–type signaling (table S2). To address the effect of LIN28B and/or FST overexpression on TGF-β–type signaling, we analyzed the levels of the phosphorylated form of SMAD2, SMAD3 (p-SMAD2/3) and SMAD1, SMAD5 and SMAD9 (p-SMAD1/5/9) in control, FST-, LIN28B-, and FST + LIN28B–overexpressing organoids after seven days of expansion. Activin, TGF-β, and BMP signaling regulate gene expression by receptor-mediated activation (phosphorylation) of regulatory SMAD transcription factors [reviewed in (*40*)]. The presence of p-SMAD2/3 is an indicator for Activin/TGF-β signaling (fig. S5, L and M), while p-SMAD1/5/9 is an indicator for BMP signaling (fig. S5N). Our analysis revealed opposing effects of LIN28B and FST on TGF-β/Activin and BMP signaling. LIN28B increased both TGF-β/Activin and BMP signaling, while FST severely reduced Activin/TGF-β signaling and dampened BMP signaling. We found that p-SMAD1/5/9 and p-SMAD2/3 protein levels were 1.5- to twofold higher in LIN28B-overexpressing organoids compared to control (Fig. 5, A to D). By contrast, p-SMAD2/3 proteins were undetectable in FST- and FST + LIN28B–overexpressing organoids, and p-SMAD1/5/9 protein levels were reduced in FST-overexpressing organoids (Fig. 5, A to D). Stimulation of TGF-β–type signaling in cochlear organoids did not alter Akt-mTOR activity (p-Akt, p-S6, and p-4EBP) (fig. S5, L to N), which is a main target of LIN28B-mediated regulation in stage P5 cochlear organoids and tissue (*16*).

**Fig. 5.**
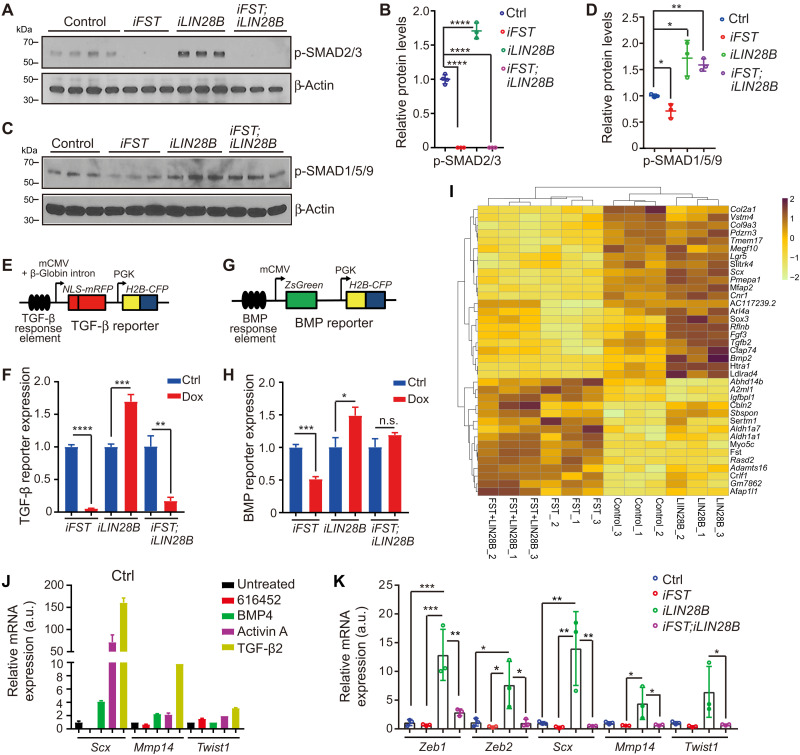
FST counterbalances aberrant activation of TGF-β–type signaling by LIN28B in P5 cochlear organoids. p-SMAD2/3 and p-SMAD1/5/9 (A to D) and TGF-β reporter and BMP reporter (E to H) expression in P5 control and FST-, LIN28B-, and FST + LIN28B–overexpressing organoids after 7 days of expansion (*n* = 3, from one representative experiment and three independent experiments). (**A**) Immunoblots of p-SMAD2/3 and β-actin protein in organoids. (**B**) Normalized p-SMAD2/3 protein in (A). (**C**) Immunoblots of p-SMAD1/5/9 and β-actin protein in organoids. (**D**) Normalized p-SMAD1/5/9 protein in (C). (**E**) TGF-β reporter construct. mCMV, minimal cytomegalovirus promoter; PGK, phosphoglycerokinase promoter; NLS-mRFP, nuclear localized monomeric red fluorescent protein; H2B-CFP, histone 2B-cyan fluorescent protein. (**F**) RT-PCR–based analysis of TGF-β reporter activity. (**G**) BMP reporter construct. ZsGreen, Zoanthus sp. green fluorescent protein. (**H**) RT-PCR–based analysis of BMP reporter activity. (**I**) Heatmap of row *z* scores computed for DEGs between FST and control. (**J**) RT-PCR analysis of mesenchymal marker expression (*Scx*, *Mmp14*, and *Twist1*) in P2 wild-type organoids treated with 616452 (2 μM), BMP4 (50 ng/ml), Activin A (50 ng/ml), and TGF-β2 (50 ng/ml) overnight (*n* = 3). (**K**) RT-PCR analysis of mesenchymal markers (*Zeb1*, *Zeb2*, *Scx*, *Mmp14*, and *Twist1*) in P5 control and FST-, LIN28B-, and FST + LIN28B–overexpressing organoids (*n* = 3). One-way ANOVA with Tukey’s correction was used to calculate *P* values in (B), (D), and (K). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Two-tailed, unpaired *t* test was used to calculate *P* values in (F) and (H).

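Mfap2, a microfibril gene, had the largest fall among the genes named by rank in FST, from 25.3 (SD 0.369) CPM in control to 5.33 (SD 0.737) (log2 fold change −2.25, SE 0.21, edgeR adjusted p = 0.0016). Col2a1 fell to 359 (SD 76.0) CPM (−1.69, SE 0.19, 0.0064). Pmepa1, which TGF-β induces, fell from 14.1 (SD 0.378) to 6.26 (SD 0.712) CPM (−1.17, SE 0.14, 0.0077). AC117239.2 fell by 8.40 (SE 0.54, 1.1e-04), from 29.5 (SD 9.28) to 0.0944 (SD 0.111) CPM. In FST+LIN28B, which also carries the FST transgene, it did not pass against control (−0.33, SE 0.34, 0.74). Of its 485 sequences of 31 bases, 334 also occur in the gene Hspe1. Rasd2 was higher in FST by 1.08 (SE 0.15, 0.028) and the protease gene Htra1 lower by 1.97 (0.028), both above the threshold of 0.01.
Of 20 SMAD2/3 response genes, Pmepa1 fell in FST and none rose (5 fell over the list alone, median −0.07, camera adjusted p = 2.73e-06, adjusted p = 0.103 with an estimated correlation). Of 32 mesenchymal genes none passed, and 1 fell over the list alone (median −0.19, camera adjusted p = 5.35e-07). This list call was lost with fry, another list test of limma (adjusted p = 0.076). A mixed split of the control and FST libraries had 8 lists past camera, against 9 in the real grouping. Mfap2 lost its call without control replicate 2 or 3 or FST replicate 2 (adjusted p to 0.0128), Col2a1 without each library but FST replicate 1 and LIN28B replicate 2 (to 0.0437), and Pmepa1 without each but FST replicate 2 and FST+LIN28B replicate 2 (to 0.0586). At an adjusted p under 0.05 there were 14 genes (3 higher and 11 lower).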

To further investigate the effects of FST and LIN28B on SMAD2/3 and SMAD1/5/9-dependent gene regulation, we infected stage P5 control, *iFST*, *iLIN28B*, and *iFST;iLIN28B* tg cochlear epithelial cells with lentivirus containing a TGF-β or BMP reporter construct (*41*). TGF-β reporter (monomeric red fluorescent protein, mRFP) expression is controlled by a TGF-β response element harboring canonical SMAD2/3 binding sites (Fig. 5E), while BMP reporter expression (Zoanthus sp. green fluorescent protein, ZsGreen) is controlled by a BMP response element harboring canonical SMAD1/5/9 sites (Fig. 5G). We found that TGF-β reporter expression was 1.7-fold up-regulated in LIN28B-overexpressing organoids compared to control, but TGF-β reporter expression was nearly abolished in response to FST overexpression (*iFST* or *iFST;iLIN28B*) (Fig. 5, E and F). Furthermore, the 1.5-fold up-regulation of BMP reporter expression by LIN28B and the twofold down-regulation of BMP reporter expression by FST compared to control were normalized by coactivation of FST and LIN28B (Fig. 5, G and H). How does FST block Activin/TGF-β and BMP signaling? FST is a potent antagonist of Activin signaling. FST directly binds to and sequesters Activin-type ligands, hindering receptor activation (*42*), which, in certain tissues such as the tongue, leads to reduced BMP-type ligand expression (*43*). Among the BMP/TGF-β–type ligands that were significantly reduced in response to FST overexpression were *Bmp2* and *Tgfb2* (Fig. 5I and fig. S5, G and H). 

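Tgfb2, which encodes the ligand TGF-β2, averaged 730 (SD 10.5) CPM in control, 416 (SD 32.6) in FST, 922 (SD 146) in LIN28B and 529 (SD 45.8) in FST+LIN28B. Its log2 fold change was −0.81 (SE 0.13, edgeR adjusted p = 0.047) in FST against control, above the threshold of 0.01. Against LIN28B, Tgfb2 was lower in FST+LIN28B by 0.80 (SE 0.13, 0.0084). Bmp2, a BMP ligand gene, averaged 0.917 (SD 0.143), 0.265 (SD 0.0338), 3.97 (SD 1.39) and 0.467 (SD 0.170) CPM in the same order. It was −1.78 (SE 0.36, 0.17) in FST against control, rose by 2.11 (SE 0.34, 0.0028) in LIN28B, and was lower by 3.09 (SE 0.36, 0.0012) in FST+LIN28B than in LIN28B. Of 21 TGF-β superfamily ligand genes, none passed in FST (2 fell over the list alone, median 0.11, camera adjusted p = 0.799). In LIN28B Bmp2 rose and Bmp6, a BMP ligand, fell by 1.12 (SE 0.14, 5.8e-04; list median 0.03, camera adjusted p = 0.197). In FST+LIN28B against LIN28B, Bmp2 and Tgfb2 fell (median −0.32, camera adjusted p = 0.0101, adjusted p = 0.0943 with an estimated correlation and 0.0781 without FST+LIN28B replicate 2). Against LIN28B, Tgfb2 lost its call without each library but FST replicate 2 and LIN28B replicate 2 (adjusted p to 0.0618), and Bmp2 without FST+LIN28B replicate 1 (0.0112). In LIN28B, Bmp2 lost its call without control replicate 1, 2 or 3 or LIN28B replicate 2 (to 0.0192).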

Consistent with *Tgfb2* and *Bmp2* being targets of Activin-FST–mediated regulation, we found that Activin A treatment led to robust up-regulation of *Tgfb2* and *Bmp2* expression in P5 cochlear organoids, an effect that was dampened in the presence of FST (fig. S5, I and J). By contrast, the expression of *Bmp4*, a BMP ligand thought to be essential for prosensory cell specification, was unchanged by Activin A treatment and/or FST activation (fig. S5K). In vivo, *Bmp2* is mainly expressed in differentiating outer HCs (*44*), while *Tgfb2* transcript and TGF-β2 protein have been reported to be highly expressed in differentiating and maturing cochlear epithelial cells including SCs (*26*, *45*). Analysis of *Inhba* and *Tgfb2* ligand expression in acutely isolated Lfng-GFP^+^ cochlear SCs stages P1, P5, and P13 revealed that the expression of *Tgfb2* increases by ninefold between P1 and P13, and *Inhba* expression increases by more than 2.5-fold (fig. S5B), revealing a strong correlation between the rising levels of TGF-β–type ligand expression in cochlear SCs and the decline in regenerative capacity. Moreover, our analysis of TGF-β2 protein abundance in cochlear sensory epithelia revealed that the active form of TGF-β2 protein increases between stage P2 and P5 (fig. S5, C and D). Furthermore, the analysis of *Inhba* and *Tgfb2* expression in acutely isolated cochlear sensory epithelia showed that at stages P1 and P5, *Inhba* expression was more than threefold higher in the base than apex, while *Fst* expression was near to undetectable in the cochlear base (fig. S5, E and F), revealing a strong correlation between high Activin signaling in the cochlear base and the inability of basal SCs to generate/regenerate HCs in the early postnatal cochlea.

TGF-β signaling is known to positively regulate the expression of genes that promote epithelial-to-mesenchymal transition (EMT) and cartilage formation including *Scx* (*46*) and *Prrx1* (*47*), which encode for transcription factors and *Mmp14*, which encodes for matrix metalloproteinase involved in extracellular matrix remodeling (*48*) (Fig. 5J). 

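Scx, which encodes the tendon and cartilage transcription factor scleraxis, fell in FST+LIN28B against control (log2 fold change −1.71, SE 0.25, edgeR adjusted p = 0.0031) and against LIN28B (−2.67, SE 0.26, 4.6e-04). It averaged 12.2 (SD 1.15) CPM in control, 3.99 (SD 1.03) in FST, 23.8 (SD 4.76) in LIN28B and 3.74 (SD 1.13) in FST+LIN28B. In LIN28B it was 0.96 (SE 0.24, 0.030) above control. Prrx1, a mesenchymal homeobox gene, averaged 32.4 (SD 4.09), 25.3 (SD 11.1), 42.6 (SD 11.8) and 16.1 (SD 3.17) CPM. Its values were −1.01 (SE 0.28, 0.077) in FST+LIN28B against control, 0.40 (SE 0.28, 0.49) in LIN28B and −1.40 (SE 0.28, 0.034) against LIN28B.
Of 20 SMAD2/3 response genes, 7 fell in FST+LIN28B against LIN28B and none rose (9 fell over the list alone, median −0.59, camera adjusted p = 2.52e-15). Beside Scx they were the feedback regulators Ldlrad4 (−1.92, SE 0.22), Pmepa1 (−1.52, SE 0.14), Smad7 (−1.25, SE 0.12) and Skil (−1.14, SE 0.15), and the matrix genes Ccn2 (−1.30, SE 0.15) and Thbs1 (−0.94, SE 0.12). Of 32 mesenchymal genes, Scx and the fibrillin gene Fbn1 (−1.32, SE 0.17) fell in this comparison (4 fell and 1 rose over the list alone, median −0.32, camera adjusted p = 3.54e-04, adjusted p = 0.0692 with an estimated correlation). Against control Scx alone fell in FST+LIN28B (median −0.22, camera adjusted p = 0.0422, adjusted p = 0.129 with an estimated correlation), a camera call that 2 of the 12 fits with a library left out kept (to 0.321). In the same comparison with LIN28B the largest falls by rank were those of Ucma (−4.24, SE 0.44), a cartilage matrix gene, and Htra1 (−3.68, SE 0.29), and the largest rise after Fst was that of Otoa (2.97, SE 0.39), at 20.8 (SD 7.50) CPM. Against control Scx lost its call without control replicate 1, 2 or 3 or FST+LIN28B replicate 1 or 3 (adjusted p to 0.0205). Against LIN28B the call was lost by Skil without LIN28B or FST+LIN28B replicate 1 or 2 (to 0.0201), by Thbs1 without LIN28B replicate 1 or 2 or FST+LIN28B replicate 1 or 3 (to 0.0204), by Fbn1 without LIN28B replicate 2 or FST+LIN28B replicate 2 or 3 (to 0.0144), and by Otoa without any LIN28B library or FST+LIN28B replicate 1 or 2 (to 0.0299). The paper sets its Scx and Prrx1 values beside its proposal that FST limits an aberrant induction of TGF-β-type signaling by LIN28B.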

Consistent with FST limiting aberrant induction of TGF-β–type signaling by LIN28B, we found that expression of *Scx* and *Prrx1* was up-regulated in LIN28B-overexpressing samples but significantly down-regulated in FST + LIN28B–overexpressing samples compared to control (Fig. 4B and table S1). After 11 days of expansion, LIN28B-overexpressing organoids expressed *Mmp14*, *Scx*, as well as *Twist1*, *Zeb1*, and *Zeb2*, which encode for EMT-activating transcription factors that act downstream of SCX (*49*), at a 5- to 15-fold higher level than control. By contrast, FST- and FST + LIN28B–overexpressing organoids expressed *Mmp14*, *Scx*, *Twist1*, *Zeb1*, and *Zeb2* maintained normal control levels (Fig. 5K). Collectively, these data suggest that FST may be critical to limit aberrant activation of TGF-β signaling in LIN28B-overexpressing organoids, which, among others, may prevent the conversion of SCs/prosensory cells into mesenchymal cells.

### Endogenous FST is required for LIN28B to stimulate HC formation

To determine whether FST is required for HC production in LIN28B-overexpressing organoids, we used CRISPR-Cas9–based targeting approach to knockout *Fst* in stage P5 cochlear organoid culture (*50*). A Cas9 expression construct and sequence-specific guide RNAs (gRNAs) were delivered using lentiviral particles. A nonspecific scramble (scr) gRNA was used as control. On the basis of pilot experiments conducted using murine P19 cells, we selected *Fst* gRNA3 to knockout *Fst* in cochlear organoid culture (fig. S6, A to C). We infected cochlear epithelia cells from stage P5 LIN28B tg mice and control littermates with *Fst* gRNA3– or *scr* gRNA–expressing lentivirus, and after 3 days of expansion, dox was added to the culture medium to induce LIN28B overexpression (Fig. 6A). We found that *Fst* knockout mildly reduced organoid formation efficiency in control and LIN28B-overexpressing organoid cultures (fig. S6D) and almost completely blocked the formation of Atoh1-nGFP^+^ cell clusters in LIN28B-overexpressing organoid cultures (Fig. 6, B and C). To independently confirm these results, we used short hairpin RNAs (shRNAs) to knockdown endogenous *Fst* expression in stage P5 LIN28B-overexpressing cochlear organoids. Sequence-specific shRNAs or scr shRNA was delivered by lentiviral infection. On the basis of pilot experiments in murine P19 cells, we selected *Fst shRNA3* construct to knockdown *Fst* in cochlear organoid culture (fig. S6, B and C). We infected cochlear epithelia cells from stage P5 LIN28B tg mice with lentivirus that coexpressed mCherry with *Fst* shRNA3 or unspecific scr shRNA and, after 3 days of expansion, added dox to induce LIN28B overexpression (Fig. 6A). As anticipated, *Fst* knockdown in LIN28B-overexpressing organoid culture decreased the number of Atoh1-nGFP^+^ organoids by more than twofold (Fig. 6, D and E). Furthermore, the expression of early HC-specific transcripts (*Aoth1*, *Myo7a*, and *Pou4f3*) was reduced 5- to 10-fold in LIN28B-overexpressing organoids in response to *Fst* knockdown (Fig. 6F). Together, these results indicate that endogenous FST is essential for HC formation in LIN28B-overexpressing organoids.

**Fig. 6.**
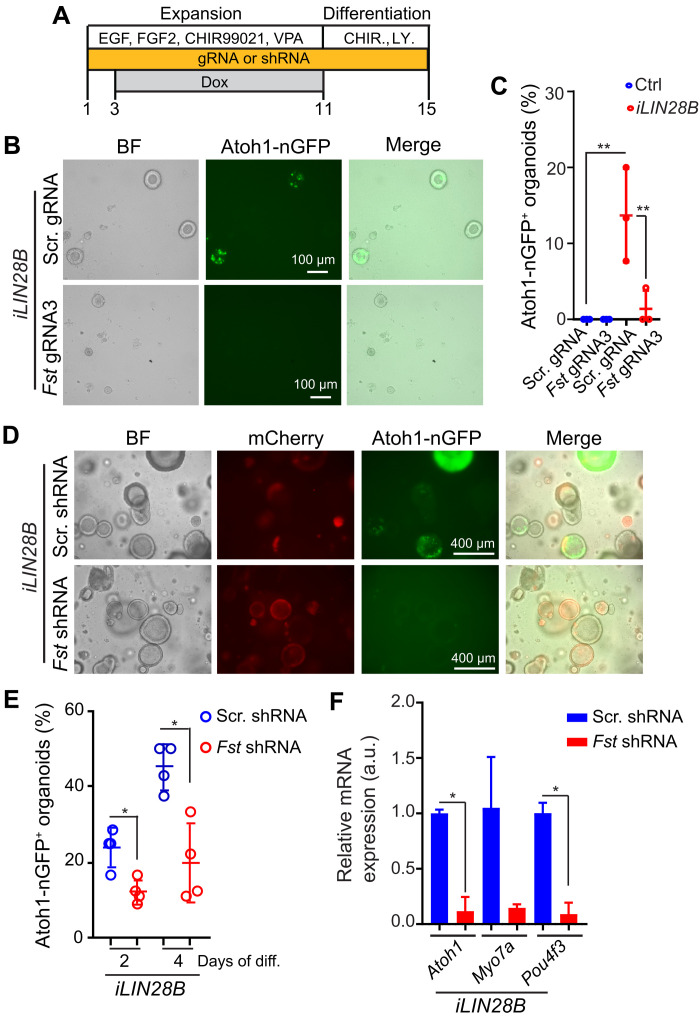
Endogenous *Fst* is required for HC production in LIN28B-overexpressing stage P5 cochlear organoids. (**A**) Experimental scheme. Cochlear organoid cultures were established with cochlear epithelial cells from stage P5 *iLIN28B* tg mice and control littermates. *Atoh1-nGFP* marks nascent HCs. To knockout *Fst*, cochlear epithelial cells were infected with lentivirus expressing Cas9 protein and *Fst*-specific gRNA (Fst-gRNA) (**B** and **C**). To knockdown *Fst*, cochlear epithelial cells were infected with lentivirus expressing mCherry and *Fst*-specific shRNA (**D** to **F**). As control, cochlear epithelial cells were infected with lentivirus expressing nonspecific scramble (scr) gRNA or shRNA. To induce LIN28B overexpression, dox was administered at day 3 of expansion. (B) Bright-field and green fluorescent (Atoh1-nGFP) images of LIN28B-overexpressing organoids transduced with control lentivirus or lentivirus expressing Cas9 and *Fst*-gRNA. (C) Percentage of Atoh1-nGFP^+^organoids in (B) (*n* = 3, two independent experiments). (D) Bright-field, mCherry (red), and green fluorescent (Atoh1-nGFP) images of LIN28B overexpression organoids infected with control or *Fst*-shRNA lentivirus. (E) Percentage of Atoh1-nGFP^+^organoids in (D) after 2 and 4 days of differentiation (*n* = 4, two independent experiments). (F) RT-PCR–based analysis of HC-specific (*Atoh1*, *Myo7a*, and *Pou4f3*) mRNA expression in (D) after 4 days of differentiation (*n* = 3, from one representative experiment and two independent experiments). One-way ANOVA with Tukey’s correction was used to calculate *P* values in (C), and two-tailed, unpaired *t* test was used to calculate *P* values in (E) and (F). *P < 0.05 and **P < 0.01.

### TGF-β signaling limits HC formation in response to LIN28B overexpression

We next investigated whether overactivation of Activin/TGF-β signaling limits the ability of SCs to generate HCs. We established stage P5 control, FST-, LIN28B-, and FST + LIN28B–overexpressing organoid cultures and added recombinant TGF-β2 (5, 50, and 200 ng/ml) or Activin A (5, 50, and 500 ng/ml) protein to the expansion medium from days 4 to 8 (Fig. 7A and fig. S7A). We found that TGF-β2 (5 ng/ml) reduced organoid formation and organoid growth in FST-, LIN28B, and FST + LIN28B–overexpressing cultures to similar or to below the levels observed in control organoid cultures (Fig. 7, B to D). A qualitative similar inhibitory effect on organoid formation and growth was observed when organoids were exposed to recombinant Activin A protein (50 and 500 ng/ml) (fig. S7, B to D). Furthermore, we found that exposure to recombinant TGF-β2 or Activin A protein during expansion nearly completely blocked HC formation (Atoh1-nGFP^+^ cells) in stage P5 organoids that overexpressed LIN28B or FST + LIN28B (Fig. 7, E to H, and fig. S7, E to H). The inhibitory effect of TGF-β2 or Activin A treatment on HC formation was confirmed by analyzing *Atoh1* and *Pou4f3* transcript expression using RT-PCR (Fig. 7I and fig. S7I). Moreover, we found that exposure to low concentrations of recombinant TGF-β2 protein (5 ng/ml) was sufficient to completely block HC formation in response to Wnt activation and Notch inhibition in stage P5 control and LIN28B-overexpressing cochlear explants (fig. S8).

**Fig. 7.**
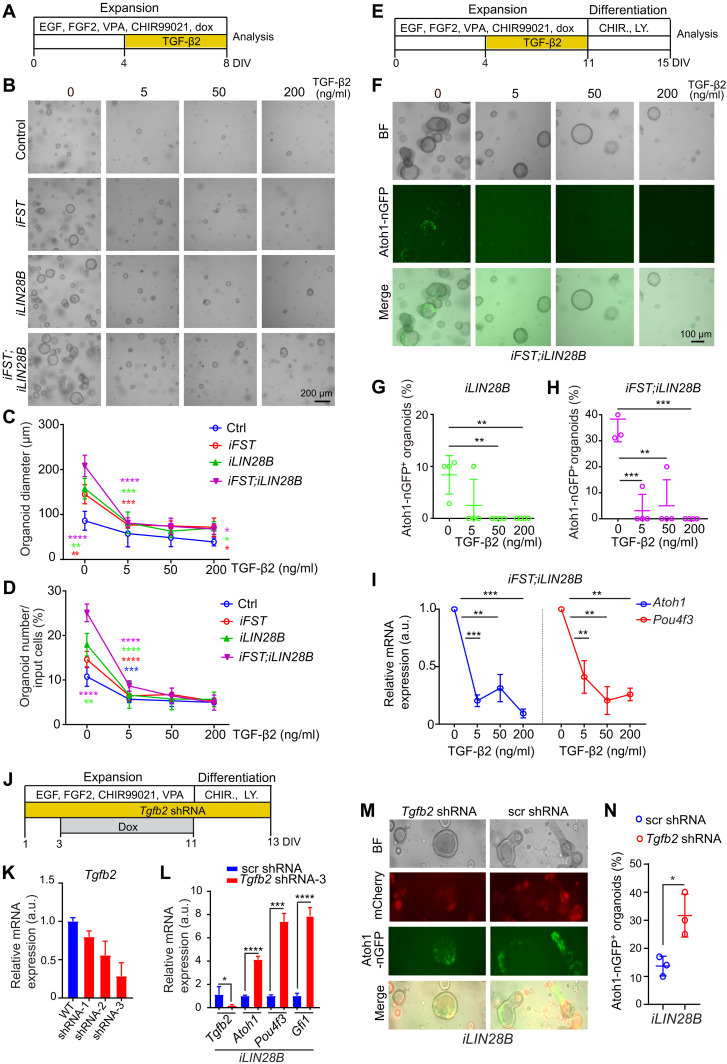
TGF-β2 inhibits HC formation in LIN28B-overexpressing stage P5 cochlear organoids. Organoid cultures were established with cochlear epithelial cells from stage P5 control, *iFST*, *iLIN28B*, and *iFST;iLIN28B* tg mice. (**A**) Experimental scheme (B to D). DIV, day(s) in vitro. (**B**) Low-power bright-field images show that exogenous TGF-β2 inhibits organoid formation and growth. (**C**) Organoid diameter in (B) (*n* = 4, from one representative experiment and three independent experiments). (**D**) Organoid-forming efficiency in (B) (*n* = 4, from one representative experiment and three independent experiments). (**E**) Experimental scheme (F to I). (**F**) Low-power bright-field and green fluorescent (Atoh1-nGFP) images show that exogenous TGF-β2 blocks HC formation in FST + LIN28B–overexpressing cultures. (**G**) Percentage of Atoh1-nGFP^+^ organoids in LIN28B-overexpressing cultures treated with and without TGF-β2 (*n* = 4, from one representative experiment and three independent experiments). (**H**) Percentage of Atoh1-nGFP^+^ organoids in (F) (*n* = 3, untreated group; *n* = 4, TGF-β2–treated groups; from one representative experiment and three independent experiments). (**I**) RT-PCR analyzing *Atoh1* (blue) and *Pou4f3* (red) mRNA induction in (F) (*n* = 3, from one representative experiment and three independent experiments). (**J**) Experimental scheme (K to N). (**K**) RT-qPCR analyzing the *Tgfb2* knockout efficiency using *Tgfb2-*shRNA lentiviral particles. WT, wild-type. (**L**) RT-PCR of HC-specific (*Atoh1*, *Pou4f3*, and *Gfi1*) mRNA expression (*n* = 3, from one representative experiment and two independent experiments). (**M**) Bright-field, mCherry (red), and green fluorescent (Atoh1-nGFP) images of LIN28B-overexpressing organoids infected with control (scr shRNA) or *Tgfb2-*shRNA–expressing lentivirus. (**N**) Percentage of Atoh1-nGFP^+^organoids in (M) (*n* = 3, from one representative experiment and two independent experiments). One-way ANOVA with Tukey’s correction was used to calculate *P* values in (C) to (H). Two-tailed, unpaired *t* test was used to calculate *P* values in (I) to (N). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

To determine whether the loss of TGF-β2 function would enhance HC formation in LIN28B-overexpressing organoids, we knocked down *Tgfb2* expression using sequence-specific shRNA constructs (Fig. 7K). As anticipated, knockdown of *Tgfb2* during expansion resulted in a four- to eightfold up-regulation of HC-specific transcripts (*Atoh1*, *Pou4f3*, and *Gfi1*) (Fig. 7, J to L) and a twofold increase in the percentage of HC containing organoids (Atoh1-nGFP) in LIN28B-overexpressing organoids after 2 days of differentiation (Fig. 7, M and N). In summary, our data indicate that maintaining low TGF-β and Activin signaling is essential for allowing mitotic and nonmitotic cochlear HC formation at postnatal stages.

### FST and LIN28B overexpression promotes spontaneous HC regeneration in perinatal mice

Recent studies revealed that severe HC loss in neonatal mice stimulates some few SCs located in the cochlear apex to reenter the cell cycle and form new HCs (*3*). To determine whether such “spontaneous” HC regeneration may be linked to an increase in *Lin28b* expression and/or a reduction in TGF-β–type signaling, we ablated HCs in neonatal mice that were expressing the human diphtheria toxin receptor (DTR) under the control of HC-specific gene *Pou4f3* (*Pou4f3^DTR/+^*) transgene, which renders murine HCs sensitive to diphtheria toxin (DT) (*51*). In our first set of experiments, we administered DT to stage P1 *Pou4f3^DTR/+^* tg mice and control littermates, enzymatically isolated their cochlear sensory epithelia 24, 48, and 96 hours post-DT (hpd) injection, and used RT-qPCR to analyze the expression of genes associated with the LIN28/*let-7* pathway (*Lin28a*, *Lin28b*, *Hmga2*, and *Sox2*) and TGF-β–type signaling (*Fst*, *Inhba*, and *Tgfb2*) (Fig. 8A). We found that at 24 hpd, *Lin28b* and *Lin28a* expression was up-regulated by two- and threefold, while the expression of *Tgfb2* and *Sox2*, which we previously found to be negatively regulated by LIN28B, was down-regulated by 1.5- and 2-fold in HC-damaged (DTR) epithelia compared to undamaged control (Ctrl) epithelia (Fig. 8B). One day later, at 48 hpd, *Lin28b* and *Lin28a* expression remained elevated, and the expression of their downstream effector *Hmga2* was increased by 1.5-fold in the HC-damaged epithelia, while *Inhba* expression was reduced by twofold compared to control (Fig. 8C). At 96 hpd, *Lin28a* and *Lin28b* expression levels were back to control levels, while *Hmga2* expression continued to be elevated and *Inhba* expression continued to be reduced in HC-damaged epithelia compared to control (Fig. 8D). To determine which cells within the HC-damaged cochlear sensory epithelium were up-regulating *Hmga2* expression, we administered DT to stage P1 *Lfng-GFP*; *Pou4f3^DTR/+^* tg mice and *Lfng-GFP* tg control littermates. At 72 hpd, we collected HC-damaged (DTR) and undamaged cochlear sensory epithelia (Ctrl) and stained for HMGA2 protein. Our analysis revealed that HMGA2 induction within the cochlear sensory epithelium follows an apex-to-base gradient, with HMGA2^+^ cells being most frequent in the apex and about half as frequent in the mid turn and absent from the base (Fig. 8, E and G). Furthermore, we found that cells that expressed HMGA2 at a high level lacked Lfng-GFP expression, suggesting that these HMGA2^+^Lfng-GFP^−^ cells may represent SCs that underwent some form of dedifferentiation (Fig. 8E). In the early postnatal cochlea, throughout the apex, HMGA2 continues to be expressed in a band of cells adjacent to outer HCs. To rule out that the observed HMGA2^+^ cells originated outside the sensory epithelium, we permanently labeled Deiter’s cells, pillar cells, and outer HCs before DT-induced HC ablation in stage P1 *Atoh1-nGFP*;*Fgfr3iCreER^T^;R26^Tdtomato/+^;Pou4f3^DTR/+^* tg mice. The *Atoh1-nGFP* reporter allowed us to distinguish between outer HCs (Atoh1-nGFP^+^tdTomato^+^) and Deiter’s cells/pillar cells (Atoh1-nGFP^–^ tdTomato^+^). Our lineage tracing experiment confirmed that the majority of bright HMGA2-expressing cells in HC-damaged cochlea are of Deiter’s cells/pillar cell origin (Fig. 8F). Moreover, HC ablation experiments in control, FST-, and/or LIN28B-overexpressing mice showed that the number of SOX2^+^ cells that highly expressed HMGA2 in response to HC damage was further increased by overexpression of LIN28B and FST (fig. S9, A to C). However, in the absence of HC damage, LIN28B and FST overexpression failed to induce HMGA2 protein expression in SCs, indicating that in vivo, without damage, tg *LIN28B* and *FST* expression may be too low to counter high *let-7* expression and high TGF-β signaling within the cochlear sensory epithelium.

**Fig. 8.**
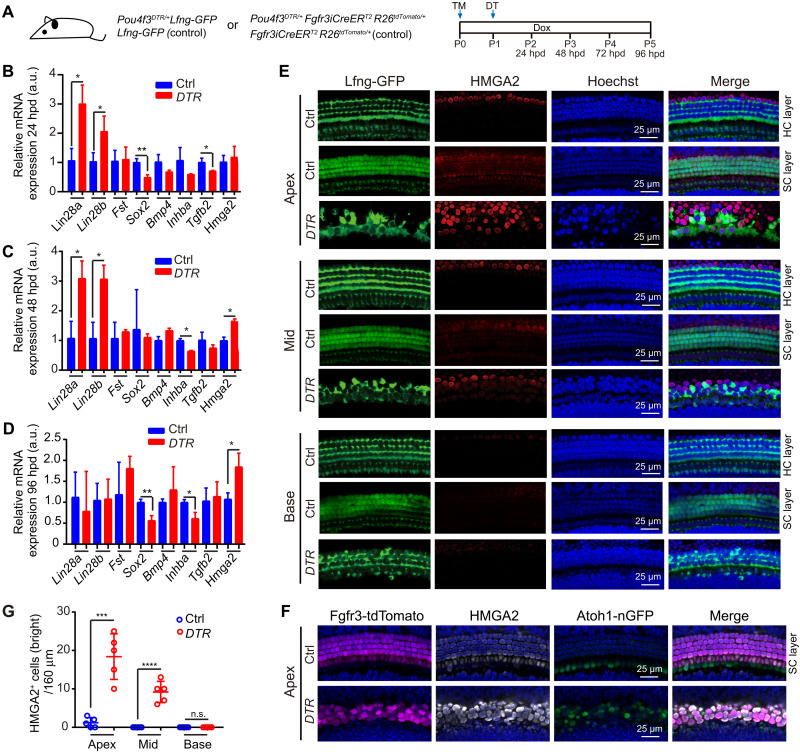
Cochlear HC loss in neonatal mice up-regulates *Lin28a* and *Lin28*b expression. (**A**) Experimental scheme. To ablate HCs, *Pou4f3^DTR/+^* mice and nontransgenic control littermates received DT (6.25 ng/g) at stage P1. To permanently label Deiter’s cells, pillar cells, and outer HCs, *Fgfr3iCreER^T2^;R26*^*tdTomato*/+^ tg mice received 4-hydroxytamoxifen (TM) injection at P0 in (F). (**B** to **D**) RT-PCR–based analysis of the expression of LIN28/*let-7* (*Lin28a*, *Lin28b*, *Hmga2*, and *Sox2*) and TGF-β pathway (*Fst*, *Bmp4*, *Inhba*, and *Tgfb2*) genes in Ctrl (blue) and *Pou4f3^DTR/+^* (DTR, red) cochlear sensory epithelia 24 (B), 48 (C), and 96 (D) hpd injection. (**E**) HMGA2 (red) expression in the HC-damaged (*DTR*) and undamaged Ctrl cochlear sensory epithelia in the apex, mid, and base 72 hours after DT injection. SC and HC layers are shown for undamaged control tissue. Lfng-GFP reporter expression marks SCs (green). (**F**) High-power images of tdTomato (magenta), HMGA2 (gray) and Atoh1-nGFP (green) expression in control and *Pou4f3^DTR/+^* tg sensory epithelia 72 hpd injection. (**G**) Quantification of bright HMGA2^+^ cells within the cochlear sensory domain in (E) and (F). Two-tailed, unpaired *t* test was used to calculate *P* values in (B) to (D) and (G). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

We next investigated whether FST and/or LIN28B overexpression would enhance spontaneous cochlear HC regeneration in neonatal mice. We administered DT to stage P1 *Pou4f3^DTR/+^* tg mice that also carried the *iFST* and/or *iLIN28B* transgene and their control littermates. To be able to capture dividing SCs, we administrated EdU daily until tissue harvest at P5 (Fig. 9A). Our analysis, which was limited to the cochlear apical region, revealed that overexpression of FST (*iFST;DTR*) and overexpression of LIN28B (*iLIN28B;DTR*) enhanced the frequency by which SCs reentered the cell cycle (SOX2^+^EdU^+^) (Fig. 9, B and C) and enhanced the frequency of mitotic HC regeneration (MYO7A^+^EdU^+^) (Fig. 9, B and D). However, FST overexpression by itself or LIN28B overexpression by itself failed to boost the rate of nonmitotic HC regeneration and failed to significantly increase the total number of HCs (Fig. 9, B, E, and F). By contrast, we found that coactivation of FST + LIN28B (*iFST;iLIN28B;DTR*) significantly increased both the rate of nonmitotic HC regeneration and the total number of HCs compared to control tissue (DTR). Moreover, we found that FST + LIN28B–overexpressing cochlear tissue showed the highest rate of SC proliferation and mitotic HC regeneration of all conditions examined (Fig. 9, B to F).

**Fig. 9.**
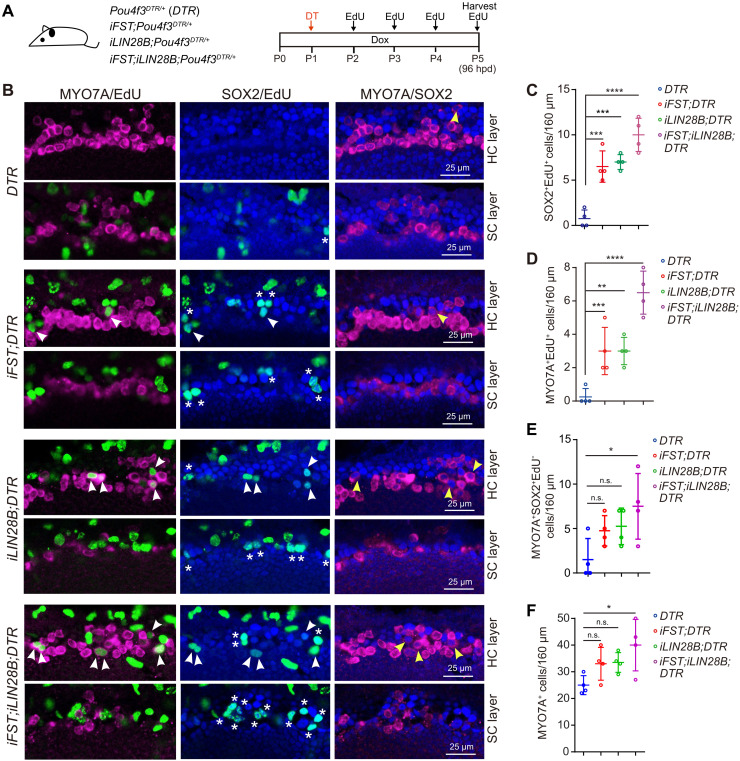
FST and LIN28B overexpression enhances cochlear SC proliferation and mitotic HC regeneration in neonatal mice. (**A**) Experimental scheme. To induce *FST* and/or *LIN28B* transgene expression in neonatal mice, nursing dams received dox-containing feed starting at P0 until tissue harvest at P5. To ablate HCs, mice received DT (6.25 ng/g) at stage P1. To label dividing cells, mice received single injections of EdU (25 ng/ml) at P2, P3, P4, and P5. (**B**) High-power images of HC-damaged cochlear sensory epithelia isolated from control, FST (*iFST*)–, LIN28B (*iLIN28B*)–, and FST + LIN28B (*iFST;iLIN28B*)–overexpressing mice stage P5 stained for MYO7A (magenta), EdU (green), and SOX2 (blue). HC and SC layers at the cochlear mid-apex are shown. Asterisks indicate EdU^+^SOX2^+^ cells, white arrowheads indicate EdU^+^MYO7A^+^ cells, and yellow arrowheads indicate MYO7A^+^SOX2^+^EdU^–^ cells. (**C**) Quantification of SCs that reenter the cell cycle (SOX2^+^EdU^+^) in (B). (**D**) Quantification of HCs that were regenerated through a mitotic mechanism (MYO7A^+^EdU^+^) in (B). (**E**) Quantification of HCs that were regenerated through a nonmitotic mechanism (MYO7A^+^SOX2^+^EdU^–^) in (B). (**F**) Quantification of total number of HCs (MYO7A^+^) in (B). Please note that SC proliferation and HC regeneration were limited to the apical and mid-apical region. One-way ANOVA with Tukey’s correction was used to calculate *P* values. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

We lastly examined whether low TGF-β signaling is a requirement for spontaneous HC regeneration. To address this question, we damaged cochlear HCs in stage P1 control and LIN28B + FST (*iFST;iLIN28B*)–overexpressing cochlear explants using gentamicin and cultured the tissue for 4 days with or without exogenous TGF-β2 protein (fig. S10A). We found that without TGF-β2, FST + LIN28B overexpression significantly enhanced the rate of spontaneous HC regeneration and increased the total number of HCs throughout the length of the cochlear explant (fig. S10, B to D). By contrast, we found that in the presence of TGF-β2, spontaneous HC regeneration was completely abolished in control explants and significantly reduced in FST + LIN28B–overexpressing explants (fig. S10, B to D). On the basis of our findings, we propose that suppression of TGF-β–type signaling is essential for LIN28B-mediated reprogramming of cochlear SCs into progenitor-like cells, as well as subsequent HC fate induction and HC formation (Fig. 10).

**Fig. 10.**
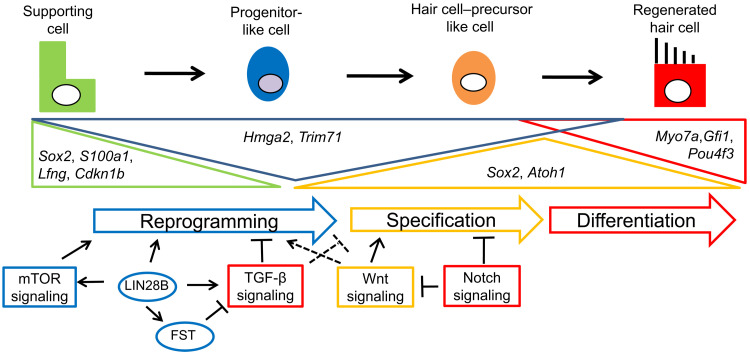
Working model for how LIN28B and FST regulate SC reprogramming and HC regeneration. We propose that HC regeneration occurs in three steps: (i) SC reprogramming, (ii) HC fate specification, and (iii) HC differentiation. In the presence of regenerative cues (e.g., HC loss and high Wnt signaling), activation of LIN28B and suppression of TGF-type signaling by FST trigger the dedifferentiation of SCs into progenitor-like cells and primes them for HC fate induction. The reprogramming phase is characterized by partial down-regulation of SC-specific genes (*Sox2*, *S100a1*, *Lfng*, and *Cdkn1b*) and reinduction of select progenitor-specific genes (*Hmga2* and *Trim71*). High Wnt activity and low Notch signaling are required to induce early HC-specific genes in “progenitor-like cells” during the specification phase. The final, differentiation phase is characterized by gradual down-regulation of progenitor-specific genes and up-regulation of HC-specific genes.

## DISCUSSION

Millions of people worldwide suffer from hearing deficits and deafness caused by the loss of cochlear HCs. In mammals, cochlear HCs are not regenerated, and their loss due to loud noise, disease, or aging is permanent. Recent studies conducted in mice indicate that cochlear SCs have some latent capacity to form HCs, making SCs a promising target for cell-based strategies to combat hearing loss. However, while immature cochlear SCs readily respond to HC fate–inducing cues (severe HC loss, ectopic *Atoh1* expression, inhibition of Notch signaling, and activation of Wnt/β-catenin signaling), attempts to stimulate functional mature cochlear SCs to generate/regenerate HCs under similar conditions yielded thus far no or only very limited success (*9*, *10*, *12*, *14*, *15*, *21*). Our data show that as the cochlear sensory epithelium starts to undergo maturation (stage P5 in mice), SCs fail to reenter the cell cycle and form HCs even under the most optimized and ideal conditions such as an organoid culture platform. We further show that such resistance to mitotic and HC fate–inducing cues can be reversed by the transient reactivation of the RNA binding protein LIN28B and the Activin antagonist FST, allowing for the production of new HCs by mature SCs.

Regenerative processes involving terminal differentiated cells frequently involve a dedifferentiation step, in which cells revert to a more primitive progenitor-like state (*52*). Similar to their mammalian counterparts, SCs in birds are highly specialized postmitotic cells. The lack of progenitor-like features has led to the yet to be proven hypothesis that a partial dedifferentiation of SCs, in which SCs revert to a transitional progenitor-like state, may be an essential part of the HC regenerative process [reviewed in (*53*)]. Our data provide evidence that mammalian cochlear SCs that begin to undergo maturation (stage P5 in mice) have the capacity to partially dedifferentiate and activate a progenitor-like state and that such reprogramming step is an essential part of the HC regenerative process. 

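Averaged over each list in log2 CPM, the 22 cartilage and tectorial membrane genes were at 4.80, 4.67 and 4.65 in the control libraries and at 4.39, 4.41 and 4.23 in FST+LIN28B. In LIN28B they were lower still, at 3.95, 3.94 and 3.98, and in FST at 4.54, 4.68 and 4.63. The 31 supporting cell genes were at 5.00, 4.97 and 5.04 in control, 5.17, 4.98 and 5.10 in FST, 4.58, 4.41 and 4.50 in LIN28B, and 4.82, 4.74 and 4.77 in FST+LIN28B. The 32 let-7 targets were at 5.46, 5.40 and 5.37 in control, 5.51, 5.61 and 5.53 in FST, 6.26, 6.25 and 6.10 in LIN28B, and 6.25, 6.21 and 6.37 in FST+LIN28B. The 20 SMAD2/3 response genes were at 4.64, 4.63 and 4.59 in control, 4.28, 4.31 and 4.46 in FST, 5.17, 5.50 and 5.11 in LIN28B, and 4.59, 4.47 and 4.64 in FST+LIN28B. In LIN28B against control 6 cartilage and tectorial membrane genes fell and none rose (7 over the list alone, median −0.49, camera adjusted p = 9.12e-07). That list and the let-7 list include genes the paper names as changed in these samples. Neither is wholly independent evidence of its direction. Against LIN28B, Otoa and Otogl, an otogelin-like gel protein gene, were higher in FST+LIN28B and Col9a3 lower (−1.50, SE 0.17; list median 0.18, camera adjusted p = 0.0101, adjusted p = 0.103 with an estimated correlation). The paper concludes that coactivation lowers supporting cell genes of connective tissue and matrix and raises genes of morphogenesis and hair cell fate.

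**Figure D3:**
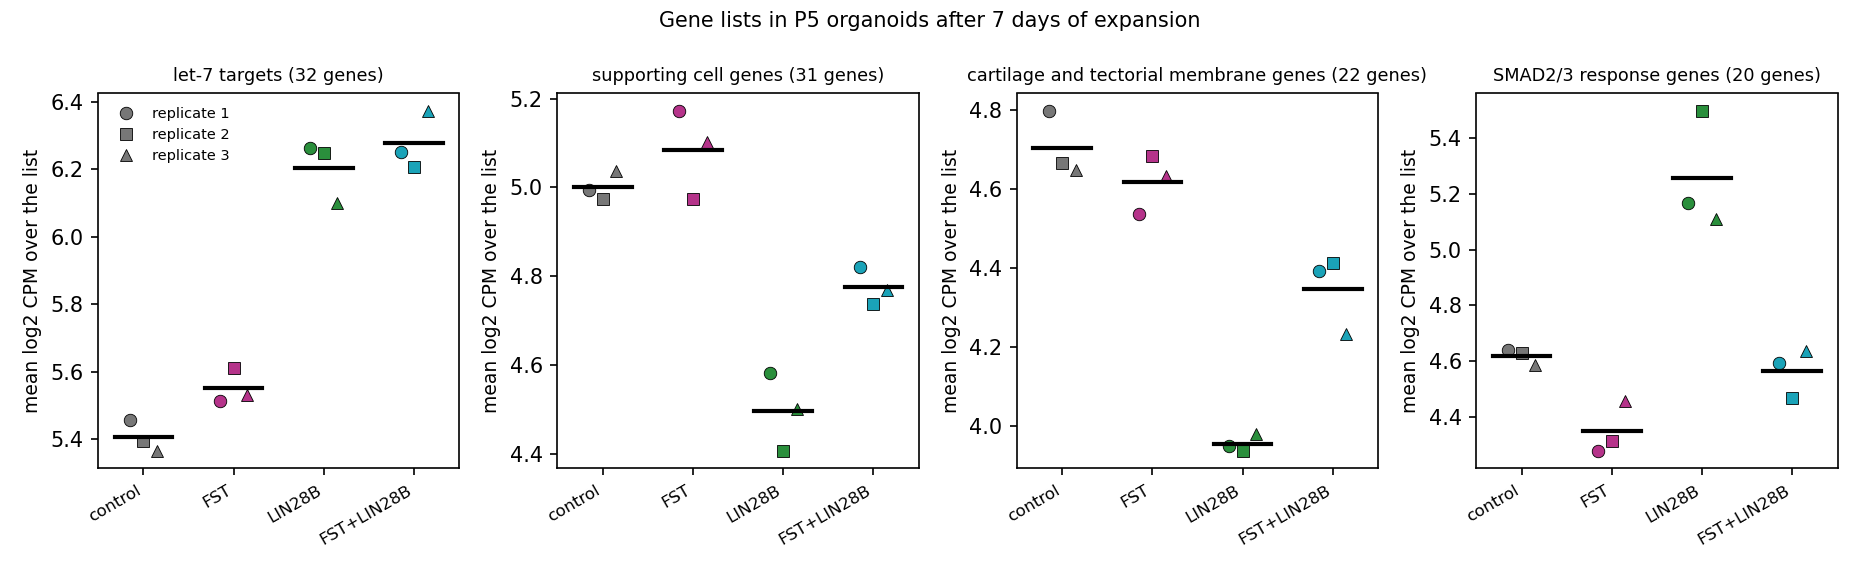
Mean log2 CPM over each list (vertical axes, not starting at 0) in the 12 libraries, grouped as control, FST, LIN28B and FST+LIN28B, for let-7 targets (32 genes), supporting cell genes (31), cartilage and tectorial membrane genes (22) and SMAD2/3 response genes (20). Points are libraries and lines the mean of 3. The let-7 targets lie at 6.10 to 6.37 in the libraries with LIN28B and at 5.37 to 5.61 in the others.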

Our global transcriptome data reveal that coactivation of LIN28B and FST in cultured cochlear epithelial cells (organoids) triggers the down-regulation of SC-specific genes involved in connective tissue and extracellular matrix formation and leads to the up-regulation of genes essential for embryonic/inner ear morphogenesis and HC fate induction. We validated the FST- and LIN28B-induced SC reprogramming by analyzing SC marker (S100A1, Lfng-GFP) and progenitor marker (HMGA2) expression in FACS-isolated and/or lineage-traced SCs in vitro and in vivo.

How do LIN28B and FST reprogram SCs into HC progenitor-like cells? Our data indicate that LIN28B and FST contribute to SC reprogramming through distinctly different mechanisms. LIN28B is a potent repressor of *let-7* miRNAs, which are a main barrier to self-renewal and cell reprogramming (*54*). Reflecting such function, we found that LIN28B reactivation increased the expression of *let-7* target genes critical for stemness (*Arid3a*, *Hmga2*, and *Igf2bp1*) (*25*, *55*, *56*), primed pluripotency (*Trim71* and *Hmga2*) (*57*, *58*), and stem cell metabolism such as increased glycolysis (*Hk2* and *Igf2bp2*) (*59*, *60*). Such metabolic reprogramming is consistent with our recent finding that LIN28B boosts the regenerative competence of cochlear SCs through the activation of phosphatidylinositol 3-kinase (PI3K)–mTOR signaling (*16*). In addition, we found that LIN28B reactivation led to the down-regulation of SC-specific transcription factors including members of the nuclear factor I (NFI) transcription factor family (*Nfic* and *Nfix*). 

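Igf2bp1, an RNA binding protein gene of fetal growth that let-7 represses, rose in LIN28B from 59.9 (SD 5.92) to 237 (SD 53.1) CPM (log2 fold change 1.98, SE 0.17, edgeR adjusted p = 9.6e-05). Hmga2 rose to 197 (SD 19.1) CPM (3.56, SE 0.16, 8.5e-07). Trim71 rose to 22.5 (SD 5.75) CPM (1.23, SE 0.20, 0.0030), and Arid3a, a DNA binding factor gene, from 13.6 (SD 1.03) to 26.5 (SD 2.44) CPM (0.96, SE 0.13, 0.0010). Igf2bp2, a relative of Igf2bp1 with a part in metabolism, rose from 74.8 (SD 5.36) to 145 (SD 2.78) CPM (0.95, SE 0.09, 1.2e-04). Hk2, which encodes the glycolytic enzyme hexokinase 2, averaged 135 (SD 6.68) CPM in control and 237 (SD 35.9) in LIN28B (0.81, SE 0.25, 0.070). Of 32 let-7 targets, 13 rose in LIN28B and none fell (18 rose over the list alone, median 0.69, camera adjusted p = 1.59e-18), and none passed in FST (median 0.13, camera adjusted p = 2.41e-04, adjusted p = 0.136 with an estimated correlation and 0.0980 without FST replicate 2). Of 18 glycolysis genes none passed in LIN28B, and 1 rose over the list alone (median 1.00, camera adjusted p = 1.47e-05, adjusted p = 0.298 with an estimated correlation). The let-7 list includes Hmga2, Trim71, Arid3a, Igf2bp1 and Igf2bp2, which the paper names as raised in these samples. It is therefore not wholly independent evidence of its direction. Trim71 lost its call without control replicate 2 or 3 or LIN28B replicate 1 or 2 (adjusted p to 0.0195), and Arid3a without control replicate 3 (0.0106). With limma on log2(TPM + 1) or log2(TPM + 0.1), Igf2bp2 and Trim71 lost theirs (to 0.0721 and 0.0310).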

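Nfic and Nfix, genes of the NFI family of glial differentiation factors, had log2 fold changes of −0.77 (SE 0.23, edgeR adjusted p = 0.067) and −0.81 (SE 0.26, 0.083) in LIN28B against control. Nfic averaged 51.9 (SD 5.77) CPM in control, 54.3 (SD 22.2) in FST, 30.5 (SD 5.45) in LIN28B and 27.5 (SD 2.73) in FST+LIN28B, and Nfix 78.2 (SD 3.14), 76.9 (SD 31.3), 44.6 (SD 7.68) and 32.8 (SD 9.34). Thrb fell in LIN28B by 1.55 (SE 0.20, 9.2e-04) and was the only 1 of 11 glial differentiation factors to pass (median −0.31, camera adjusted p = 6.89e-04). As the list includes genes that the paper names as lowered in these samples, it is not independent evidence of its direction.
Of 31 supporting cell genes, 4 fell in LIN28B and 1 rose (8 and 1 over the list alone, median −0.35, camera adjusted p = 1.32e-06). Tecta fell by 2.54 (SE 0.33), Otogl by 1.94 (SE 0.18), the connexin gene Gjb6 by 1.41 (SE 0.21) and the glutamate transporter gene Slc1a3 by 0.89 (SE 0.09). Prox1, a homeobox gene of supporting cells, rose by 1.69 (SE 0.33). S100a1, a calcium binding protein gene used as a supporting cell marker, averaged 32.4 (SD 2.30) CPM in control and 13.9 (SD 3.42) in LIN28B (−1.23, SE 0.27, 0.017). In FST it averaged 55.5 (SD 23.5) CPM, and in FST+LIN28B 28.0 (SD 4.17), at −0.21 (SE 0.27, 0.78) against control and 1.01 (SE 0.27, 0.11) against LIN28B. Gjb6 lost its call without control replicate 3 or LIN28B replicate 1 or 2 (adjusted p to 0.0150), and Prox1 without control replicate 1, 2 or 3 or replicate 1 or 2 of LIN28B or FST+LIN28B (to 0.0441). Slc1a3 lost it with limma on log2(TPM + 1) or log2(TPM + 0.1) (to 0.0137), and Thrb with only the control and LIN28B libraries fitted (0.0111).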

In the retina, NFIA, NFIB, and NFIX promote Müller glia cell specification and differentiation (*32*), and their loss enables Müller glia cells to proliferate and produce bipolar- and amacrine-like cells in adult mice after injury (*61*). Future studies are warranted to determine whether NFIC and NFIX play a similar role in cochlear SC development and cochlear SC plasticity.

In various cell types including epithelial and glial cells, activation of TGF-β signaling induces the expression of cyclin-dependent kinase inhibitors (CDKIs). High expression of CDKIs such as p21Cip1 (CDKN1A) and p15Ink4b (CDKN2B) triggers proliferative quiescence and senescence (*62*, *63*), which are considerable barriers to cell/tissue regeneration. In addition, TGF-β–induced EMT can lead to excessive deposition of extracellular matrix proteins and tissue fibrosis, which has been shown to interfere with tissue repair and regeneration in various organ systems including the kidney, lung, and liver (*64*). On the basis of our data, we propose that coactivation of FST enhances LIN28B-induced SC reprogramming through limiting aberrant activation of TGF-β signaling. In support of such model, we find that FST coactivation reverses LIN28B’s induced increase in TGF-β/Activin activity (p-SMAD2/3 activity). Furthermore, we show that FST coactivation prevents the ectopic induction of EMT promoting transcription factors ZEB1 and ZEB2 and limits the up-regulation of p21Cip1 and p15Ink4b that is observed in LIN28B alone. 

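Cdkn1a, which encodes p21, rose in LIN28B from 88.9 (SD 11.2) to 225 (SD 39.7) CPM (log2 fold change 1.34, SE 0.17, edgeR adjusted p = 6.8e-04), and Cdkn2b, which encodes p15, from 6.07 (SD 0.454) to 18.9 (SD 5.03) CPM (1.64, SE 0.19, 5.2e-04). In FST+LIN28B they averaged 138 (SD 7.08) and 10.6 (SD 0.971) CPM. Against LIN28B the values were −0.71 (SE 0.16, 0.056) and −0.83 (SE 0.19, 0.054), and for Cdkn2b 0.81 (SE 0.19, 0.036) against control. Of 7 CDK inhibitor genes, 4 rose in LIN28B, these 2 with Cdkn1c (1.47, SE 0.20, 0.0013) and Cdkn2a (1.39, SE 0.26, 0.0062), which encodes p16 and ARF (list median 1.34, camera adjusted p = 0.0243, adjusted p = 0.199 with an estimated correlation). None passed in FST+LIN28B against LIN28B, where over the list alone 2 fell and 1 rose (camera adjusted p = 0.995). Zeb1 and Zeb2, transcription factor genes of the epithelial-to-mesenchymal transition, did not pass in these libraries of day 7. The paper's values for them are from RT-PCR after 11 days of expansion. Zeb1 averaged 0.785 (SD 0.219) CPM in control, 0.706 (SD 0.378) in FST, 0.973 (SD 0.337) in LIN28B and 0.866 (SD 0.384) in FST+LIN28B, and Zeb2 2.30 (SD 0.108), 3.22 (SD 3.08), 1.89 (SD 0.306) and 2.15 (SD 0.552). Against LIN28B they had −0.17 and 0.18 in FST+LIN28B. Zeb2 was at 6.78 CPM in FST replicate 2. In LIN28B, Cdkn2a lost its call without control replicate 1, 2 or 3, LIN28B replicate 1 or 2 or FST+LIN28B replicate 1 or 3 (adjusted p to 0.0424), and Cdkn1c without control replicate 3 (0.0129).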

How does FST interfere with TGF-β signaling? Unlike Activin-type ligands, TGF-β ligands are not direct targets of FST repression. Instead, we find that FST inhibits the transcriptional activation of *Tgfb2* by Activin A and show that exogenous TGF-β2 or knockdown of endogenous *Fst* block HC production in LIN28B-overexpressing organoids, while knockdown of endogenous *Tgfb2* or FST overexpression enhances LIN28B-induced HC production.

Damage to HCs triggers some limited spontaneous HC regeneration within the cochlear apex in neonatal mice (*3*). The cellular and molecular mechanisms that facilitate such regenerative plasticity are largely unknown. The provided data indicate that LIN28A/B reactivation and TGF-β signaling suppression are part of an endogenous repair mechanism that facilitates spontaneous HC regeneration. We show that HC damage triggers the up-regulation of *Lin28a/b* and the down-regulation of *Tgfb2* mRNAs within the cochlear sensory epithelium, which is followed by the up-regulation of progenitor-specific HMGA2 expression and the down-regulation of SC-specific Lfng-GFP expression. Furthermore, we demonstrate that the low level of SC proliferation and HC regeneration that is normally observed following HC damage is greatly enhanced by transgenic coactivation of LIN28B and FST but abolished by activation of TGF-β signaling.

Mounting evidence suggests that induction of *Lin28a* and/or *Lin28b* expression in response to injury is part of an evolutionary conserved repair mechanism. For example, retinal injury in zebrafish triggers the up-regulation of *Lin28a* in Müller glia cells, which is essential for the reprogramming of Müller glia cells into proliferative progenitor-like cells that are capable of regenerating all major retinal cell types (*65*). Similarly, a recent study found that severe damage in the zebrafish lateral line leads to induction of *lin28a* expression by the transcription factor yap1 and that *lin28a* function is essential for the reestablishment of the HC progenitor pool and subsequent HC regeneration through promoting Wnt signaling (*66*). Ectopic YAP activation in conjunction with severe HC damage triggers cochlear SC proliferation in stage P10 mice (*67*). It will be of interest to determine whether YAP activation in mice induces *Lin28a* and/or *Lin28b* expression in cochlear or vestibular SCs. Low Notch signaling and/or high Wnt signaling is a requirement for spontaneous cochlear HC regeneration in neonatal mice (*68*, *69*). Future work will address how LIN28A/B and TGF-β signaling intersect with Notch and Wnt signaling pathway during HC regeneration.

It needs to be noted that without severe HC damage, LIN28B and/or FST overexpression is not sufficient to enhance SC reprogramming and stimulate subsequent HC regeneration in neonatal mice or neonatal cochlear explants. Our cochlear organoid and explant experiments indicate that activation of FGF2/EGF and Wnt signaling is a prerequisite for LIN28B-FST–mediated SC reprogramming. It will be of interest to further explore whether and to what extent HC death may activate these pro-growth signaling pathways in neonatal cochlear SCs. Moreover, it needs to be determined whether overexpression of LIN28B and FST in the HC-damaged cochlea of mice stage P5 or older would facilitate SC dedifferentiation and whether LIN28B and FST expression when combined with HC fate–inducing factors (e.g., ATOH1 activation) would enable HC regeneration.

## MATERIALS AND METHODS

### Mouse breeding and genotyping

All experiments and procedures were approved by the Johns Hopkins University Institutional Animal Care and Use Committees protocol, and all experiments and procedures adhered to National Institutes of Health–approved standards. The *Atoh1-nGFP* tg (tg) mice were obtained from J. Johnson (University of Texas Southwestern Medical Center, Dallas) (*23*). *Fgfr3-iCreER^T2^* tg mice (*70*) were obtained from W. Richardson (University College, London). *Lfng-GFP* tg mice were obtained from N. Heintz (Rockefeller University, New York) (*71*). The *Col1a1-TRE-LIN28B* (*72*) tg mice were obtained from G. Q. Daley (Children’s Hospital, Boston). The *TRE-FST-288* tg mice were obtained from S.-J. Lee (the Jackson Laboratory, Farmington) (*73*). R26^rtTA*^^M2^(no. 006965), *R26^tdTomato/+^* (Ai14) (no. 007914), and *Pou4f3^DTR/+^* (no. 028673) mice were purchased from the Jackson Laboratories (Bar Harbor, ME). We crossed *TRE-FST-288 tg;Col1a1-TRE-LIN28B tg* males/females with ROSA26^rtTA*^^M2/rtTA^^*M2^males/females to obtain *iLIN28B* (Col1a1-TRE-LIN28B tg;R26^rtTA*^^M2/+^), *iFST* (TRE-FST-288 tg;R26^rtTA*^^M2/+^), *iFST;iLIN28B* (TRE-FST-288 tg; Col1a1-TRE-LIN28Btg; R26^rtTA*^^M2/+^), and control littermates (R26^rtTA*^^M2/+^). Mice were genotyped by PCR as previously published. Genotyping primers are listed in table S6. Mice of both sexes were used in this study. Embryonic development was considered as E0.5 (embryonic day 0.5) on the day a mating plug was observed. All animal work was performed in accordance with the approved animal protocols from the Institutional Animal Care and Use Committees at the Johns Hopkins University School of Medicine.

### In vivo FST and/or LIN28B transgene activation and HC ablation

To induce *FST* and/or *LIN28B* transgene expression in *iLIN28B* and/or *iFST* mice, dox was delivered to time-mated females via ad libitum access to feed containing dox (2 g/kg; Bio-Serv, no. F3893). To be able to ablate HCs, *Pou4f3^DTR/+^* mice and littermate control mice received a single dose of DT (6.25 ng/g; Sigma-Aldrich, no. D0564) by intraperitoneal injection at P1.

### Lineage tracing of SCs

To label Deiter’s cells and pillar cells in *Fgfr3iCreER* and *R26^tdTomato^*, tg mice received 4-hydroxytamoxifen (TM) (0.125 mg/g body weight; Sigma-Aldrich, no. H7904) by intraperitoneal injection. For lineage tracing experiments in organoid culture, TM was injected at P4/P5, and tissue was harvested at P6. For lineage tracing experiments in vivo, TM was injected at P0, 24 hours before DT injection at P1.

### Lentiviral vectors and lentivirus production

To delete the mouse *Fst* gene, annealed oligonucleotides for *Fst*-specific CRISPR gRNA sequences *Fst*-gRNA1, *Fst*-gRNA2, and *Fst*-gRNA3 were cloned into the vector LentiCRISPRv2 (Addgene, plasmid #52961) by digesting at Bsm BI restriction site. The sequences of the three gRNAs are as follows: *Fst-*gRNA1, 5′-AGC GGC CGT TCT TTG CTT GG-3′; *Fst-*gRNA2, 5′-TGG CTC CGC CAA GCA AAG AA-3′; *Fst-*gRNA3, 5′-TCT TAT ACA GGA CCT GGC AG-3′. For the gRNA lentivirus packaging, 293T cells are transfected with 12 μg of modified LentiCRISPRv2, 9 μg of psPAX2 (Addgene, catalog no. 12260), and 3 μg of pMD2.G (Addgene, catalog no.12259) plasmids, respectively. After 48 hours, the supernatant was harvested and centrifuged with 25,000 revolutions per minute (RPM) at 4°C for 2.5 hours, and the virus pellets was resuspended in Dulbecco’s Modified Eagle Medium: Nutrient Mixture F-12 (DMEM)/F12 to get the high titer virus. The lentiviral vectors for TGF-β (plasmid) and BMP (plasmid) reporters were provided by E. Fuchs at the Rockefeller University (*41*). For *Fst* and *Tgfb2* knockdown experiments, shRNA sequence was inserted into pLV[shRNA]-mCherry:T2A (VectorBuilder, vector ID: VB201006-1173mjc). The sequence of shRNAs are as follows: scr-shRNA-mCherry, 5′-CCT AAG GTT AAG TCG CCC TCG-3′; *Fst*-shRNA1-mCherry, 5′-CCC AAC TGC ATC CCT TGT AAA-3′; Fst-shRNA2-mCherry, 5′-GGC ATG GAG AGA TGG TCAT TT-3′; *Fst-*shRNA3-mCherry, 5′-TGT CGA ATG AAC AAG AAG AAT-3′; *Tgfb2*-shRNA1-mCherry, 5′-AGC CTG TAC AAC ACC ATA AAT-3′; *Tgfb2*-shRNA2-mCherry, 5′-TACT ACG CCA AGG AGG TTT AT-3′; *Tgfb2*-shRNA3-mCherry, 5′- CCC TCG ACA TGG ATC AGT TTA-3′. For packaging TGF-β/BMP reporters, *Fst*-shRNAs and *Tgfb2*-shRNA, 293T cells are transfected with 20 μg of transfer plasmid, 2 μg of pMDLg/pRRE (Addgene, catalog no. 12251), 2 μg of pRSV-Rev (Addgene, catalog no. 12253), and 2 μg of pCMV-VSV-G (Addgene, catalog no. 8454), respectively. After 48 hours, the supernatant was harvested and centrifuged with 25,000 RFP at 4°C for 2.5 hours, and the virus pellets was resuspended in DMEM/F12 to get the high titer virus.

### Explant culture

Cochlear sensory epithelia including innervating neurons (cochlear explants) from stage P0 or stage P5 mice were isolated by microdissection, and epithelia were cultured on SPI-Pore membrane filters (Structure Probe, no. E1013-MB) in DMEM/F12 (Corning, no. 10–092-CV) containing 1× N-2 (Thermo Fisher Scientific, no.17502048), EGF (5 ng/ml; Sigma-Aldrich, no. SRP3196), and penicillin (100 U/ml; Sigma-Aldrich, no. P3032) as previously described (*16*). To induce *FST* and/or *LIN28B* transgene expression, pregnant/nursing dams received feed containing dox (2 g/kg) starting at E18.5 until tissue harvest. To maintain *FST* and/or *LIN28B* transgene expression, culture media were supplemented with dox hyclate (10 μg/ml; Sigma-Aldrich, no. D9891). To ablate HCs, gentamicin sulfate (100 μg/ml; Sigma-Aldrich, no. G1272) was added to cochlear tissue at plating as previously described (*16*). To induce HC formation in undamaged cochlear explants, culture medium contained CHIR99021 (3 μM; Sigma-Aldrich, no. SML1046) and LY411575 (5 μM; Sigma-Aldrich, no. SML0506). In a subset of experiments, mouse recombinant TGF-β2 (5 ng/ml; R&D Systems, 7346-B2-005) was added to the culture medium.

### Fluorescence-activated cell sorting

For stage P1 and P5 mice, cochlear epithelia were collected separately for each animal, enzymatically purified, and reduced to single cells as previously described (*16*). For stage P13 mice, cochleae for each animal were collected separately, incubated in TrypLE solution (Thermo Fisher Scientific, no. 2604013), triturated, and filtered through a 35-μm filter. Resulting single cells were resuspended in expansion medium, incubated with propidium iodide (PI), and sorted on a MoFlo Legacy sorter with 100-μm nozzle tip. Lfng-GFP^+^, PI^−^cells were collected in expansion medium and cultured as described below.

### Organoid culture

Organoid cultures were established with enzymatically purified cochlear epithelia cells or FACS-isolated SCs. Cells were plated in a drop of Matrigel matrix at high density (2000 cells, stage P5; 3000 cells, stage P13) as previously described (16). To promote organoid formation and growth, the culture medium [DMEM/F12, 1× B27 (Thermo Fisher Scientific, no.12587010), 1× N-2, and penicillin (100 U/ml)] was supplemented with EGF (50 ng/ml), FGF2 (50 ng/ml; Thermo Fisher Scientific, no. PHG0264), CHIR99021 (3 μM), and VPA (1 mM; Sigma-Aldrich, no. P4543). To induce differentiation, the culture medium contained CHIR99021 (3 μM) and LY411575 (5 μM). To induce transgene expression, dox hyclate (0.5 μg/ml) was added to expansion medium. To manipulate Activin, TGF-β, or BMP signaling, recombinant human Activin A (R&D Systems, 338-AC-010/CF), recombinant mouse TGF-β2 (R&D Systems, 7346-B2-005), recombinant human BMP4 (R&D Systems, 314-BP-010), or TGFBR1 inhibitor 616452 (Millipore, 446859-33-2) were used at indicated concentrations. For p-SMAD2/3 and p-SMAD1/5/9 assays, TGF-β–type agonists/antagonists were added to the culture medium overnight, and the following day, organoids were harvested and processed for immunoblotting. For HC formation assays, recombinant TGF-β2 was added to the culture medium for 4 days during expansion. For TGF-β and BMP reporter assay, *iFST*, *iLIN28B*, and *iFST*;*iLIN28B* stage P5 tg cochlear epithelial cells were infected with lentivirus containing TGF-b or BMP reporters before plating, after which infected cells were divided equally into two wells for organoid culture. After 3 days of expansion, dox was added to one well to induce FST and/or LIN28B, the second, no dox well functioned as control. Four days later, relative mRFP (mRFP/H2B-CFP) (TGF-β reporter) and relative ZsGreen (ZsGreen/H2B-CFP) (BMP reporter) transcript levels were analyzed using RT-PCR (see below).

### RNA extraction and RT-qPCR

Organoids were harvested using the Cell Recovery Solution. Total RNA from organoids/tissue was extracted using the miRNeasy Micro Kit (QIAGEN, no. 217084). mRNA was reverse-transcribed into cDNA using the iScript cDNA synthesis kit (Bio-Rad, no. 1708889). qPCRs were carried out in triplicate on a CFX-Connect Real-Time PCR Detection System using SYBR Green Master Mix reagent (Thermo Fisher Scientific, no. 4385612). Gene-specific primers used are listed in table S7. *Rpl19* was used as an endogenous reference gene. Relative gene expression was calculated using ΔΔ*C*_t_ method.

### RNA sequencing and data analysis

For each condition, three independent samples from three different animals were analyzed. Cochlear epithelial cells from stage P5 control, *iFST*, *iLIN28B*, and *iFST*;*iLIN28B* tg mice were used as starting material. Total RNA from control, FST-, LIN28B-, and FST + LIN28B–overexpressing organoids was isolated after 7 days of culture as described above. Samples were processed using an Illumina’s TruSeq Stranded Total RNA kit, per the manufacturer’s recommendations, using unique dual indexes (UDI). The samples were sequenced on the NovaSeq 6000, paired end, 2 × 50–base pair reads to an average depth/sample of 30 million reads. Kallisto (v0.46.1) (*28*) was used to pseudo-align reads to the reference mouse transcriptome and to quantify transcript abundance. The transcriptome index was built using the Ensembl *Mus musculus* v96 transcriptome. The companion analysis tool sleuth was used to identify DEGs (*29*). Sleuth estimates technical gene variance among individual samples using transcript abundance and results from kallisto bootstrapping analysis. We used sleuth to fit two models to the data, a full model in which the condition (overexpression of FST, LIN28B, or both) is accounted for, and a reduced model in which condition is not used as an explanatory variable for variance. We then performed a likelihood ratio test to identify genes for which the condition can account for variance. Last, we performed multiple Wald tests, comparing each condition to the control condition, which outputs a directional effect size for each individual gene. The natural log of effect size, termed the β value, is related but not equivalent to fold change, as it connotes the same ranking and directionality. Wald tests were used to produce a list represented graphically using sleuth along with pheatmap and ggplot2 packages in R (version 4.0.3). Gene identifier conversion, gene annotation, and enrichment analysis were conducted using Metascape (*39*).

### Quantification of organoid formation efficiency, organoid diameter, and percentage of GFP^+^ organoids

Low-power bright-field and fluorescent images of organoid cultures were captured with an Axiovert 200 microscope using 5× and 10× objectives (Carl Zeiss Microscopy). The organoid formation efficiency and the diameter of organoids were measured as previously described (*16*), and the average value per animal was reported. To establish the percentage of GFP^+^ organoids per culture, the total number of organoids and the number of GFP^+^ organoids were established by counting manually. For each genotype and treatment, three independent organoid cultures from three different animals were established and analyzed. At a minimum, two independent experiments were conducted and analyzed.

### Immunohistochemistry

Organoids/cochlear explants were fixed in 4% paraformaldehyde for 30 min, permeabilized and blocked with 0.25% Triton X-100/10% fetal bovine serum, and immunostained as previously described (*16*). Used antibodies are listed in table S8.

### Cell proliferation

For in vitro experiments, EdU (Thermo Fisher Scientific, no. C10338) was added to culture medium at a final concentration of 3 μM. For in vivo experiments, EdU was injected daily intraperitoneal at 25 mg/kg starting at stage P2 until tissue harvest. After cell/tissue harvest and processing for immunohistochemistry, EdU incorporation was detected using the Click-iTPlus EdU Cell Proliferation Kit (Thermo Fisher Scientific, no. C10638) following the manufacturer’s recommendations.

### Cell counts

High-power confocal single-plane and *z*-stack images of fluorescently immunolabeled organoids and explants were taken with 40× objective using LSM 700 confocal microscope (Zeiss Microscopy). To quantify cells in organoid cultures/cochlear explants, three independent fields were randomly selected and analyzed and the average value per animal was reported. A minimum of two independent experiments were conducted in which, at a minimum, three organoid cultures/cochlear explants per genotype and treatment were analyzed and reported.

### Immunoblotting

Organoids were lyzed with radioimmunoprecipitation assay buffer supplemented with protease inhibitor and phosphatase inhibitors and immunoblots conducted as previously described (*16*, *20*). The resulting chemiluminescence was captured using x-ray films. The antibodies used are listed in table S9. ImageJ (https://imagej.nih.gov/ij/) was used to quantify the protein levels by measuring the relative density of bands.

### Statistical analysis

All results were confirmed by at least two independent experiments. The sample size (*n*) represents the number of animals analyzed per group. Animals (biological replicates) were allocated into control or experimental groups on the basis of genotype and/or type of treatment. To avoid bias, masking was used during data analysis. Data were analyzed using Graphpad Prism 8.0. Relevant information for each experiment including sample size, statistical tests, and reported *P* values are found in the legend corresponding to each figure. In all cases, *P* < 0.05 was considered significant, and error bars represent SD. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

## Notes

View/request a protocol for this paper from *Bio-protocol*.

# Supplementary material for: Follistatin promotes LIN28B-mediated supporting cell reprogramming and hair cell regeneration in the murine cochlea
**Source:** Sci Adv. 2022 Feb 11;8(6):eabj7651. doi: 10.1126/sciadv.abj7651
**Supplement:** Supplementary file 1 — Figs. S1 to S10 Legends for tables S1 to S5 Tables S6 to S9

Supplementary Materials for
**Follistatin promotes LIN28B-mediated supporting cell reprogramming and
hair cell regeneration in the murine cochlea**

Xiao-Jun Li, Charles Morgan, Loyal A. Goff, Angelika Doetzlhofer*

Published 11 February 2022, *Sci. Adv.* **8**, eabj7651 (2022)
DOI: [10.1126/sciadv.abj7651](https://doi.org/10.1126/sciadv.abj7651)

The PDF file includes:

Figs. S1 to S10
Legends for tables S1 to S5
Tables S6 to S9

Other Supplementary Material for this manuscript includes the following:

Tables S1 to S5

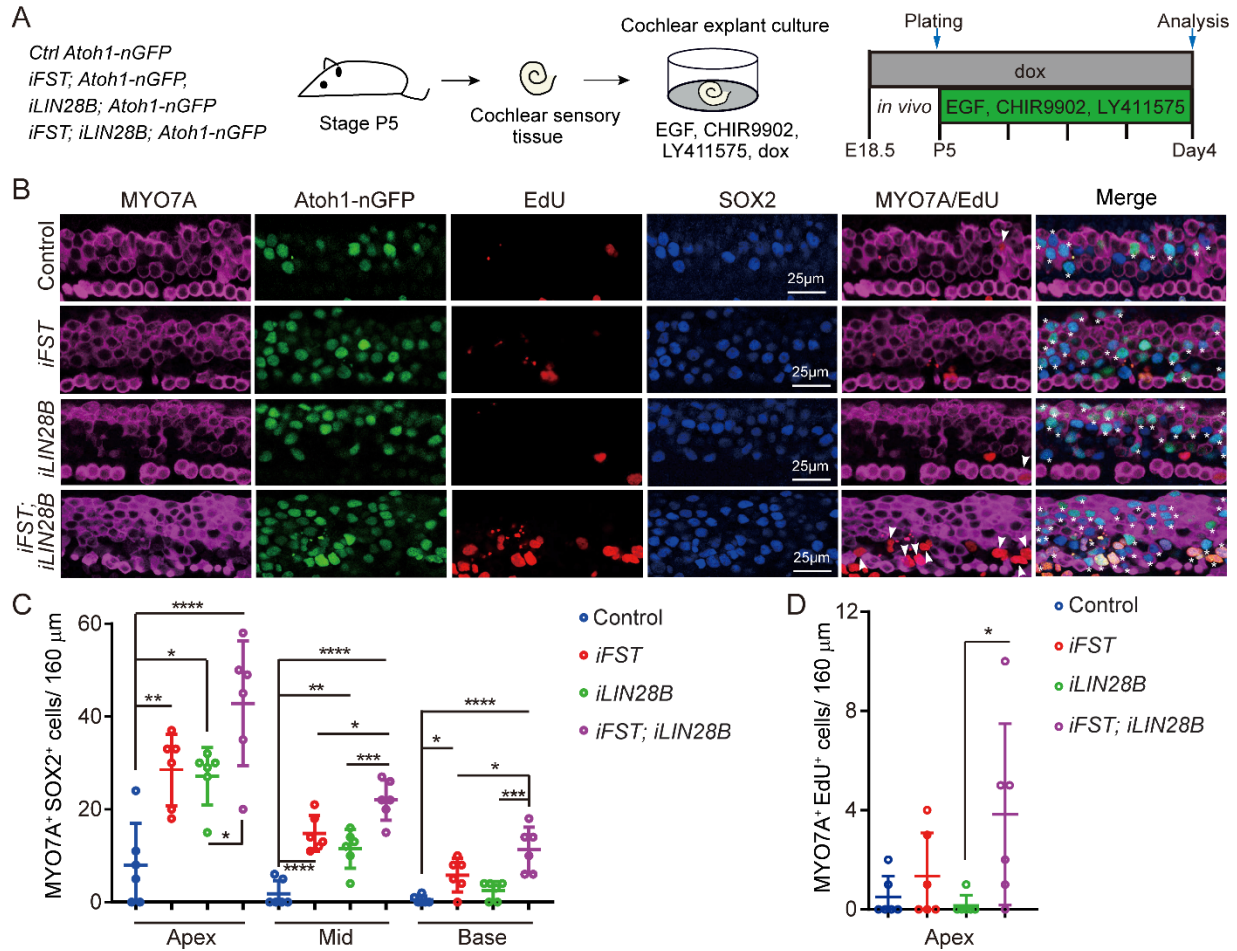

Fig. S1. FST and LIN28B co-activation enhances HC production in response to Wnt over-activation and Notch inhibition in stage P5 cochlear explants. (A) Experimental scheme. Pregnant dams received doxycycline (dox) containing feed starting at E18.5. Cochlear sensory tissue from *Atoh1-nGFP* control, *Atoh1-nGFP*; *iFST*, *Atoh1-nGFP*; *iLIN28B* and *Atoh1-nGFP*; *iFST*; *iLIN28B* transgenic mice was harvested at stage P5 and cultured in the presence of EGF (5 ng/mL), CHIR99021 (3 μM), LY411575 (5 μM), EdU (3 μM) and dox (10 μg/mL) for 4 days. Please note that *Atoh1-nGFP* reporter expression (green) is low in existing HCs but high in nascent HCs. (B) Confocal images of the HC layer of control (Ctrl, blue), FST (*iFST*, red), LIN28B (*iLIN28B*, green) and FST+LIN28B (*iFST*; *iLIN28B*, magenta) overexpressing cochlear explants. Shown are representative images of the sensory epithelia at the cochlear mid-apex. MYO7A immuno-staining (magenta) marks both existing and newly formed HCs. Co-labeling of MYO7A and SOX2 (blue) marks newly formed HCs (white asterisks). EdU (red) labels cells that proliferated in culture. White arrowheads mark HCs that formed by a mitotic mechanism. (C) Quantification of the number of new HCs (MYO7A⁺ SOX2⁺) that formed in the cochlear apex, mid and base. (D) Quantification of the number of HCs produced by a mitotic mechanism (MYO7A⁺ EdU⁺) in the cochlear apex. Graphed are average values for each animal and the mean ± SD, n=6 animals per group, two independent experiments, one-way ANOVA with Tukey's correction was used to calculate *P* values. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

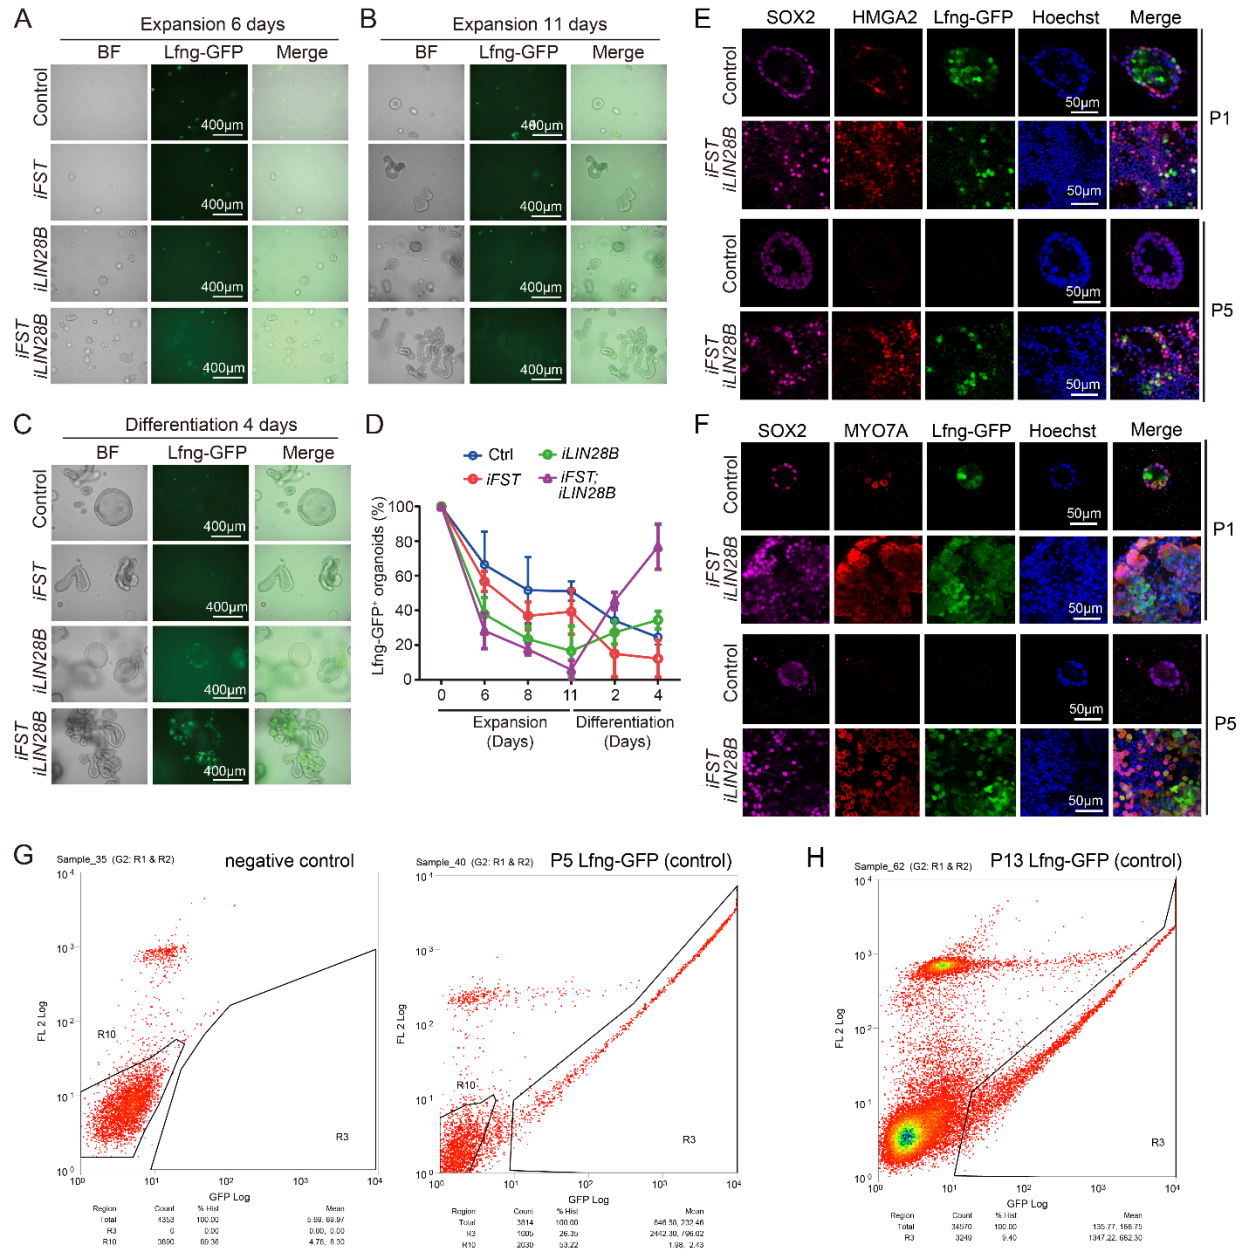

Fig. S2. FST and LIN28B co-activation promotes organoid expansion and HC formation in organoid cultures established with cochlear SCs. Organoid cultures were established with FACS purified Lfng-GFP⁺ cochlear SCs from stage P5 control, *iFST*, *iLIN28B* and *iFST; iLIN28B* transgenic mice. (A-C) Bright field (BF) and green fluorescence (Lfng-GFP) images of control, FST (*iFST*), LIN28B (*iLIN28B*), and FST+LIN28B (*iFST; iLIN28B*) overexpressing organoid cultures after 6 (A) and 11 days of expansion (B) and 4 days of differentiation (C). (D) Percentage of Lfng-GFP⁺ organoids after 6, 8, 11 days of expansion and 2 and 4 days of differentiation (n=3, for all the other groups). (E-F) Organoids established with Lfng-GFP⁺ SCs isolated from control and *iFST; iLIN28B* transgenic mice stages P1 and P5 were expanded for 11 days and after 4 days of differentiation immuno-stained for SOX2 (magenta) and HMGA2 (red) (E) or SOX2 (magenta) and MYO7A (red) (F). Please note that some newly formed HCs co-express Lfng-GFP (green).

(G, H) Representative FACS plots and applied gates for isolation of Lfng-GFP⁺ cells. Cells were stained with propidium iodide (red) to visualize dead cells. Lfng-GFP⁺ cells were collected using gate R3. **(G)** FACS plots of non-transgenic (negative control) and Lfng-GFP transgenic cochlear epithelial cells stage P5. **(H)** FACS plot of Lfng-GFP transgenic cochlear cells stage P13.

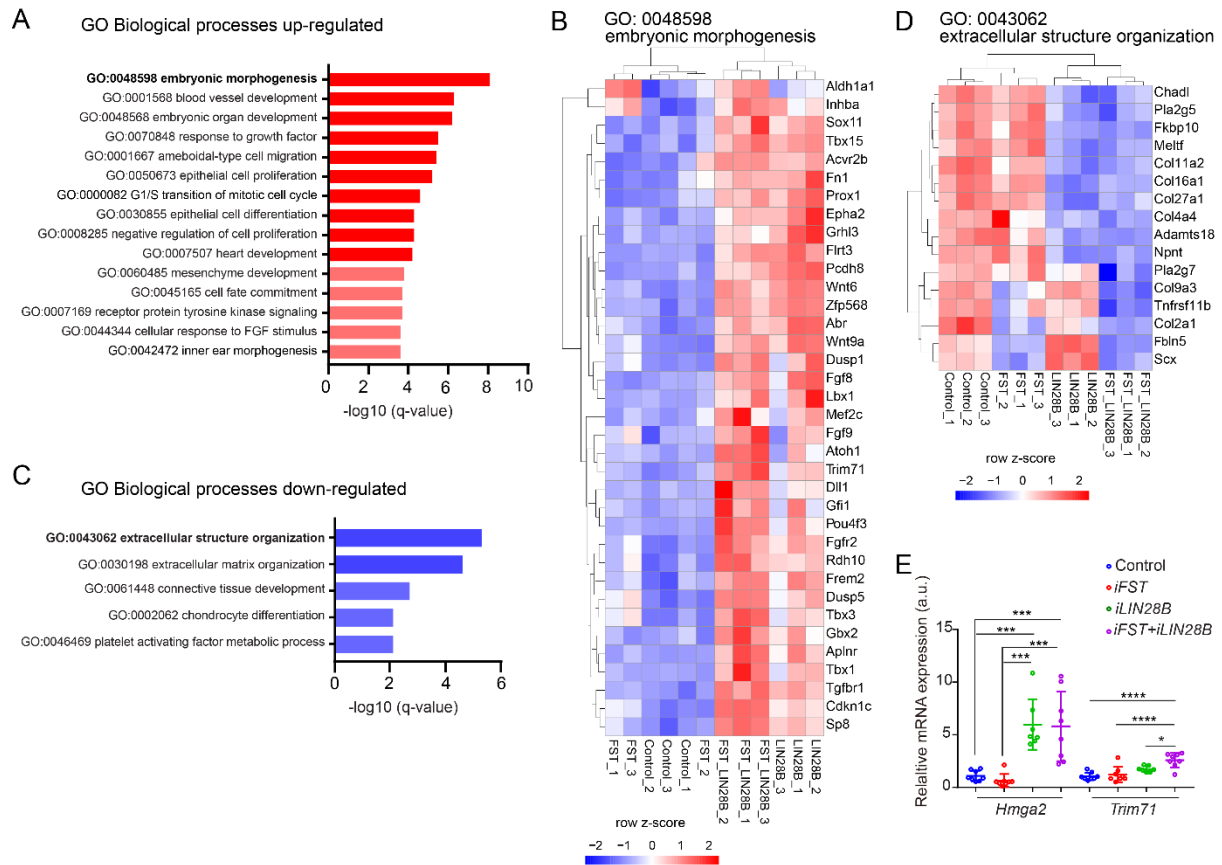

Fig. S3. FST and LIN28B co-activation differentially regulates genes associated with embryogenic morphogenesis and connective tissue organization. RNA-sequencing was used to analyze gene expression in P5 control, LIN28B, FST and FST+LIN28B overexpressing organoids after 7 days of expansion. **(A-D)** To identify biological processes regulated by co-activation of FST and LIN28B, gene ontology (GO) enrichment analysis was performed on significantly upregulated or down-regulated genes (FST+LIN28B vs. control). **(A)** Biological processes associated with upregulated genes ranked by adjusted p-value (q-value). Shown are the top 15. **(B)** Heat map of row z-scores computed for genes function in embryonic morphogenesis (top scoring biological process for upregulated genes). Each column in the heat map represents an individual sample. Row z-score ranging from blue to red (down to upregulated). **(C)** Biological processes associated with downregulated genes ranked by adjusted p-value (q-value). **(D)** Heat map of row z-scores computed for genes function in extracellular structure organization (top scoring biological process for downregulated genes). Each column in the heat map represents an individual sample. Row z-score ranging from blue to red (down to upregulated). **(E)** RT-PCR of pro-sensory-specific genes (*Hmga2* and *Trim71*) shows differential expression in control, *iFST*, *iLIN28B* and *iFST*; *iLIN28B* organoids after 7 days of expansion (n=7). Individual data points in (E) represent the average values per animal. n=animals analyzed per group. One-way ANOVA with Tukey's correction was used to calculate *P* values. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

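Of 36 embryonic morphogenesis genes in table S4, 17 rose in FST+LIN28B against control and none fell. Adjusted over the list alone, all 36 rose (median 1.83, camera adjusted p = 1.21e-44). Aplnr, the apelin receptor gene of heart and vessel development, rose by 4.35 (SE 0.56, edgeR adjusted p = 0.0015), Pcdh8, a protocadherin gene of the early mesoderm, by 1.84 (SE 0.17, 2.9e-04) and the T-box gene Tbx15 by 2.19 (SE 0.33, 0.0038). In LIN28B 18 of the 36 rose and none fell (31 rose over the list alone, median 1.59, camera adjusted p = 3.0e-28). Pcdh8 rose by 2.87 (SE 0.18) and the epithelial factor gene Grhl3 by 3.05. In FST none passed (median 0.28, camera adjusted p = 5.54e-05, adjusted p = 0.434 with an estimated correlation). FST+LIN28B against LIN28B gave none either (median 0.27, camera adjusted p = 7.56e-04, adjusted p = 0.469 with an estimated correlation and 0.419 without LIN28B replicate 3). The study chose the list on these samples, so its direction is not independent evidence. This holds for each comparison with the FST+LIN28B or the control libraries. In FST+LIN28B, Aplnr lost its call without control replicate 2 or 3 (adjusted p to 0.0133), and Tbx15 without control replicate 1, 2 or 3 or FST+LIN28B replicate 1 or 3 (to 0.0222). In LIN28B, Grhl3 lost its call without control replicate 2 or 3 (to 0.0130).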

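Of 16 extracellular structure genes in table S5, 13 fell in FST+LIN28B against control and none rose. Adjusted over the list alone, all 16 fell (median −1.47, camera adjusted p = 1.81e-28). Fbln5, which encodes the elastic fiber protein fibulin-5, fell by 2.13 (SE 0.28, edgeR adjusted p = 0.0017), from 2.03 (SD 0.288) to 0.464 (SD 0.130) CPM. The melanotransferrin gene Meltf fell by 1.76 (SE 0.28, 0.0052) and the metalloprotease gene Adamts18 by 1.71 (SE 0.24, 0.0022). In LIN28B 10 of the 16 fell (11 fell and 1 rose over the list alone, median −1.02, camera adjusted p = 1.22e-09), with Meltf at −1.98 (SE 0.28) and the phospholipase gene Pla2g5 at −2.04. In FST Col2a1 alone fell (5 over the list alone, median −0.18, camera adjusted p = 1.12e-11, adjusted p = 0.0856 with an estimated correlation). Against LIN28B, Fbln5 (−2.80, SE 0.28), Scx and Col9a3 were lower in FST+LIN28B (camera adjusted p = 3.54e-04, adjusted p = 0.207 with an estimated correlation). As the study chose these genes on the same samples, the list is not independent evidence of its direction. This holds for each comparison with the FST+LIN28B or the control libraries. In FST+LIN28B against control, Fbln5 lost its call without control replicate 2 (adjusted p = 0.0116), Adamts18 without control replicate 2 or 3 or FST+LIN28B replicate 1 or 3 (to 0.0143), and Meltf without those, FST+LIN28B replicate 2 or LIN28B replicate 1 (to 0.0338). In LIN28B, Meltf lost its call without control replicate 2 or 3 or LIN28B replicate 1 (to 0.0115), and Pla2g5 without control replicate 1, 2 or 3, FST replicate 1, LIN28B replicate 1 or 2 or FST+LIN28B replicate 1 (to 0.0496).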

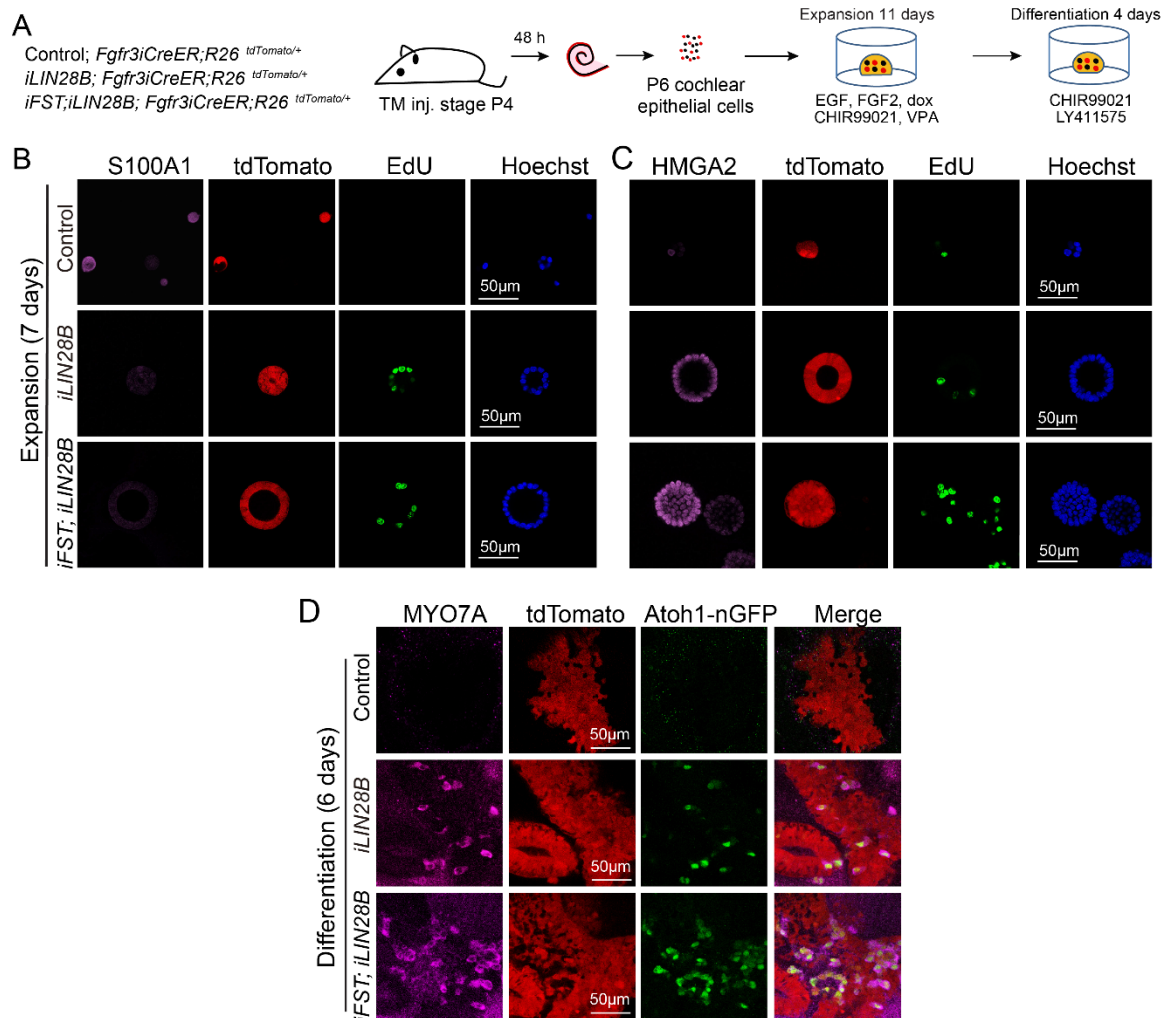

Fig. S4. Cochlear SCs dedifferentiate and produce HCs in organoid culture in response to LIN28B or FST and LIN28B overexpression. (A) Experimental scheme. Cochlear organoid cultures were established with cochlear sensory epithelial cells from stage P6 *iLIN28B* and *iFST*; *iLIN28B* transgenic mice and their control littermates. All mice also carried *Fgfr3iCreER*; *R26^{tdTomato}* transgenes to allow for lineage tracing. To permanently induce tdTomato expression in Deiter's cells and pillar cells, mice were injected with 4-OH-tamoxifen (TM) at stage P4. (A-D) High-power images of control, LIN28B (*iLIN28B*) and FST+LIN28B (*iFST*; *iLIN28B*) overexpressing organoid cultures after 7 days of expansion. EdU was added to expansion medium 1 hour before organoid harvest. EdU (green) labels cells undergoing DNA replication. (B) S100A1 (magenta) is downregulated in tdTomato⁺ Deiter's cells and pillar cells in response to LIN28B or FST+LIN28B overexpression. (C) HMGA2 (magenta) is upregulated in tdTomato⁺ Deiter's cells and pillar cells in response to LIN28B or FST+LIN28B overexpression. (D) Confocal images of control, LIN28B (*iLIN28B*) and FST+LIN28B (*iFST*; *iLIN28B*) overexpressing organoids after 6 days of differentiation. Atoh1-nGFP (green) and MYO7A (magenta) labels new HCs, tdTomato (red) expression labels former Deiter's cells and pillar cells.

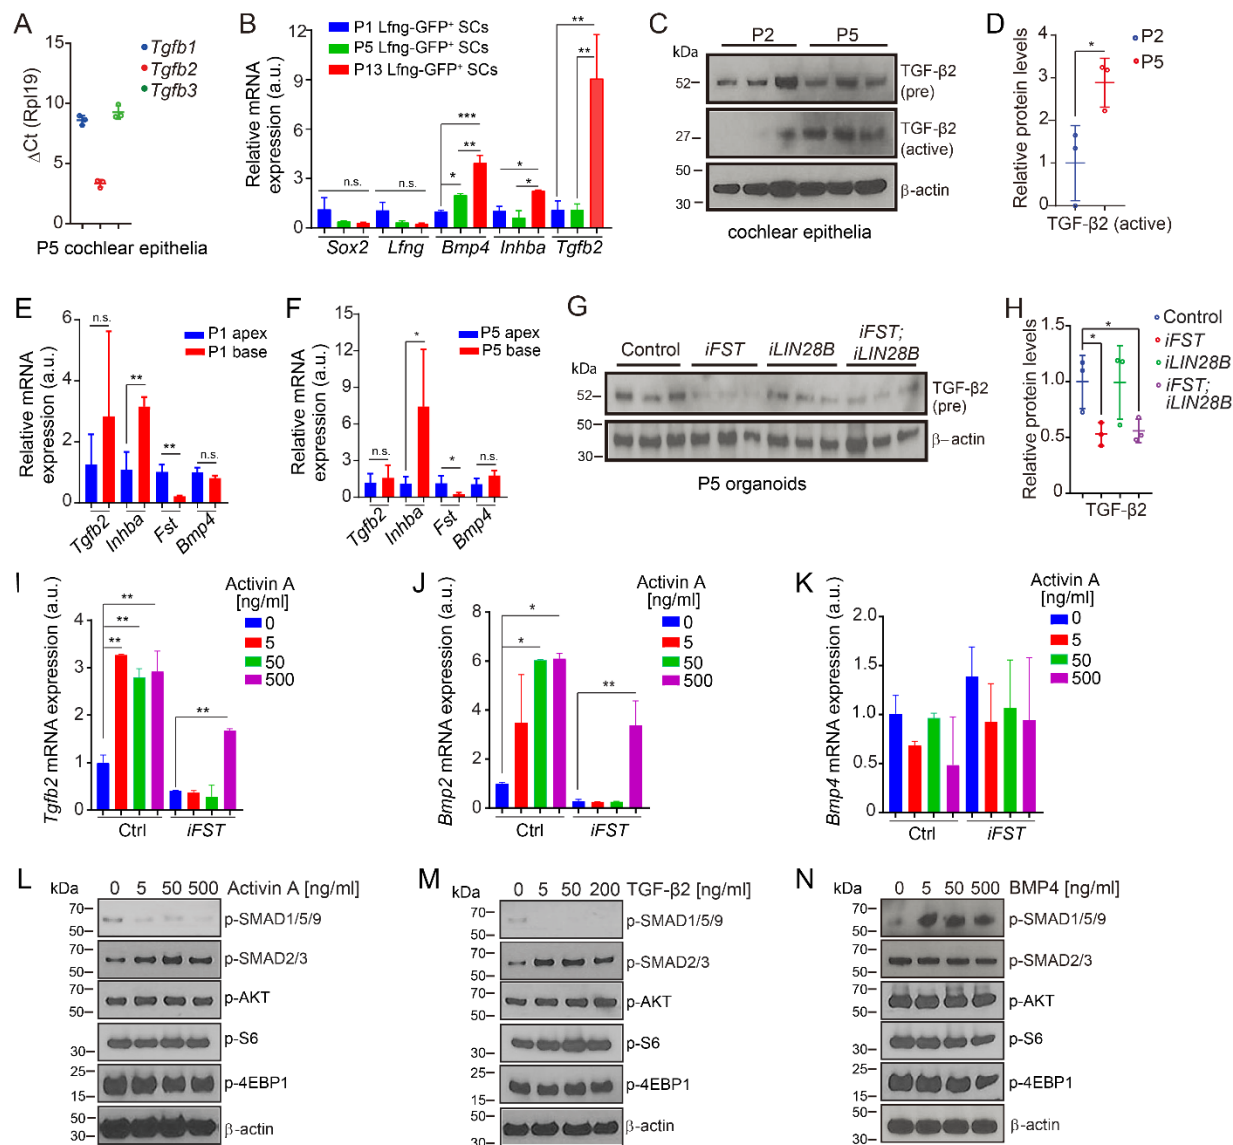

Fig. S5. FST represses Activin A-induced upregulation of *Tgfb2* and *Bmp2* expression. (A) RT-PCR was used to analyze *Tgfb1* (blue), *Tgfb2* (red) and *Tgfb3* (green) mRNA expression in cochlear sensory epithelia acutely isolated from P5 WT mice. Plotted are the differences in cycle threshold (ΔCt) compared to the reference gene *Rpl19* (n=3 animals per group). (B) RT-PCR was used to analyze *Sox2*, *Lfng*, *Bmp4*, *Inhba*, *Tgfb2* mRNA expression in Lfng-GFP⁺ cochlear SCs that were FACS purified from P1 (blue), P5 (green) and P13 (red) Lfng-GFP transgenic mice (n=3 animals per group). (C) Immunoblots. TGF- β 2 and β -actin protein levels were analyzed in protein lysates from acutely isolated cochlear sensory epithelia from P2 and P5 WT mice. (D) Normalized TGF- β 2 protein level (active form) in B (n=3, from one representative experiment, two independent experiments). (E-F) Sensory epithelia from the apical and basal half of cochleae were isolated from P1 (E) and P5 (F) WT mice. RT-qPCR was used to compare *Tgfb2*, *Inhba*, *Fst* and *Bmp4* mRNA expression between apex (blue bars) and base (red bars) (n=3 animals per group) (G) Immunoblots of TGF- β 2 and β -actin using protein lysates from organoids after 7 days of expansion. (H) Normalized TGF- β 2 protein level shown in (G). (I-K) RT-qPCR analyzing *Tgfb2*,

Bmp2 and *Bmp4* after 8 days of expansion, Activin A was treated for 4 days from 4 days of expansion. (L-N) Organoid cultures established from stage P2 WT animals, cultured for 7 days in expansion media, were treated overnight w/o Activin A (L), TGF- β 2 (M), BMP4 (N) after which organoids were harvested and protein levels of p-SMAD1/5/9, p-SMAD2/3, p-AKT, p-S6, p-4EBP1, and β -actin were analyzed using immunoblots. One-way ANOVA with Tukey's correction was used to calculate *P* values. *P < 0.05, **P < 0.01, ***P < 0.001.

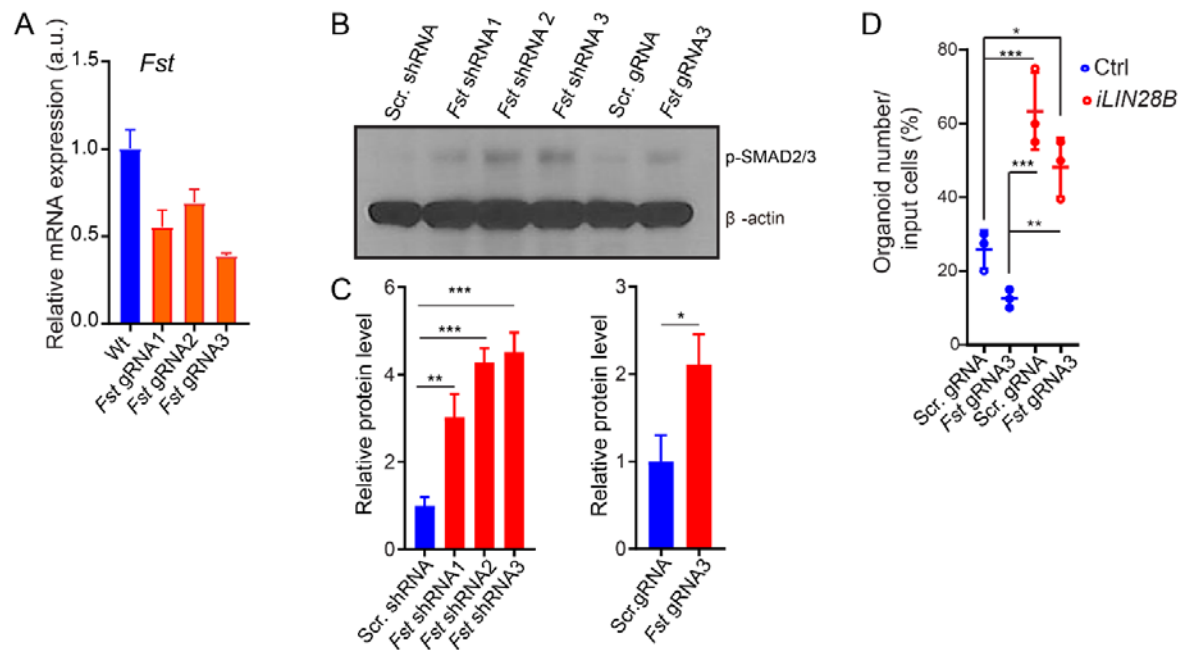

Fig. S6. (A-C) P19 cells were infected with lentivirus expressing Cas9 and guide *Fst*-specific guide (g) RNA constructs or *Fst*-specific shRNA constructs. As negative control, scramble (scr.) gRNA or scr. shRNA was used. Uninfected control and lentivirus-infected cells were harvested at 48 hours post infection and processed for RNA (A) or protein extraction (B). **(A)** RT-qPCR of endogenous mouse *Fst* mRNA expression following infection with *Fst*-specific guide (g) RNA constructs. **(B)** p-SMAD2/3 levels following infection with *scr.-shRNA*, *Fst-shRNA1*, *Fst-shRNA2*, *Fst-shRNA3*, *Scr.-gRNA* and *Fst-gRNA3* lentivirus. Expression of β-actin was used to normalize protein levels. **(C)** Quantification of p-SMAD2/3 protein levels in (B). Two-tailed, unpaired *t* test was used to calculate *P* values (*n*=3 biological replicates). **(D)** Organoid forming efficiency in stage P5 LIN28B overexpressing (*iLIN28B*) and control (ctrl) organoids infected with *Scr. gRNA* and *Fst-gRNA3* lentivirus at 11 days of expansion (*n*=3 mice per group, two independent experiment). Two-way ANOVA with Tukey's correction was used to calculate *P* values. *P < 0.05, **P < 0.01, ***P < 0.001.

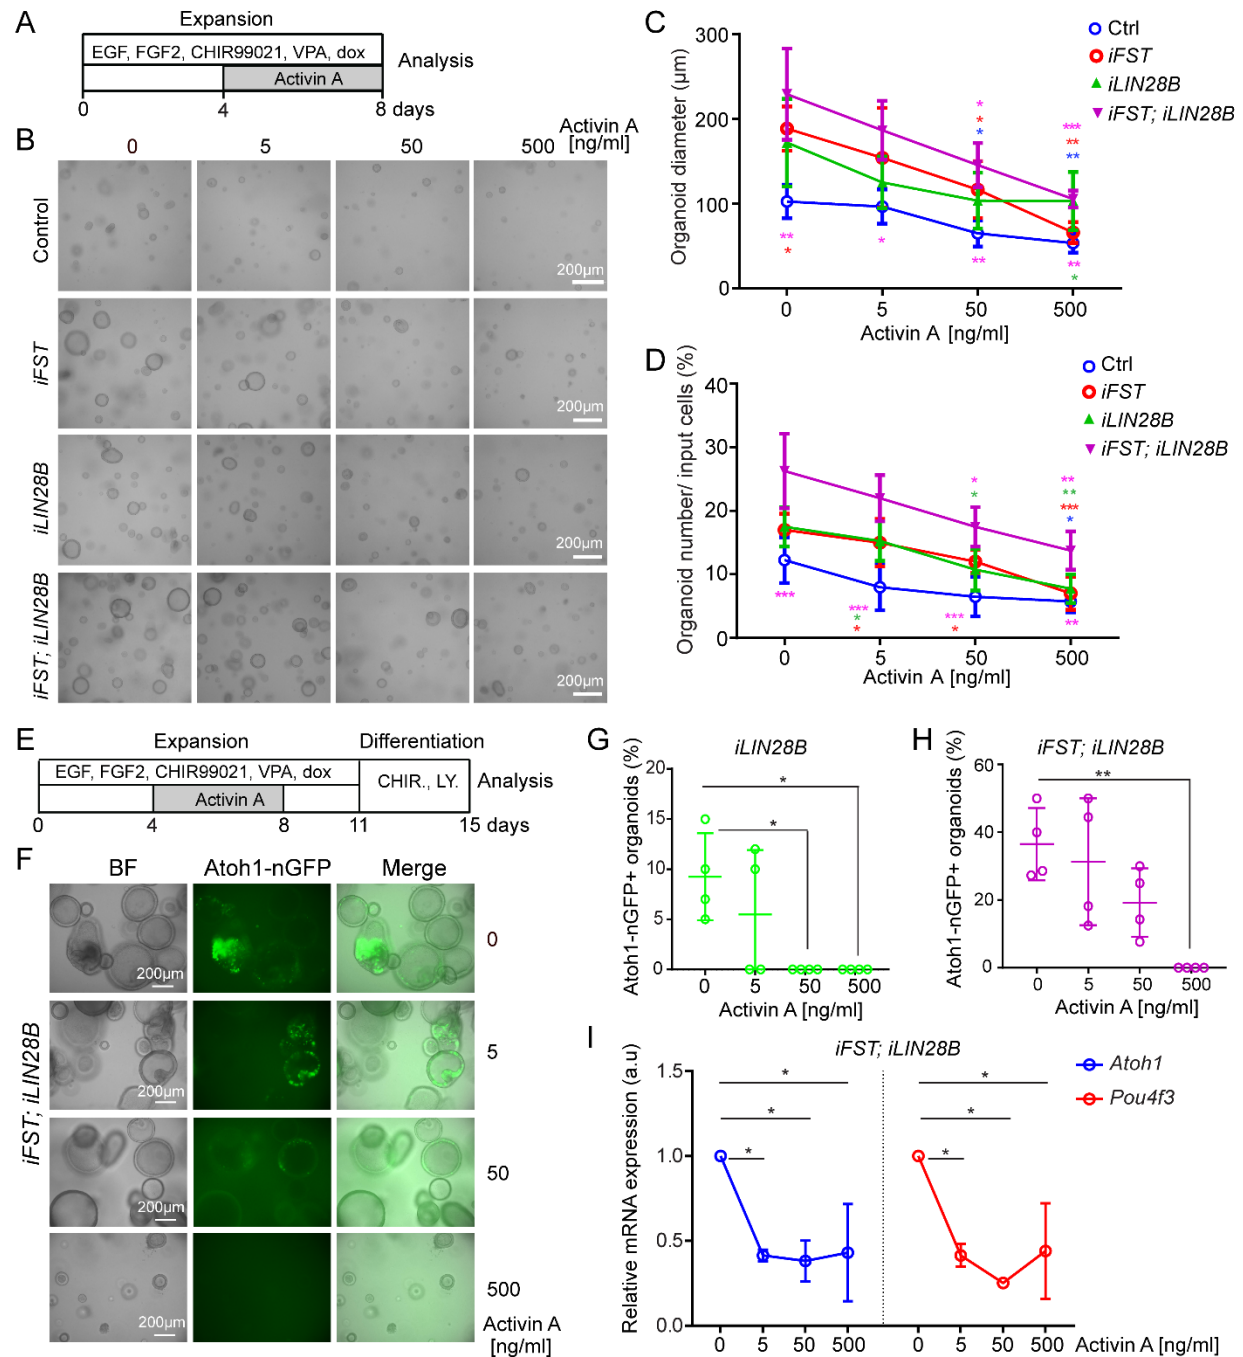

Fig. S7. Activin A inhibits HC formation in cochlear organoids. Organoid cultures were established with cochlear sensory epithelial cells from stage P5 control, *iFST*, *iLIN28B* and *iFST; iLIN28B* transgenic mice. To reactivate FST and or LIN28B expression expansion media contained doxycycline (dox). To be able to detect nascent HCs, mice were also transgenic for *Atoh1-nGFP*. **Exogenous Activin A inhibits organoid formation and growth.** (A) Experimental scheme. (B) Low-power BF images of Activin A treated and untreated organoids after 8 days of expansion. (C) Organoid diameter in (B) (n=4, from one representative experiment, three independent experiments). (D) Organoid forming efficiency in (B) (n=4, from one representative experiment, three independent experiments). **Activin A inhibits HC production in LIN28B or**

LIN28B+FST overexpressing organoids. (E) Experimental scheme. (F) High-power BF and green fluorescent (Atoh1-nGFP) images of FST+LIN28B overexpressing organoids after 4 days of differentiation. (G) Percentage of Atoh1-nGFP+ organoids in Activin A-treated and untreated LIN28B overexpressing organoid cultures (n= 4, from one representative experiment, three independent experiments). (H) Percentage of Atoh1-nGFP+ organoids in Activin A treated and untreated FST+LIN28B overexpressing organoid cultures shown in (F) (n= 3 for untreated control, n=4 Activin A treated group, from one representative experiment, three independent experiments). (I) RT-PCR analyzing *Atoh1* (blue) and *Pou4f3* (red) mRNA induction in Activin A treated and untreated FST+LIN28B overexpressing organoids in (F) (n= 3, from one representative experiment, three independent experiments). One-way ANOVA with Tukey's correction was used to calculate *P* values in (C, D, G, H). Two-tailed, unpaired *t* test was used to calculate *P* values in (I). *P < 0.05, **P < 0.01, ***P < 0.001.

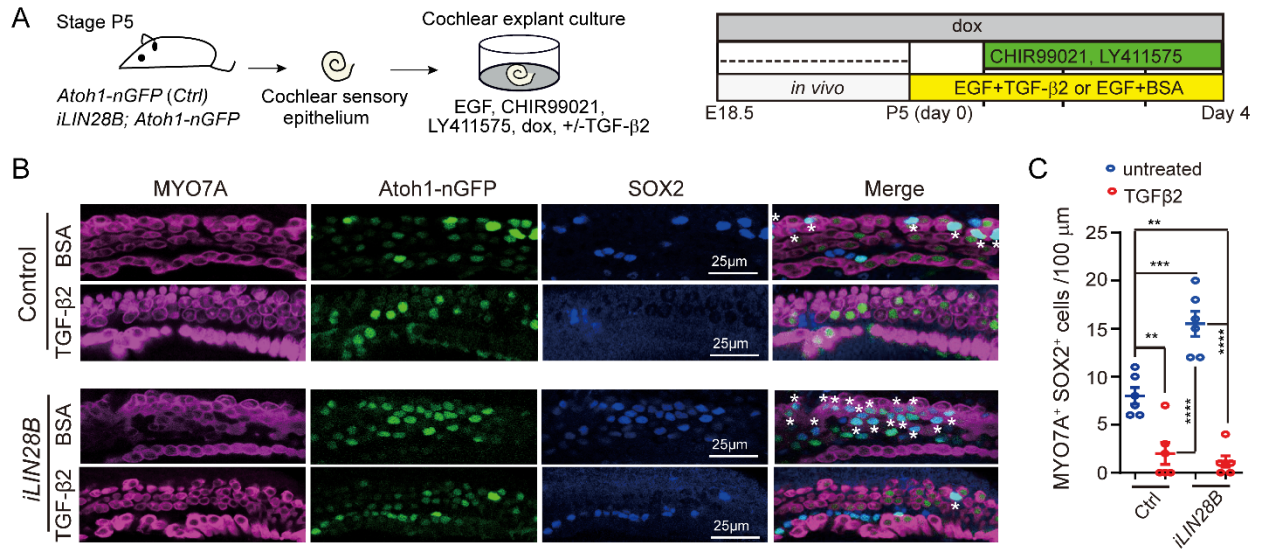

Fig. S8. TGF- β 2 inhibits HC production in response to Notch inhibition and Wnt activation in stage P5 cochlear explants. (A) Experimental strategy. Pregnant dams were fed doxycycline (dox) containing feed starting at E18.5. Cochlear tissue from *Atoh1-nGFP* control and *Atoh1-nGFP; iLIN28B* transgenic mice was harvested at stage P5 and cultured in the presence of dox (10 μ g/mL), EGF (5 ng/mL) and TGF- β 2 (5 ng/mL) or BSA (vehicle control) for 4 days. Wnt activator CHIR99021 (3 μ M) and Notch inhibitor LY411575 (5 μ M) were added one day after plating. Please note that *Atoh1-nGFP* reporter expression (green) is low in pre-existing HCs but high in nascent HCs. (B) High-power single plane confocal images of the HC layer of control (Ctrl, blue) and LIN28B (*iLIN28B*, red) overexpressing cochlear explants. Shown are representative images of the cochlear mid-apex. MYO7A staining (magenta) marks both pre-existing and newly formed HCs. Co-labeling of MYO7A with SOX2 (blue) marks newly formed HCs (white asterisks). (C) Quantification of newly formed HCs (MYO7A⁺ SOX2⁺) in (B). Graphed are average values for each animal and the mean $\pm$ SD, n=6 animals per group, two independent experiments, two-way ANOVA with Tukey's correction was used to calculate *P* values. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

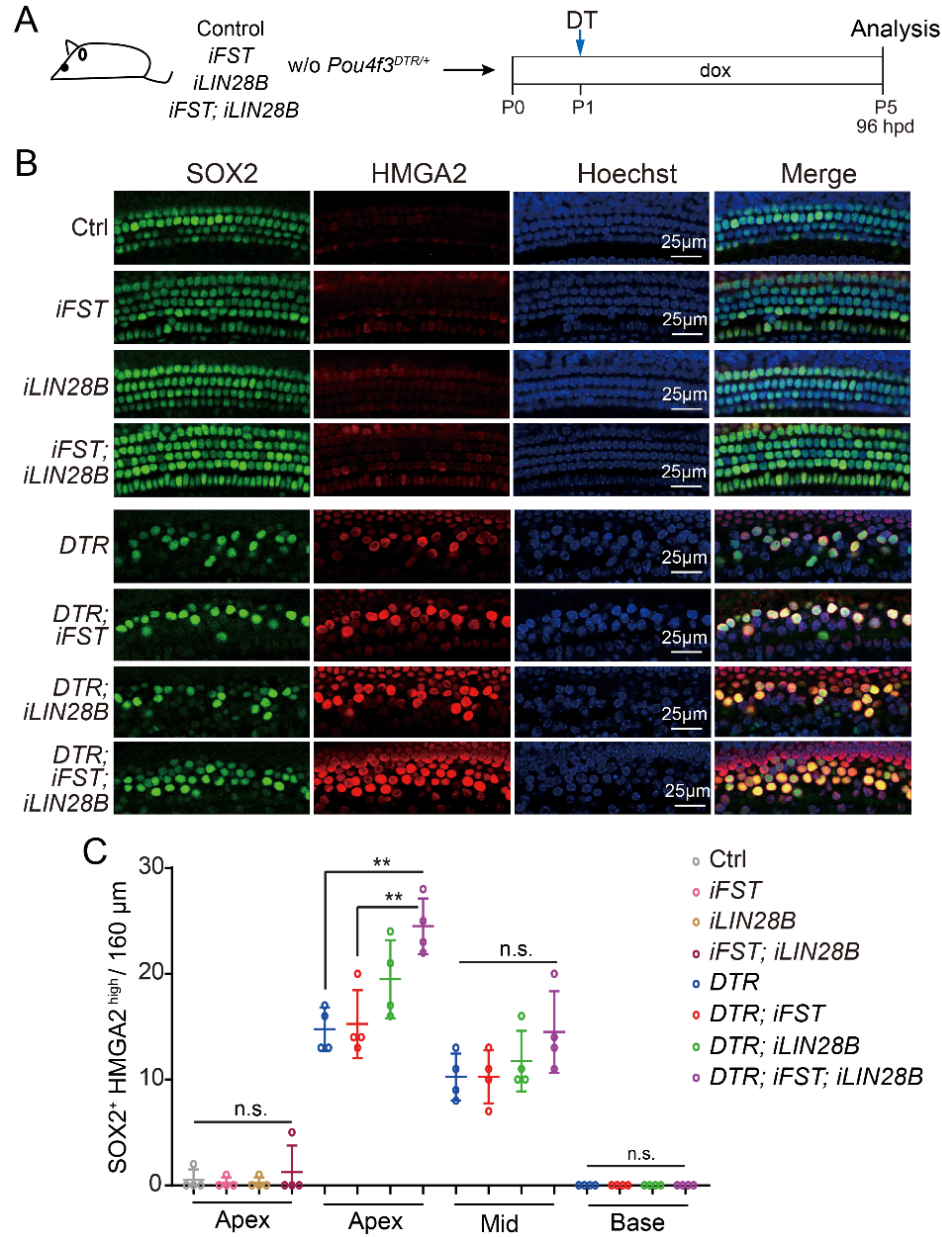

Fig. S9. Co-activation of FST and LIN28B enhances HMGA2 induction in SCs following HC damage. (A) Experimental scheme. Control (Ctrl), *iFST*, *iLIN28B* and *iFST; iLIN28B* transgenic mice w/o *Pou4f3*^{DTR/+} transgene received dox starting at P0 and a single injection of diphtheria toxin (DT) at stage P1. (B) High-power single plane confocal images showing SOX2 (green) and HMGA2 (red) expression in intact control (Ctrl), FST (*iFST*), LIN28B (*iLIN28B*) and FST+LIN28B (*iFST; iLIN28B*) overexpressing cochlear sensory epithelia and HC damaged control (DTR), FST (*DTR; iFST*), LIN28B (*DTR; iLIN28B*) and FST+LIN28B (*DTR; iFST; iLIN28B*) overexpressing cochlear sensory epithelia 96 hours post DT injection (hpd). (C) Quantification of SOX2⁺ HMGA2^{high} cells in acutely isolated cochlear sensory tissue 96 hpd. Graphed are average values for each animal and the mean ± SD, n=3 in undamaged group and n=4 in HC damaged group, one-way ANOVA with Tukey's correction was used to calculate *P* values in (C). *P < 0.05, **P < 0.01.

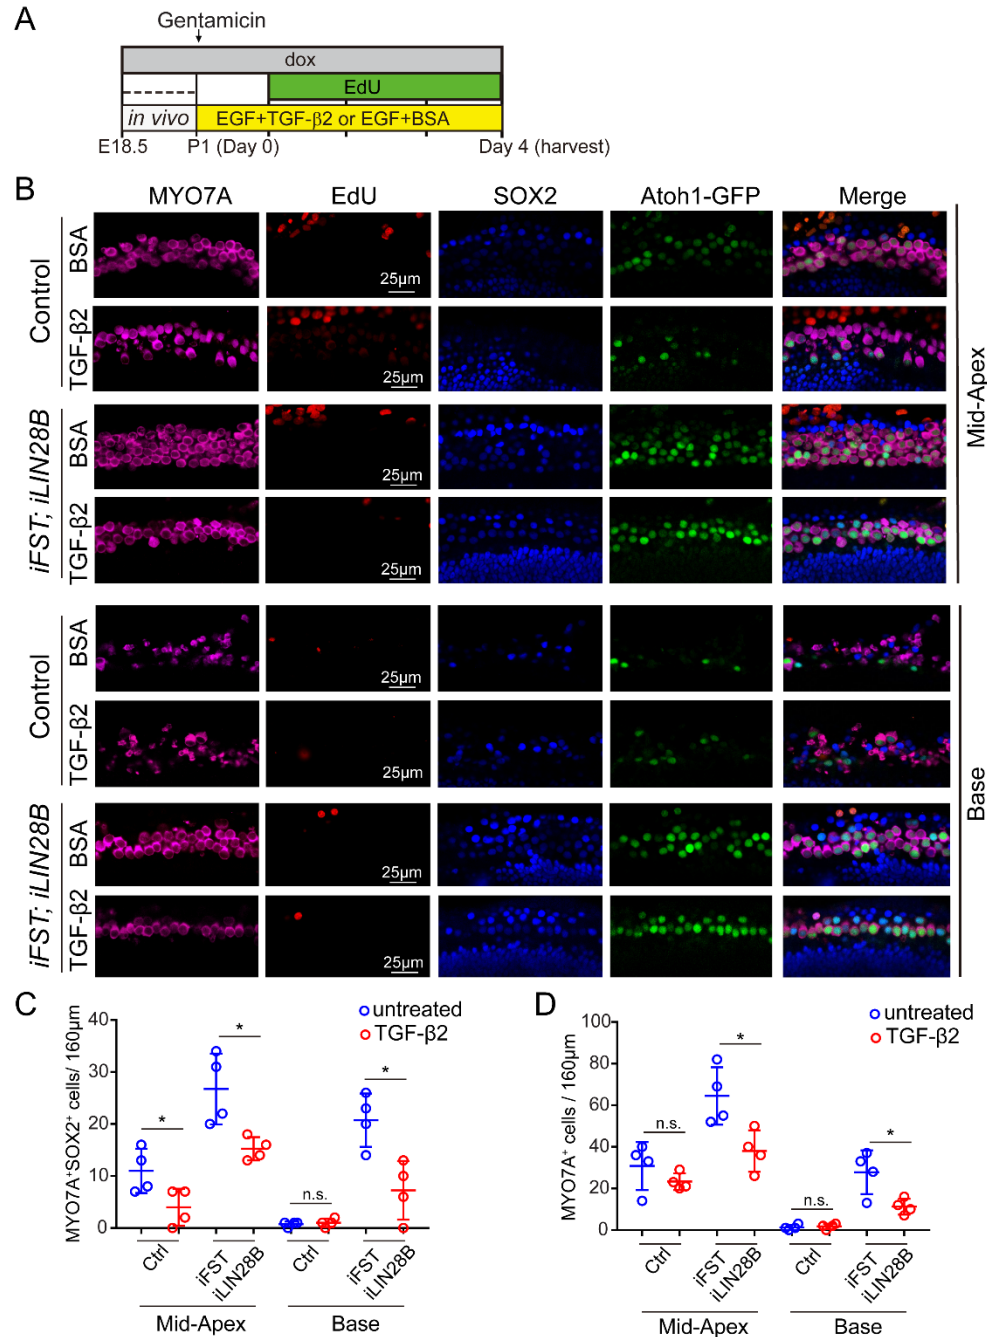

Fig. S10. TGF-β2 inhibits spontaneous HC regeneration in stage P1 cochlear explants. (A) Experimental strategy. Pregnant dams received doxycycline (dox) containing feed starting at E18.5. The cochlear sensory tissue from *Atoh1-nGFP* control and *Atoh1-nGFP; iFST; iLIN28B* transgenic mice was harvested at stage P1 and cultured in the presence of dox (10 μg/mL), EGF (5 ng/mL) and TGF-β2 (5 ng/mL) or BSA (vehicle control TGF-β2) for 4 days. To ablate HCs, cochlear explants received gentamicin (100 μg/mL) at plating. After 20 h the gentamicin-containing media was replaced and EdU was added to mark dividing cells. (B) High-power single plane confocal images of control and FST+LIN28B (*iFST; iLIN28B*, red) overexpressing cochlear sensory epithelia stained for MYO7A (magenta), EdU (red) and SOX2 (blue). MYO7A and Atoh1-

nGFP (green) marks new and existing HCs. MYO7A and SOX2 mark new HCs. **(C)** Quantification of newly formed HCs (MYO7A⁺SOX2⁺) in (B). **(D)** Quantification of the total number of HCs (MYO7A⁺) in (B). Graphed are average values for each animal and the mean $\pm$ SD, n=4 animals per group, two independent experiments, Two-tailed, unpaired *t* tests was used to calculate *P* values. *P < 0.05.

Tables S1-S5 are provided as separate files in spreadsheet format

Table S1 Wald test Ctrl vs FST+LIN28B

Table S2 Wald test Ctrl vs LIN28B

Table S3 Wald test Ctrl vs FST

Table S4 GO analysis Ctrl vs FST+LIN28B upregulated

Table S5 GO analysis Ctrl vs FST+LIN28B downregulated

Mouse line	Genotyping primers	Product size
<i>Atoh1-GFP</i>	EGFP1: CGA AGG CTA CGT CCA GGA GCG CAC<br>EGFP2: GCA CGG GGC CGT CGC CGA TGG GGG TGT	TG= 300bp
<i>R26^{rtTA*M2}</i>	MTR: GCG AAG AGT TTG TCC TCA ACC<br>F: AAA GTC GCT CTG AGT TGT TAT<br>WTR: GGA GCG GGA GAA ATG GAT ATG	WT=650bp<br>MT=340bp
<i>Col1A1</i><br>(<i>LIN28B</i>)	ColA: GCA CAG CAT TGC GGA CAT GC<br>ColB: CCC TCC ATG TGT GAC CAA GG<br>ColC: GCA GAA GCG CGG CCG TCT GG	WT=300bp<br>TG=450bp
<i>iFST</i>	YA88: TTGCCTCCTGCTGCTGCTGC<br>YA123: TTTTCCCAGGTCCACAGTCCACG	TG=247bp
<i>Lfng-GFP</i>	EGFP1: CGA AGG CTA CGT CCA GGA GCG CAC<br>EGFP2: GCA CGG GGC CGT CGC CGA TGG GGG TGT	TG= 300bp
<i>Fgfr3iCreER</i>	iCre-F: GAG GAC TAC CTC CTG TAC C<br>iCre-R: TGC CCA GAG TCA TCC TTG G	TG:600bp
<i>R26^{tdTomato}</i>	WT-F: AAG GGA GCT GCA GTG GAG TA<br>WT-R: CCG AAA ATC TGT GGG AAG TC<br>MT--F: CTG TTC CTG TAC GGC ATG G<br>MT-R: GGA ATT AAA GCA GCG TAT CC	WT:300bp<br>MT:200bp
<i>Pou4f3^{DTR/+}</i>	Common: AAG AAG CAG GTG GGG GAG AG<br>Wild type Reverse: ATT GTT CTG GGC GAC ATG A<br>Mutant Reverse: CAG AAA GAG CTT CAG CAC CAC	Mutant: 290bp<br>WT:351bp

Table S6. List of genotyping primers.

**Gene**	**Forward Primer**	**Reveres Primer**
<i>Atoh1</i>	ATG CAC GGG CTG AAC CA	TCG TTG TTG AAG GAC GGG ATA
<i>Gfi1</i>	AGGAACGCAGCTTTGACTGT	TGAGATCCACCTTCCTCTGG
<i>Myo7a</i>	CCC CCT CTG AGA AGT TCG TTA	TGT GTC CGA GTT CCG TTG AC
<i>Pou4f3</i>	GCA CCA TCT GCA GGT TCG A	CCG GCT TGA GAG CGA TCA T
<i>Fst</i>	GAA AAC CTA CCG CAA CGA ATG	TCC GGC TGC TCT TTG CAT
<i>Hmga2</i>	CAG AAG AAA GCA GAG ACC ATT	TTG TTG TGG CCA TTT CCT AGG T
<i>Trim71</i>	ATC GGG AGT GTG AGC TGT TG	GGC GTG AAC ATA ATG CGG TC
<i>Lin28a</i>	TCC AAA GGA GAC AGG TGC TAC	TTG CAT TCC TTG GCA TGA TG
<i>Lin28b</i>	CAT GGC ACT GGC CAC TGT AA	ATC ATG GAG ATG AAT CCG AAT
<i>Sox2</i>	CCA GCG CAT GGA CAG CTA	GCT GCT CCT GCA TCA TGC T
<i>Lfn</i>	ACT GCA CCA TTG GCT ACA TTG	GGC CGC TCC GGA TGA
<i>Bmp2</i>	CTG TCC CCA GTG ACG AGT TTC	CCT GTA TCT GTT CCC GGA AGA
<i>Bmp4</i>	ACG TAG TCC CAA GCA TCA CC	ACT AGG GTC TGC ACA ATG GC
<i>Inhba</i>	GGG TAA AGT GGG GGA GAA CG	ACT TCT GCA CGC TCC ACT AC
<i>Tgfb1</i>	GAG CCC GAA GCG GAC TAC TAT	CAG CCA CTG CCG TAC AAC TCC
<i>Tgfb2</i>	GAG CGG AGC GAC GAG GAG T	ACA GCA GGG GCA GTG TAA ACT
<i>Tgfb3</i>	AGA GGG CCC TGG ACA CCA A	CTG GCC TCA GCT GCA CTT ACA C
<i>Mmp14</i>	CTG CCA TTG CCG CCA TGC AAA	TGG CGT GGC ACT CTC CCA TAC T
<i>Scx</i>	CTT CAC TGC GCT GCG CAC ACT	GCT CTC CGT GAC TCT TCA GTG
<i>Twist1</i>	GGA CAA GCT GAG CAA GAT TCA	CGG AGA AGG CGT AGC TGA G
<i>Zeb1</i>	GCA GTT ACA CCT TTG CAT ACA	GTC TTT GCT CTC TTC CTG ACT
<i>Zeb2</i>	TGA CAT GAC AGA CTC CGA TTC	TGC ATA CAT GCC ACT TTC TGT
<i>CFP</i>	CCA TGC CCG AAG GCT ACG	CTG CCG TCC TCG ATG TTG TG
<i>RFP</i>	GAAGCACCCCGCCGACATCC	GGC AGC TGC ACG GGC TTC TTG
<i>ZsGreen</i>	CCC TTC GCC GAG GAC ATC T	GGG GAA GTT CAC GCC GTA GA
<i>Rpl19</i>	GGT CTG GTT GGA TCC CAA	TGC CCG GGA ATG GAC AGT CA

Table S7. List of qPCR primers.

**Reagent type**	**Designation**	**Source**	**Identifiers**	**Additional information**
antibody	myosin VIIa<br>rabbit polyclonal	Proteus Biosciences	Cat.# 25-6790	1:500 dilution
antibody	S100A1<br>rabbit polyclonal	Abcam	Cat.# ab11428	1:500 dilution
antibody	SOX2<br>goat polyclonal	Santa Cruz	Cat.# sc-17320	1:500 dilution
antibody	HMG A2<br>rabbit monoclonal	Cell Signaling	Cat.# 8179	1:5000 dilution
antibody	donkey anti-rabbit<br>IgG (H+L) Alexa Fluor 546	ThermoFisher	Cat.# A10040	1:1000 dilution
antibody	donkey anti-rabbit IgG<br>(H+L) Alexa Fluor 647	ThermoFisher	Cat.# A-31573	1:1000 dilution
antibody	donkey anti-mouse IgG<br>(H+L) Alexa Fluor 546	ThermoFisher	Cat.# A-10036	1:1000 dilution
antibody	donkey anti-goat IgG (H+L)<br>Alexa Fluor 488	ThermoFisher	Cat.# A-11055	1:1000 dilution
antibody	donkey anti-goat IgG (H+L)<br>Alexa Fluor 546	ThermoFisher	Cat.# A-11056	1:1000 dilution
antibody	Biotin-SP (long spacer)<br>AffiniPure Donkey Anti-<br>Goat IgG (H+L)	Jackson Immuno<br>Research Lab	Cat.#705-065-147	1:200 dilution
biotin-binding<br>protein	Streptavidin, Alexa Fluor™<br>405 conjugate	Life Technologies	Cat. #S32351	1:200 dilution
nuclear stain	Hoechst 33258 solution	Sigma-Aldrich	Cat.# 94403	1:3000 dilution

Table S8. List of antibodies and stains used for immunostaining

Reagent type	Designation	Source	Identifiers	Additional information
antibody	p-Akt<br>rabbit monoclonal	Cell Signaling	Cat.# 4060	1:1000 dilution
antibody	p-4E-BP1rabbit<br>monoclonal	Cell Signaling	Cat.# 2855	1:2000 dilution
antibody	p-S6<br>rabbit monoclonal	Cell Signaling	Cat.# 5364	1:1000 dilution
antibody	β -actin<br>mouse monoclonal	Santa Cruz	Cat.# 47778	1:500 dilution
antibody	p-Smad2/3<br>rabbit monoclonal	Cell Signaling	Cat.# 8828	1:1000 dilution
antibody	p-Smad1/5/9<br>rabbit monoclonal	Cell Signaling	Cat.#13820	1:1000 dilution
antibody	Hmga2<br>rabbit monoclonal	Cell Signaling	Cat.# 8179	1:1000 dilution
antibody	S100A1<br>rabbit monoclonal	Abcam	Cat:#ab11428	1:1000 dilution
antibody	TGF- β 2 mouse<br>monoclonal	Santa Cruz	Cat:# SC-374659	1:500 dilution

Table S9. Antibodies for Immunoblotting.

How the deposited data were processed for this re-analysis (not part of the article)

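The values analysed here are estimated counts per transcript that the authors made with kallisto 0.46.1 against the Ensembl v96 mouse transcriptome (GRCm38) and deposited for 12 libraries. Before deposition the authors sequenced stranded total RNA libraries in pairs of 50 bases and pseudo-aligned the reads, and the deposited tables also hold TPM, which are relative transcript abundances. The 12 libraries are 3 each of control, FST, LIN28B and FST+LIN28B organoids of stage P5 after 7 days of expansion with doxycycline at 0.5 μg/ml. The paper's methods take the 3 libraries of a condition from 3 different animals. Replicate numbers were taken from the sample labels, and no sample was assigned from its measured values. No library was left out of the analysis.

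Each table lists 118489 transcripts. Of these, 116816 were matched to genes of GENCODE M21 (GRCm38), and 1673 were not, with 0.543% to 0.598% of the counts. Counts were summed per gene and rounded, 46 symbols belonged to more than 1 gene identifier, and 27085 of 36047 genes had a count. The tables total 42.7 to 65.3 M estimated counts per library. By condition the lowest, median and highest totals were 54.4, 58.2 and 59.4 M in control, 42.7, 63.0 and 64.8 M in FST, 50.5, 58.8 and 64.4 M in LIN28B and 53.7, 59.0 and 65.3 M in FST+LIN28B. The paper states an average depth of 30 M reads.

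Genes were tested in 1 fit of all 12 libraries with edgeR 4.0.16 (quasi-likelihood, robust, TMM normalization). The filter filterByExpr by condition (min.count 10, min.total.count 15, large.n 10, min.prop 0.7) left 18780 genes. The common biological coefficient of variation was 0.266. The threshold was a Benjamini-Hochberg adjusted p under 0.01. The 5 comparisons were FST+LIN28B, LIN28B and FST against control, FST+LIN28B against LIN28B, and the interaction of FST and LIN28B, beside a test of any difference among the 4 conditions. Standard errors are the unshrunk log2 fold change divided by the square root of the F statistic. CPM are TMM-normalized.

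Gene groups were 29 lists, tested with camera (limma 3.58.1) on voom values at a preset inter-gene correlation of 0.01 and adjusted over the lists, at an adjusted p under 0.05, with camera at an estimated correlation and fry beside it. With fewer than 2 tested genes, the erythroid list had no camera test, which left 28. The lists were let-7 targets, supporting cell genes, hair cell genes, otic progenitor genes, cell cycle genes, CDK inhibitors, TGF-β superfamily ligands, TGF-β superfamily receptors and SMADs, SMAD2/3 response genes, SMAD1/5/9 response genes, mesenchymal genes, cartilage and tectorial membrane genes, collagen chains, glial differentiation factors, glycolysis genes, Wnt target genes, FGF pathway genes, p53 target genes, immediate early and heat shock genes, sex genes, and markers of neurons, Schwann cells, immune cells, endothelial cells, melanocytes and stria, and erythroid cells. The other 3 were the study's own, namely embryonic morphogenesis and stem cell pluripotency pathway genes of table S4 and extracellular structure genes of table S5. Collagen chains among the lower genes were tested with Fisher's exact test.

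Genes named in the text followed a rule. It took the 53 genes the study names, and for each comparison the 10 genes of highest and the 10 of lowest log2 fold change among those called, with a mean of at least 2 CPM in the higher condition, separated libraries and no predicted or accession symbol. It added as examples of each list the called members with the largest absolute change. The rule named 151 genes in all. The fold changes of tables S1 to S3 had been seen when the rule was written. AC117239.2, Hspe1 and Commd10 were chosen after their values were seen. The lists, the 5 comparisons, thresholds, named-gene rule and 26 of the 27 alternative settings were set before the data were examined.

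The 26 alternatives were DESeq2, RLE size factors, library size alone, no filter, a filter of 5 counts in 47% of libraries, counts rescaled for transcript length, only the 2 conditions compared, a replicate block, an adjusted p under 0.05, counts without the 10 most abundant genes, limma on log2(TPM + 1) and on log2(TPM + 0.1), camera with an estimated correlation, fry, and each of the 12 libraries left out in turn. The setting added after seeing the data put the mean log2 CPM of Ddx3y, Eif2s3y, Kdm5d and Uty into the design.

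Libraries were regrouped in all 10 splits of each pair of conditions, and in 100 random regroupings for the interaction and for any difference. Complete separation of 3 from 3 libraries is the smallest exact p of 0.1. In simulated data of the same size, edgeR recovered 6%, 42%, 62% and 84% of genes with 1.5-, 2-, 4- and 8-fold changes, DESeq2 12%, 56%, 72% and 92%, and limma 6%, 44%, 64% and 84%. False calls were 0 to 3 with edgeR, 1 to 36 with DESeq2 and 0 to 4 with limma. Versions were R 4.3.3, DESeq2 1.42.0, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.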

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

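The tests on mesenchymal genes and on FST without LIN28B, on GC content and transcript length in FST replicate 2 and on AC117239.2 were chosen after the results were seen, and the others before.

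SMAD2/3 response genes were lower in FST+LIN28B than in LIN28B, with an adjusted p of 0.0201 from camera with an estimated correlation (limma). One hypothesis is fewer mesenchymal cells in FST+LIN28B. The other 29 mesenchymal genes had a median log2 fold change of −0.3122, against −0.5903 for the list (permutation p = 0.0886), which leaves it open. A second hypothesis, that FST lowers these genes also without LIN28B, had 6 of the 7 called members lower in FST against control (median −0.7013, 1 past the test), and stays open, since its bound of 6 was set after these values had been seen. The whole list was lower in FST against control by camera (limma, adjusted p = 2.73e-06). That call was lost with an estimated correlation and with fry (adjusted p to 0.1054). In FST organoids the paper could not detect p-SMAD2/3 protein and found TGF-β reporter expression nearly gone. Those are other measures, and they go with this second hypothesis. With counts rescaled for transcript length, camera (limma) gave an adjusted p of 3.787e-15. That argues against differences in effective transcript length between libraries. Each gene keeps its mean length in the rescaled counts, so other forms of gene length bias stay open.

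FST replicate 2 stood apart from the other FST libraries, with a mean correlation of 0.9546 against 0.9827 between those. Lower depth was argued against, since thinning the others to its depth raised the correlation by 0.001032. GC content was left open, as its deviation had a Spearman rho of −0.2493 with GC content where another library reached 0.3993. Transcript length was left open at a rho of 0.171, below the 0.1776 of another library. Over lists of more than 1 tested gene, and without sex genes, in which FST replicate 1 differed from replicates 2 and 3, its largest median deviations were 1.17 for endothelial markers, −0.91 for glycolysis genes and 0.89 for immune markers, the 1 tested erythroid gene was at 2.769 against 0.4934 and 0.1958 in replicates 1 and 3, and no biological explanation was tested.

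AC117239.2 was near 0 in the FST libraries, with counts of 0, 10 and 4, and had an interaction log2 fold change of 8.208. One hypothesis is that its reads are shared with Hspe1, since 334 of its 485 sequences of 31 bases also occur in that gene. Loss without a transfer of reads would lower the summed CPM of both by 0.4493, and relative to the control mean it was at 0.2224, −0.5906 and 0.2392 in FST replicates 1, 2 and 3. Reads shared with Hspe1 stay open, since 2 of the 3 sums lie nearer to no change and 1 does not, by a bound set after these values had been seen. Loss of transcription at its locus was argued against as far as it takes in the host gene Commd10, which changed by 0.1363 (SE 0.106).

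The interaction had camera adjusted p (limma) of 1.06e-09 for SMAD2/3 response genes, 1.67e-06 for cartilage and tectorial membrane genes, 0.000376 for supporting cell genes and for Wnt target genes, 0.000474 for p53 target genes, 0.00207 for SMAD1/5/9 response genes, 0.00378 for cell cycle genes and 0.0144 for TGF-β superfamily ligands. With an estimated correlation, the adjusted p of these 8 in the same order were 0.0402, 0.0199, 0.0875, 0.0875, 0.644, 0.574, 0.823 and 0.0940. Random regroupings gave as many lists past camera in 54 of 100 (8 lists, 18 at most) and as many genes in 9 of 100 (1 gene, 4 at most), so a chance result of the interaction was not excluded. For any difference among the 4 conditions, 1 of 100 gave as many genes, the real grouping itself (944 genes, 7 at most in the others).

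In each of the 4 pairs of conditions, 1 of 10 splits gave as many genes and 1 of 10 as many lists, the real split itself, and 10 splits are too few to say more. The real split and the highest other had 236 and 1 genes and 20 and 13 lists in FST+LIN28B against control, 644 and 0 genes and 21 and 15 lists in LIN28B, 4 and 1 genes and 9 and 8 lists in FST, and 95 and 3 genes and 15 and 10 lists in FST+LIN28B against LIN28B.

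With an estimated correlation, camera (limma) gave LIN28B against control an adjusted p of 0.0205 for SMAD2/3 response genes and 0.0276 for Wnt target genes.

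Cbln2 had a log2 fold change of 6.621 in FST+LIN28B against control. Wscd2 had −3.356 in the same comparison. Wnt10a had 4.945 in LIN28B against control. Otoa had −4.150 in LIN28B against control and 2.967 in FST+LIN28B against LIN28B. Mfap2 had −2.247 in FST against control. Ucma had −4.235 in FST+LIN28B against LIN28B.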

How the results depend on the processing

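Limits: each condition has 3 libraries, so a left-out library leaves 2. Counts moved both ways without single libraries. In the fit, all 12 libraries shared the estimate of each gene's spread. FST replicate 2 had the largest SD of deviation over genes (1.007, FST replicate 3 next at 0.7463). Without it, FST+LIN28B against control, LIN28B against control and FST+LIN28B against LIN28B, which hold no FST library, had 582, 1362 and 212 genes. Whether its spread accounts for these moves was not tested. Atoh1, Pou4f3, Gfi1, Bmp2, Zeb1 and Zeb2 had a mean under 5 CPM in every condition. Whether depth or spread between libraries limits their tests was not examined. The 2 TPM settings turned the share of higher genes in FST+LIN28B from 63.1% to 46.7% (+ 1) and 49.73% (+ 0.1). Reads were not realigned, and sleuth and Metascape were not run.

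Unless said otherwise, counts are genes called (edgeR) in the order FST+LIN28B, LIN28B and FST against control, FST+LIN28B against LIN28B, interaction and any difference, and main values were 236, 644, 4, 95, 1 and 944. DESeq2 gave 919, 1585, 68, 454, 33 and 2318. An adjusted p under 0.05 gave 730, 1579, 14, 305, 1 and 1923. Only the 2 conditions compared gave 406, 1210, 2 and 80. limma on log2(TPM + 0.1) gave 183, 488, 5, 72, 0 and 693. With Y-linked gene level in the design, a setting chosen after the data were seen, they were 130, 456, 2, 60, 1 and 626.

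A replicate block gave 134, 408, 4, 65, 0 and 583. No pairing of the libraries by replicate number was seen. In 18 pairs with the same number the correlation of deviations was −0.327 to 0.185 (mean −0.0105, the other 36 pairs 0.00609). Of 12 libraries, 2 were closest to their own number. With 3 libraries per condition a weak shared litter or culture day could be missed, and the labels name neither.

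Genes that FST+LIN28B shares with LIN28B (154) numbered 569 with DESeq2, 473 at an adjusted p under 0.05, 242 with only the 2 conditions compared, 80 with the block and 88 with Y-linked gene level in the design.

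Lists past camera (20, 21, 9, 15 and 8 in the same order up to the interaction) were 8, 9, 1, 1 and 2 with an estimated correlation. Fry gave 0 in FST against control, 8 in FST+LIN28B against LIN28B and 1 in the interaction.

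With 1 library left out, genes called ranged from 48 (without control replicate 3) to 582 (without FST replicate 2) in FST+LIN28B, 169 (control replicate 3) to 1362 (FST replicate 2) in LIN28B, 1 (control replicate 2) to 5 (FST replicate 1) in FST, 32 (FST+LIN28B replicate 1) to 212 (FST replicate 2) in FST+LIN28B against LIN28B, 0 (FST replicate 3) to 1 in the interaction and 443 (LIN28B replicate 1) to 1518 (FST replicate 2) for any difference. FST+LIN28B against LIN28B also had 42 and 36 without LIN28B replicate 1 or 2 and 49 and 59 without FST+LIN28B replicate 2 or 3. Shared genes ranged from 24 (control replicate 3) to 371 (FST replicate 2), and interaction lists from 5 (FST replicate 3) to 10 (LIN28B replicate 3). The correlation of the FST+LIN28B and LIN28B responses ranged from 0.6226 to 0.7594, and the collagen p (Fisher's exact) from 1.264e-08 to 1.922e-06.

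The camera adjusted p (limma) of cell cycle genes ranged from 5.024e-06 (without LIN28B replicate 3) to 0.6924 (FST+LIN28B replicate 2) in FST+LIN28B against LIN28B, and from 2.418e-07 (LIN28B replicate 3) to 0.9349 (LIN28B replicate 2) in the interaction. Both reversed without LIN28B replicate 2 (0.4876 in the first).

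Of genes named and called, those kept with each library left out numbered 24 of 60 in FST+LIN28B, 38 of 103 in LIN28B, 1 of 4 in FST and 15 of 37 in FST+LIN28B against LIN28B. The other settings kept 39, 56, 1 and 24, and none reversed.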

Differences from the paper's values

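Paper values are from its text and tables S1 to S3, with the sleuth β of the tables divided by ln 2. The paper's methods call β related but not equal to fold change, so the 3 gene values below set different measures side by side. Counts are compared at the same threshold, a q or adjusted p under 0.01. A setting closes a difference where a count is within 1.5 times the paper's, or a log2 fold change is within the larger of the paper's standard error and the SD between libraries here, on the scale of β over ln 2.

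DEGs in FST+LIN28B against control: paper 423, here 236. Of the alternatives set before the data were examined, only the 2 conditions compared (406) and leaving out FST replicate 2 (582) closed the difference, and the other settings, from 48 to 919, did not.

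DEGs in FST against control: paper 37, here 4. No setting closed it (1 to 68). Table S3 holds 37 genes, of which 24 have q under 0.01 (highest q 0.0484).

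Igf2bp1 in FST+LIN28B against control: paper's β over ln 2 1.561, log2 fold change here 1.82. Counts rescaled for transcript length, limma on log2(TPM + 1) and log2(TPM + 0.1), and leaving out control replicate 3 or FST+LIN28B replicate 3 closed the difference, and the other 18 settings did not.

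Igf2bp2 in FST+LIN28B against control: paper's β over ln 2 0.9885, log2 fold change here 1.18. Library size alone, counts rescaled for transcript length, both limma settings and leaving out control replicate 3 closed the difference, and the other 18 did not.

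Lin28b in FST+LIN28B against control: paper's β over ln 2 4.154, log2 fold change here 3.467. Counts rescaled for transcript length and both limma settings closed the difference, and the other 20 did not.

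Of the genes in table S1, 421 of 423 were tested here, 421 had the same sign and 208 were called (404 with DESeq2, 379 at an adjusted p under 0.05). Of table S2, 761 of 764 were tested and 523 called (742 with DESeq2, 741 at an adjusted p under 0.05). Of the 24 genes in table S3 with q under 0.01, 4 were called (23 with DESeq2, 12 at an adjusted p under 0.05).

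Of the genes the paper names, 39 are in table S1, all with the same sign here, and 19 of them were called. The other 20 follow with their edgeR adjusted p and the settings that called them beyond DESeq2 and an adjusted p under 0.05, which both called the first 15. Acvr2b (0.0128) was called with no filter, with only the 2 conditions compared and without FST replicate 2 or 3. Atoh1 (0.0107) was called with no filter, the 47% filter, only the 2 conditions compared, limma on log2(TPM + 1), and without FST replicate 2 or LIN28B replicate 1 or 3. Ccnd2 (0.0107) was called with RLE, the 47% filter, counts rescaled for transcript length, only the 2 conditions compared, without the 10 most abundant genes, and without FST replicate 1 or 3. Ccnd3 (0.0126) was called with library size alone, both limma settings and without FST replicate 2. Cdkn2a (0.0289) was called with only the 2 conditions compared and without FST replicate 2 or 3, Cdkn2b (0.0362) with only the 2 conditions compared, and Cybrd1 (0.0237) with that and without LIN28B replicate 3. E2f1 (0.0157) and Sox11 (0.0160) were called without FST replicate 2, Hk2 (0.0250) without FST+LIN28B replicate 2, and Gfi1 (0.0289) with no further setting. Inhba (0.0146) was called with no filter, counts rescaled for transcript length, both limma settings and without FST+LIN28B replicate 2. Nfix (0.0226) was called with only the 2 conditions compared and without FST replicate 2. Ovol1 (0.0101) was called with RLE, no filter, the 47% filter, without the 10 most abundant genes, and without FST replicate 2 or 3, LIN28B replicate 3 or FST+LIN28B replicate 2. Rprm (0.0107) was called with no filter, the 47% filter, only the 2 conditions compared, both limma settings and without FST replicate 2 or 3. Of the last 5, Cdkn1a (0.0561), Nfic (0.0529) and Prrx1 (0.0767) were called with DESeq2 and with only the 2 conditions compared, Nfic also without FST replicate 2. Zbtb20 (0.106) was called with only the 2 conditions compared and without FST replicate 2, and Gata3 (0.0601) with counts rescaled for transcript length and only the 2 conditions compared.

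The paper names Bmp2 and Tgfb2 as lowered by FST, from its FST genes and from TGF-β2 immunoblots. It also reports RT-qPCR in which FST dampened the rise of both transcripts with Activin A. Here Bmp2 and Tgfb2 had adjusted p of 0.172 and 0.0470 (edgeR), where table S3 runs to a q of 0.0484. DESeq2 called both, and an adjusted p under 0.05 called Tgfb2. Of the other genes the paper calls in FST, Col9a3 (0.0810) was called with DESeq2 and both limma settings. Fst (0.0112), Rasd2 (0.0278) and Scx (0.0432) were called with DESeq2 and at an adjusted p under 0.05, Fst also with library size alone, counts rescaled for transcript length, the replicate block, both limma settings and without FST or FST+LIN28B replicate 2.

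The paper describes Atoh1, Pou4f3 and Gfi1 as near absent in LIN28B organoids. Here Atoh1 (edgeR adjusted p = 0.089) and Gfi1 (0.099) did not pass in LIN28B, at 0.997 and 0.276 CPM. Pou4f3 passed (4.56, 0.0042) at 1.68 CPM, against 0.0688 CPM in control, and lost its call without control replicate 2 or 3 or LIN28B replicate 1 or 2. The paper states no level that counts as detected.

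The paper describes S100A1 protein as lower with both factors. Here the transcript, a different measure, was at −0.21 (edgeR adjusted p = 0.782) in FST+LIN28B.

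The paper describes Scx and Prrx1 as raised in LIN28B. Here their edgeR adjusted p were 0.03 and 0.49. Scx was called with DESeq2, only the 2 conditions compared and an adjusted p under 0.05, and Prrx1 with no setting.

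It reports higher Acvr2b, Inhba and Hk2 and lower Nfic and Nfix in LIN28B. Here their edgeR adjusted p were 0.02, 0.0345, 0.07, 0.067 and 0.083. All 5 were called with only the 2 conditions compared, Acvr2b and Inhba with DESeq2 and at an adjusted p under 0.05, Acvr2b and Nfic without FST replicate 2, and Inhba and Hk2 without FST+LIN28B replicate 2. E2f1 (0.0143) and Gata3 (0.0100, above the threshold before rounding) are in table S2 and were called here with DESeq2, at an adjusted p under 0.05 and without FST replicate 2. E2f1 was also called with only the 2 conditions compared and without FST+LIN28B replicate 2, and Gata3 with library size alone, no filter, counts rescaled for transcript length, both limma settings and without LIN28B replicate 3.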

Other observations

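Some Wnt target and FGF pathway genes were higher in LIN28B than in control, and Fgfr2 was higher in FST+LIN28B too. Of 16 Wnt target genes, 4 rose in LIN28B, the Wnt inhibitor genes Notum (log2 fold change 2.02, SE 0.21) and Apcdd1 (1.53, SE 0.13), the growth regulator gene Myc (1.69, SE 0.19) and the transcription factor gene Sp5 (0.75, SE 0.15), with camera (limma) adjusted p = 2.02e-05. Against LIN28B, FST+LIN28B lowered Myc by 1.33 (SE 0.19) and Apcdd1 by 1.01 (SE 0.13; camera adjusted p = 1.77e-04, 0.0695 with an estimated correlation), and against control it moved none of the list (0.0333, 0.175 with an estimated correlation, and 0.0991 at most without control replicate 3 or FST+LIN28B replicate 1 or 3). Myc averaged 4.95 (SD 0.348) CPM in control, 4.68 (SD 0.520) in FST, 16.0 (SD 2.90) in LIN28B and 6.36 (SD 1.25) in FST+LIN28B (n = 3). Of 19 FGF pathway genes, Fgfr2 (3.15, SE 0.49), Fgf15 (2.71, SE 0.32), Fgf16 (1.97, SE 0.21) and Fgf20 (1.62, SE 0.32) rose in LIN28B (camera adjusted p = 0.044, 0.199 with an estimated correlation, and 0.133 at most without control, FST or LIN28B replicate 2). In FST+LIN28B Fgfr2 alone rose (0.00479, 0.103 with an estimated correlation), and against LIN28B none passed (0.907). Without LIN28B replicate 1 or 2, or control replicate 2 or 3, Fgfr2 lost its LIN28B call (edgeR adjusted p to 0.0182), as did Fgf20 without any control or LIN28B library or FST+LIN28B replicate 1 (to 0.0475) and Sp5 without those, FST replicate 3 or FST+LIN28B replicate 3 (to 0.0603). Against LIN28B, Myc lost its call without LIN28B replicate 2 or 3 or any FST+LIN28B library (to 0.0217), and Apcdd1 without replicate 1 or 2 of either (to 0.0135).

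p53 target genes rose in LIN28B, 9 of 17 with all 17 positive (median 0.86, camera adjusted p = 8.89e-15, 0.0554 with an estimated correlation, limma). They include the cell death genes Pmaip1 (2.06, SE 0.24) and Fas (1.86, SE 0.38) and the growth arrest genes Btg2 (1.63, SE 0.24) and Plk2 (1.57, SE 0.18). In FST+LIN28B Plk2 alone rose against control (0.99, SE 0.17, camera adjusted p = 5.73e-10, 0.106 with an estimated correlation), and against LIN28B none passed (median −0.38, camera adjusted p = 4.37e-07, 0.207 with an estimated correlation). FST alone moved none of them (0.0552). In LIN28B, Fas lost its call without any control or FST+LIN28B library, FST replicate 1 or LIN28B replicate 1 or 2 (edgeR adjusted p to 0.0591), and Btg2 without any control library (to 0.0150). In FST+LIN28B, Plk2 lost its call without any control or FST+LIN28B library, or replicate 1 of FST or LIN28B (to 0.0592). Jun, an immediate early transcription factor gene, rose by 1.73 (SE 0.21) in LIN28B and 1.58 (SE 0.21) in FST+LIN28B, the only one of 11 immediate early and heat shock genes (camera adjusted p = 0.00901 and 3.67e-04, 0.32 and 0.201 with an estimated correlation, the first lost without LIN28B replicate 2 at 0.0824). In FST+LIN28B its call was lost without any control library or FST+LIN28B replicate 1 or 3 (edgeR adjusted p to 0.0152). Of 12 SMAD1/5/9 response genes, the BMP feedback gene Smad6 rose by 0.83 (SE 0.14) in LIN28B (camera adjusted p = 1.12e-04, 0.167 with an estimated correlation) and none passed in FST+LIN28B (0.0099, 0.286 with an estimated correlation). Against LIN28B, Id4 was higher by 1.20 (SE 0.16) and Bambi, a BMP pseudoreceptor gene, lower by 1.20 (SE 0.17; 0.0161, 0.469 with an estimated correlation, and 0.268 at most without LIN28B replicate 1 or FST+LIN28B replicate 2). Smad6 lost its call without any control library or LIN28B replicate 1 or 2 (edgeR adjusted p to 0.0323), Id4 without replicate 1 or 2 of LIN28B or FST+LIN28B (to 0.0239), and Bambi without any library of these (to 0.0229). None of 18 glycolysis genes passed in FST+LIN28B, where 17 were positive (median 1.13, camera adjusted p = 3.96e-08, 0.202 with an estimated correlation), or in FST (median 0.38, 0.00714, 0.659 with an estimated correlation, and 0.786 at most without FST replicate 1 or 3).

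Further list results come from camera (limma). Supporting cell genes had 2 members, Otogl (1.55, SE 0.18) and Slc1a3 (0.78, SE 0.09), higher in FST+LIN28B than in LIN28B (adjusted p = 1.77e-04, 0.0695 with an estimated correlation), Slc1a3 not without LIN28B replicate 2 (edgeR adjusted p = 0.0135). Otic progenitor genes Hmga2 and Fgf20 rose in LIN28B (adjusted p = 0.0102, 0.158 with an estimated correlation). Cell cycle genes had no member past the test in LIN28B (median −0.13, adjusted p = 0.00883, 0.577 with an estimated correlation, 0.703 at most without control or LIN28B replicate 2) or against LIN28B (median 0.08, adjusted p = 0.0161, 0.861 with an estimated correlation). TGF-β superfamily receptors and SMADs had Tgfbr1 and Smad3 higher in FST+LIN28B (adjusted p = 0.00202, 0.0931 with an estimated correlation), Tgfbr1 not without control replicate 2 (edgeR adjusted p = 0.0122) and Smad3 not without any control or FST+LIN28B library or FST replicate 1 (to 0.0536).

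Markers of other cells were tested beside these. Of 7 Schwann cell markers the myelin gene Cnp fell by 0.84 (SE 0.16) in LIN28B (camera adjusted p = 0.378, limma). Of 7 endothelial markers Flt4, a VEGF receptor gene, rose by 1.97 (SE 0.30) in FST+LIN28B (0.0729), and the list passed against LIN28B (median 0.51, 0.0244, 0.207 with an estimated correlation). No immune (0.229), melanocyte and stria (0.744) or sex gene (0.353) passed in FST+LIN28B, and the 1 erythroid gene tested had −0.87. Ddx3y, Eif2s3y, Kdm5d and Uty were high in control replicates 1 and 2, FST replicates 2 and 3, LIN28B replicates 1 and 3 and FST+LIN28B replicate 3. In LIN28B, Cnp lost its call without any control or LIN28B library, FST replicate 1 or 3 or FST+LIN28B replicate 1 (edgeR adjusted p to 0.0566). In FST+LIN28B, Flt4 lost its call without control replicate 2 or 3 or FST+LIN28B replicate 1 or 3 (to 0.0247). The endothelial list lost its camera call against LIN28B without FST replicate 2 or FST+LIN28B replicate 3 (to 0.0809).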
